# Protecting centrosomes from fracturing enables efficient cell navigation

**DOI:** 10.1126/sciadv.adx4047

**Published:** 2025-04-25

**Authors:** Madeleine T. Schmitt, Janina Kroll, Mauricio J. A. Ruiz-Fernandez, Robert Hauschild, Shaunak Ghosh, Petra Kameritsch, Jack Merrin, Johanna Schmid, Kasia Stefanowski, Andreas W. Thomae, Jingyuan Cheng, Gamze Naz Öztan, Peter Konopka, Germán Camargo Ortega, Thomas Penz, Luisa Bach, Dirk Baumjohann, Christoph Bock, Tobias Straub, Felix Meissner, Eva Kiermaier, Jörg Renkawitz

## Abstract

The centrosome is a microtubule orchestrator, nucleating and anchoring microtubules that grow radially and exert forces on cargos. At the same time, mechanical stresses from the microenvironment and cellular shape changes compress and bend microtubules. Yet, centrosomes are membraneless organelles, raising the question of how centrosomes withstand mechanical forces. Here, we discover that centrosomes can deform and even fracture. We reveal that centrosomes experience deformations during navigational pathfinding within motile cells. Coherence of the centrosome is maintained by Dyrk3 and cNAP1, preventing fracturing by forces. While cells can compensate for the depletion of centriolar-based centrosomes, the fracturing of centrosomes impedes cellular function by generating coexisting microtubule organizing centers that compete during path navigation and thereby cause cellular entanglement in the microenvironment. Our findings show that cells actively maintain the integrity of the centrosome to withstand mechanical forces. These results suggest that centrosome stability preservation is fundamental, given that almost all cells in multicellular organisms experience forces.

## INTRODUCTION

Cells inside multicellular organisms experience mechanical forces that originate from intracellular cytoskeletal dynamics and coupling to the extracellular microenvironment, such as to neighboring cells and extracellular matrix (*1*). At the same time, cells have to withstand these forces to prevent damage and preserve functionality, including the maintenance of nuclear integrity when they squeeze through narrow gaps (*2*, *3*). The microtubule cytoskeleton is a major source of intracellular forces, moving cargos like vesicles during interphase and chromosomes during mitosis (*4*). Further, mechanical stresses from the microenvironment and shape changes exert forces on the microtubule cytoskeleton, which typically spans through the entire cell, resulting in microtubule compression or bending (*5*, *6*). In many cells, the centrosome functions as a nucleator and anchor of microtubules (*7*), which suggests that centrosomes evolved an architectural composition primed to withstand forces. Centrosomes are membraneless organelles, composed of a centriolar pair that is connected by non-covalent linker proteins and a surrounding proteinaceous matrix (*4*). While the membraneless property of centrosomes is critical for their timed separation during cell division, linker proteins such as cNAP1 (*CEP250*) connect the centriolar pairs outside of cell division to maintain centrosome cohesion (*8*). However, how the centrosome responds to forces and maintains its integrity under forces remains unknown, raising the general question of how the mechanical integrity of the centrosome is maintained in nondividing cells while experiencing forces.

## RESULTS

### Migration in complex environments deforms the centrosome

As a model for cells that experience forces (*9*), we live-imaged motile mouse dendritic cells (DCs) that are terminally differentiated (*10*, *11*) and nucleate microtubules only from the centrosome (*12*). To visualize the centrosome, we used DCs expressing centrin-2 (CETN2)–green fluorescent protein (GFP) (*13*) as a marker for the pair of two centrioles within one centrosome. The two centrioles remained in close proximity of 0.5 to 1 μm with minor distance fluctuations when cells migrated persistently along unidirectional paths along a chemotactic gradient (Fig. 1, A and B, and movie S1), in accordance with stable centriolar distances during centrosome cohesion in interphase cells (*14*). Even during minor directional changes along wider straight paths, the centriole pair moved in a coordinated manner (fig. S1, A and B). Yet, to our surprise, when the cells encountered path junctions, the distances between the pair of centrioles considerably increased, indicating stretching deformations (Fig. 1, C and D, and movie S1). Centrosome stretching was transient, as the initial centriolar distance was restored after productive path decisions (Fig. 1E and movie S1). These results suggested that centrosomes are subject to deformations, likely by forces experienced during migratory pathfinding, in line with historical observations of transient centriole separation during the adhesive spreading of neutrophils (*15*).

**Fig. 1.**
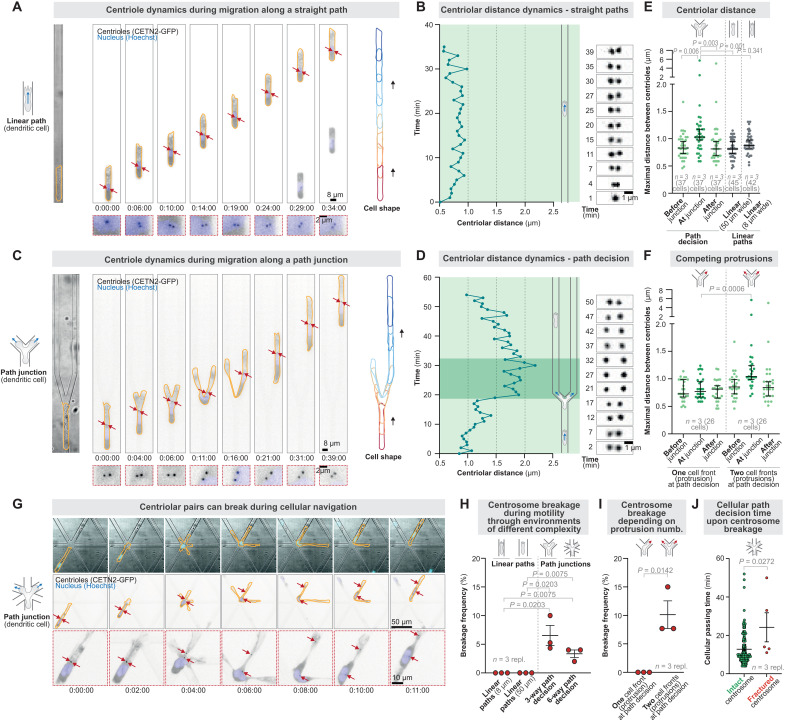
Centrosome deformations and breakage in motile cells. (**A**) Representative CETN2-GFP (centriole pair; black; enlargement in red dashed boxes)–expressing DCs stained with Hoechst (nucleus; blue) migrating along a unidirectional straight path (linear micro-channel). (**B**) Centriolar distance dynamics during migration along a unidirectional straight path; note the stable proximity of the individual centrioles. (**C**) As in (A), but migration through a path junction. Note the two cell fronts exploring the alternative paths. (**D**) Centriolar distance dynamics during a path decision; note the transiently increased distance between the individual centrioles. (**E**) Quantification of centriolar distances before, during, and after migration through path junctions, as well as during migration along narrow and wide linear paths. (**F**) Quantification of centriolar distances of cells that pass the junction either with two simultaneous explorative protrusions or DCs that immediately decide for one path alternative with one protrusion. (**G**) Representative CETN2-GFP (centriole pair; black; enlargement in red dashed boxes)–expressing DCs stained with Hoechst (nucleus; blue) migrating along a six-way path junction. Note the far-distant separation of the two centrioles upon cellular pathfinding. (**H**) Frequency of centrosome breakage during DC migration in environments of different complexity [*n* = 3 replicates (repl.): linear narrow paths, 42 cells; linear wide paths, 45 cells; three-way junctions, 72 cells; six-way junction, 150 cells]. (**I**) Frequency of centrosome breakage during DC migration along a three-way path junction of cells that pass the junction either with two simultaneous explorative protrusions or DCs that immediately decide for one path alternative with one protrusion (*n* = 3 repl.: 1 protrusion, 26 cells; 2 protrusions, 46 cells). (**J**) Path decision time of DCs migrating along a three-way path junction with an intact or fractured centrosome (*n* = 3 repl.: intact centrosome, 145 cells; fractured centrosome, 5 cells). Time is indicated as hours:minutes:seconds.

Migrating DCs extend simultaneous protrusions into alternative paths, a characteristic feature of motile cells exploring their microenvironment (*16*–*18*). Thus, we compared centrosome deformations in DCs that either explored their path with two competing protrusions or immediately moved into one path with a single protrusion. DCs with competing protrusions deformed their centrosome transiently as the protrusions explored the alternative paths (Fig. 1, C, D, and F). Yet, cells that migrated with a single protrusion did not stretch the centrosome (Fig. 1F and fig. S1, C and D). To confirm centrosomal deformations, we generated DCs expressing the pericentriolar material (PCM) marker Pericentrin-dTomato and observed elongated PCM shapes at path junctions (fig. S9, D and E). These findings show that forces from competing protrusions deform the centrosome. Centrosome stretching deformations rarely resulted in centrosome breakage, but, if so, it only occurred during path exploration with multiple protrusions (Fig. 1, G to I). Given that centrosome breakage caused delays in pathfinding (Fig. 1J), these findings suggested that centrosomes are equipped with mechanisms to withstand forces actively.

### Dyrk3 protects from centrosome fracturing

To screen for mechanisms that maintain centrosome integrity during mechanical deformations, we established transcriptomics of migrating DCs in collagen networks of different complexity (fig. S2A), based on the rationale that motile cells sample more complex environments with more protrusions. 

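Bone marrow–derived DCs, antigen-presenting cells that migrate toward the chemokine CCL19, were placed in migration chambers in collagen gels of 1.7, 2.6, 3.5, or 4.4 mg/ml. RNA for sequencing was taken 5 hours after the CCL19 gradient was set up. DCs in the same chambers without collagen (suspension) served as controls. The 18 libraries comprise 3 replicates of each of 6 groups, 4 of them collagen densities and 2 of them suspension groups. The suspension groups are titled with and without CCL19, but in each replicate the titles and the library names give opposite CCL19 states, so these groups are named here by their titles and no direction of a CCL19 effect is given. Every collagen group was given CCL19. Comparisons with the mean of both suspension groups therefore also include a difference in CCL19. Libraries with the same replicate number share a date in the library name and a sequencing lane, so the replicate is also a batch that holds every group once. The authors aligned the reads to the mouse genome and deposited whole-number counts per Ensembl gene without normalization. The paper's text does not name the tool that gave these counts or how reads that match several genes were treated. Total counts ranged from 14832358 to 18879083 (median 15706007) at 1.7 mg/ml, from 13178096 to 28059839 (median 18576048) at 2.6 mg/ml, from 13062944 to 16084553 (median 13823519) at 3.5 mg/ml, and from 13878626 to 23906193 (median 23087334) at 4.4 mg/ml. They ranged from 13849590 to 22227961 (median 19736521) in suspension titled plus CCL19 and from 16934387 to 23014871 (median 17755520) in suspension titled without CCL19. None of the 153 pairs of libraries held identical counts. The table lists 29875 genes, of which 13844 passed edgeR's filter on low counts and were tested. Counts were scaled with edgeR's TMM method and tested with its quasi-likelihood F-test. The false discovery rate (FDR) was 0.1, the threshold that the paper's methods give. Those methods name DESeq2 for differential expression, which was run here as an alternative. The paper's text names neither the contrast nor whether the replicate entered the model, and both choices change the number of genes called. The first fit had no replicate term, and each comparison was fitted again with the replicate number as a block.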

Cluster analysis of differentially regulated genes revealed transcriptional adaptation to migration in more complex matrices (fig. S2B), including genes up-regulated in increasing collagen complexity (fig. S2C). 

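Across the 6 groups, 679 of the 13844 genes tested differed in any way at an FDR of 0.1. The number was 3363 with the replicate number as a block. Deviations from the group means correlated across genes with a mean r of 0.43 between libraries with the same replicate number, where genes are not independent replicates. The mean of the 4 collagen groups differed from the mean of the 2 suspension groups in 2790 genes, 1077 higher and 1713 lower in collagen, and in 4823 genes with the block, 2158 higher and 2665 lower. With GC and length offsets as well as the block, a choice made after seeing the data, 2611 were higher and 2512 lower. Against suspension, 5 genes differed at 1.7 mg/ml, 1090 at 2.6 mg/ml, 679 at 3.5 mg/ml, and 2054 at 4.4 mg/ml, and with the block these numbers were 403, 2990, 2551, and 4420. The number of genes did not rise at each step of density. At 2.6 mg/ml, another assignment of the same libraries within replicates called more genes than the real one. The linear trend over the 4 collagen densities passed the threshold in 1 gene, Chka, and in 201 genes with the block, 111 rising and 90 falling. With DESeq2 and no block it passed in 109 genes, 53 rising and 56 falling.
The gene Chka (ENSMUSG00000024843), on chromosome 19 of GRCm38 from 3851773 to 3894369, had 86.9 ± 11.6 CPM (counts scaled to library size; SD, n = 3) at 1.7 mg/ml, 139.4 ± 30.3 (SD, n = 3) at 2.6 mg/ml, 132.4 ± 11.1 (SD, n = 3) at 3.5 mg/ml, and 278.2 ± 36.4 (SD, n = 3) at 4.4 mg/ml, so its mean did not rise between the 2 middle densities. Its slope was 0.55 on the log2 scale per mg/ml (standard error 0.08, adjusted p = 0.0437 from edgeR's quasi-likelihood test), and 0.55 (adjusted p = 0.00821) with the block.
The 102 genes read from fig. S2C are the paper's own cluster 4 on these data, so their profile is not an independent test of it. Of these, 57 passed the test for any difference among the groups when adjusted over all genes tested and 82 when adjusted over the list alone. With the block, 100 passed over all genes. The slope over the collagen densities was positive in 102 of 102, compared with 50.5% of all genes tested, with a median of 0.48 on the log2 scale per mg/ml. The trend of a single listed gene passed the threshold over all genes, 73 passed over the list alone, and 41 passed over all genes with the block. The group mean was highest at 4.4 mg/ml in 101 of the 102 genes. Ward clustering of the 679 genes into 8 clusters placed Dyrk3 in a cluster of 64 genes, 27 of which are listed in fig. S2C. In that cluster the mean z-score was −0.27 at 1.7 mg/ml, 0.17 at 2.6 mg/ml, 0.18 at 3.5 mg/ml, and 1.64 at 4.4 mg/ml.

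**Figure D1:**
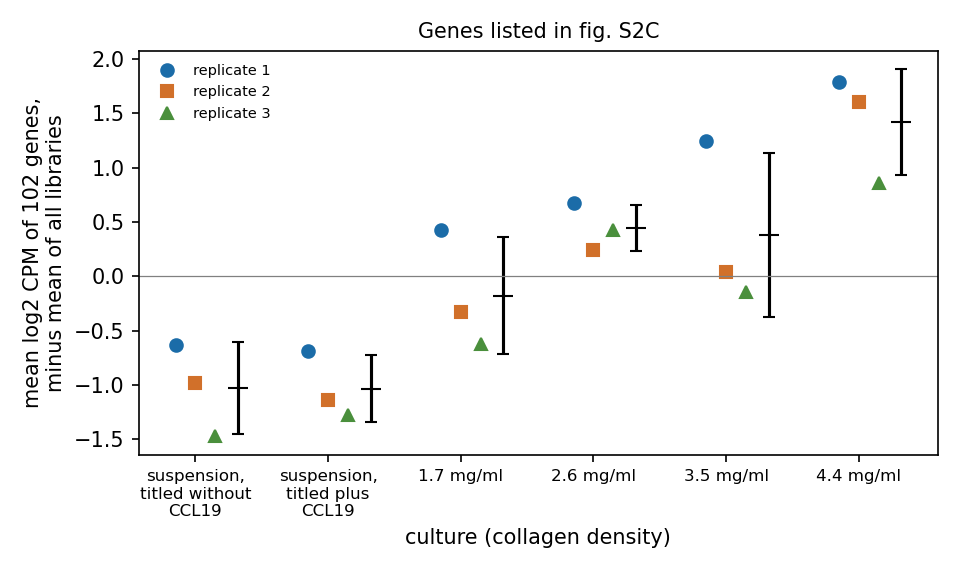
Mean log2 CPM of the 102 genes listed in fig. S2C, minus their mean over all libraries, for each group on the x axis. Symbols are libraries by replicate and bars are the mean ± SD of 3 libraries. At 4.4 mg/ml the libraries lie at 1.78, 1.60, and 0.86, and at 1.7 mg/ml at 0.42, −0.33, and −0.62.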

Given that the centrosome has features of membraneless biomolecular condensates (*19*–*21*), we were particularly interested in observing the up-regulation of Dyrk3 (fig. S2D), a protein kinase shown to function as a regulator of membraneless organelles (*22*), including its activity at the centrosome for cell cycle progression into mitosis (*23*). 

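Dyrk3 (ENSMUSG00000016526) lies on the minus strand of chromosome 1 of GRCm38 from 131127455 to 131138340. It had 2.06 ± 0.97 CPM (SD, n = 6) in suspension, 3.62 ± 2.02 (SD, n = 3) at 1.7 mg/ml, 6.13 ± 0.85 (SD, n = 3) at 2.6 mg/ml, 6.14 ± 2.09 (SD, n = 3) at 3.5 mg/ml, and 11.8 ± 2.81 (SD, n = 3) at 4.4 mg/ml. The suspension value pools 2.58 ± 1.10 (SD, n = 3) in the group titled plus CCL19 and 1.54 ± 0.58 (SD, n = 3) in the group titled without. These 2 groups did not differ past the threshold (log2 fold change 0.73, adjusted p = 0.764 from edgeR's quasi-likelihood test). These levels rest on 19 to 287 counts per library, and 3 counts correspond to 0.23 CPM of total counts, without TMM, in the smallest library.
In collagen the log2 fold change against suspension was 1.66 (standard error 0.31, adjusted p = 0.00311 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.63 (adjusted p = 1.709e-04) with the replicate number as a block. An exact two-sided permutation test of log2 CPM over the 18 libraries gave p = 9.696e-04, and the difference had the same sign in 3 of 3 replicates. At 4.4 mg/ml the log2 fold change against suspension was 2.56 (standard error 0.39, adjusted p = 0.00156 from the same edgeR test). The exact permutation test gave p = 0.0119, the smallest that 3 libraries against 6 allow. At 1.7 mg/ml the change of 0.85 (standard error 0.40) did not pass over the 13844 genes tested. The same edgeR test gave an unadjusted p = 0.0507 and an adjusted p = 0.619. With the block the change was 0.75 and did not pass either (unadjusted p = 0.0347, adjusted p = 0.275 from the same edgeR test).
Within the collagen groups, Dyrk3 rose by 0.57 on the log2 scale per mg/ml (standard error 0.17). Over the 13844 genes tested this slope did not pass the threshold in edgeR without the block (adjusted p = 0.415 from the quasi-likelihood test). With DESeq2, which the paper's methods name, and no block, the slope was 0.58 and passed (adjusted p = 0.074 from the Wald test). In edgeR with the block the slope was 0.59 and passed (adjusted p = 0.0588). Without replicate 2 of the 4.4 mg/ml group, a choice made after seeing the data, the adjusted p in edgeR with the block was 0.125. A two-sided permutation test of the single gene over 12 collagen libraries gave p = 0.00223. With exchange only within replicates this permutation test gave p = 0.00101. Dyrk3 is listed in fig. S2C, a cluster of genes that rose in these same libraries, so neither unadjusted p is an independent test of the trend. The same holds for the other permutation tests of Dyrk3 given here. Between 4.4 and 1.7 mg/ml the log2 fold change was 1.71 (standard error 0.48, adjusted p = 0.377 from the same edgeR test), and 1.8 (adjusted p = 0.0388) with the block. With DESeq2 and no block this change passed as well. Without replicate 2 of the 4.4 mg/ml group the change with the block was 1.76. It did not pass (adjusted p = 0.117 from the same edgeR test). The exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Levels at 2.6 and 3.5 mg/ml overlapped. The paper notes the up-regulation of Dyrk3, cites its activity on membraneless organelles and at the centrosome, and then tests its role in the locomotion of interphase cells.

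**Figure D2:**
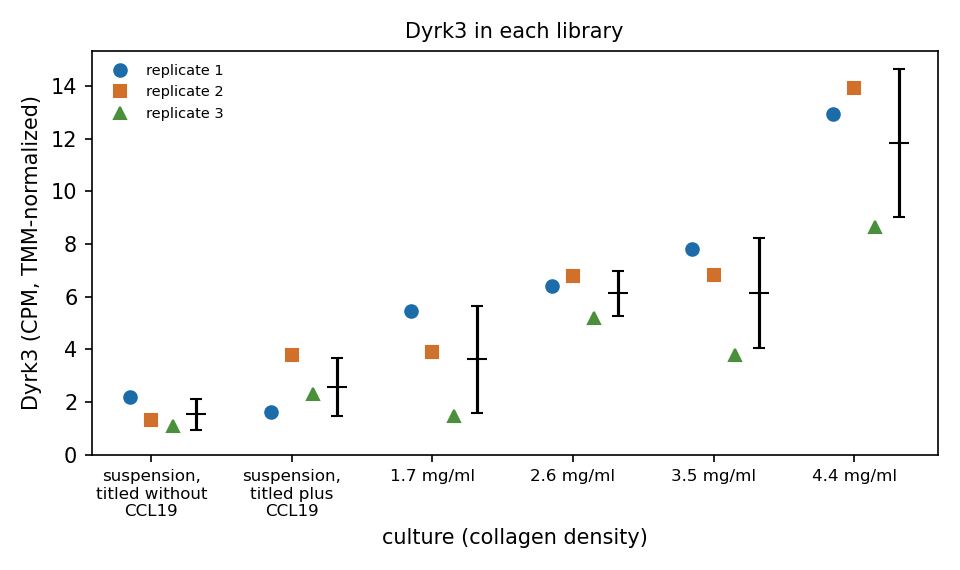
Dyrk3 in CPM on the y axis, scaled by TMM, for each culture on the x axis. Symbols are libraries by replicate and bars are the mean ± SD of 3 libraries. The 4.4 mg/ml libraries lie at 12.9, 13.9, and 8.64 CPM, above the libraries of each other group.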

To test the role of Dyrk3 for locomotion of nondividing interphase cells, we investigated DCs in the presence of GSK-626616, a well-described small-compound inhibitor of Dyrk3 (*22*, *23*), while migrating through collagen matrices composed of heterogeneously sized pores comparable to tissues, ranging from 1 to 5 μm smaller than the cellular diameter (*24*, *25*). DCs showed reduced velocities during navigation through these matrices (Fig. 2A, fig. S2E, and movie S2), which we also observed in the presence of harmine (Fig. 2B and fig. S2F), an additional small-compound inhibitor of Dyrk-family proteins. Similarly, DC migration toward lymphatic vessels in mouse ear explants and intravasation into the lymphatic vessels was reduced (Fig. 2, C and D). To test generality, we used human Jurkat T cells as another model for fast migration and observed decreased velocities and accumulated distances while maintaining comparable directionality toward a chemokine source in the presence of GSK-626616 (Fig. 2, E to G; fig. S2G; and movie S2). To confirm these findings on a genetic level, we expressed a dominant-negative kinase-dead point mutant of Dyrk3 [enhanced green fluorescent protein (EGFP)–DYRK3 K218M] (*23*) in Jurkat T cells and again observed reduced migration velocities and distances (Fig. 2, F and G, and movie S2). To test whether Dyrk3 plays a role in motility beyond immune cells, we loaded fibroblasts, a model for slow mesenchymal migration, into micropillar forests that mimic complex matrices but offer defined microenvironments. While control cells moved substantially into the microenvironmental mazes, Dyrk3-inhibited and EGFP-DYRK3 K218M expressing cells migrated less (Fig. 2H and fig. S2H). Overall, these findings show that functional Dyrk3 is required for efficient cell migration.

**Fig. 2.**
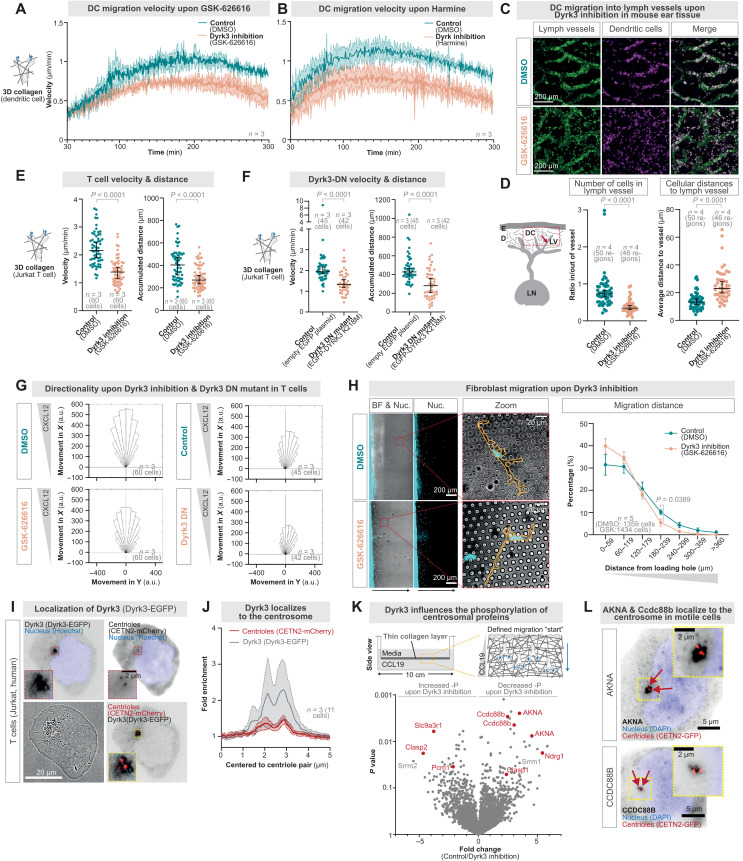
Cell motility requires functional Dyrk3. (**A**) DC migration in three-dimensional (3D) collagen matrices (1.7 mg/ml) along a CCL19 chemokine gradient in the presence of 5 μM GSK-626616 or DMSO (control). (**B**) As in (A), but with 50 μM harmine. (**C**) Representative immunofluorescence staining of in situ migration of DCs (anti-MHCII; magenta) into lymphatic vessels (anti-Lyve1; green) on a mouse ear sheet in the presence of 5 μM GSK-626616 or DMSO (control). (**D**) Quantification of (C), comparing the number of DCs inside to the outside of lymphatic vessels, as well as measuring the closest distance between cells and lymphatic vessels. (**E**) Velocity and migrated distance of Jurkat T cells migrating in 3D collagen matrices (1.3 mg/ml) along a CXCL12 chemokine gradient in the presence of 5 μM GSK-626616 or DMSO (control). (**F**) As in (E), but comparing cells that express a dominant-negative (DN) enhanced green fluorescent protein (EGFP)–Dyrk3 K218 mutant or the corresponding empty EGFP plasmid. (**G**) Directionality along a chemotactic gradient (CXCL12) of Jurkat T cells upon rendering Dyrk3 nonfunctional. a.u., arbitrary units. (**H**) Migrated distance of 3T3 fibroblasts stained with Hoechst (nucleus; cyan) migrating in 3D micropillars in the presence of 5 μM GSK-626616 or DMSO (control). (**I**) Localization of EGFP-tagged WT Dyrk3 and CETN2-mCherry in Jurkat T cells showing a centrosomal localization around the intact pair of centrioles. (**J**) Quantification of (I) by measuring the fluorescent intensity along a 5-μm line [blue dotted line in (I)] centered to the centriole pair. (**K**) Phosphoproteomics of migrating DCs in collagen matrices (1.7 mg/ml) along a CCL19 chemokine gradient in the presence of 5 μM GSK-626616 or DMSO (control). Centrosomal proteins are highlighted in red. (**L**) Immunofluorescence staining of a representative CETN2-GFP (centriole pair; red) expressing Jurkat T cell stained with DAPI (nucleus; blue) and with Akna or CCDC88B (black), respectively.

As we observed that Dyrk3 primarily localizes to the centrosome of motile cells (Fig. 2, I and J), we established phosphoproteomics of migrating cells to determine whether Dyrk3 regulates centrosomal proteins. We developed a large-scale chamber where 10 million DCs migrated toward a chemokine inside a collagen matrix (Fig. 2K). Upon phosphopeptide isolation and mass spectrometry, we identified known proteins regulated by Dyrk3, including SRRM1 and SRRM2 (*22*), centrosomal proteins such as PCM1 (*26*) and CLASP1 (*27*), and, more recently, identified centrosomal proteins like AKNA (*28*) and Ndrg1 (*29*), as well as proteins with annotated centrosomal localization like SLC9A3R1 (*30*) and Ccdc88b (*31*) (Fig. 2K). Using immunofluorescence stainings for AKNA and Cdcc88b, we confirmed their localization to the centrosome of motile cells (Fig. 2L). Given the role of Dyrk3 as a biomolecular condensate dissolvase, we tested whether Dyrk3 regulates the physical properties of the centrosome by measuring the diffusion properties of core centrosomal proteins by fluorescence recovery after photobleaching (FRAP). We selected CEP120 as a centrosomal protein with well-known fast diffusion properties (*32*) and observed slower diffusion rates upon rendering Dyrk3 nonfunctional (fig. S3, A and E), indicating altered centrosomal material properties. Similarly, Dyrk3 itself showed quick diffusion properties that were decreased by its inhibition, while the less diffusive proteins AKNA and Pericentrin were not affected (fig. S3, B to E).

Considering this role of Dyrk3 in regulating centrosomal properties, we tested whether Dyrk3 regulates centrosome integrity. We imaged CETN2-GFP–expressing DCs during navigation through path junctions. Before the path junction, the centrioles located in proximity and moved synchronously (Fig. 3, A and B), indicating centrosome cohesion in intact centrosomes. Yet, once the cells encountered multiple paths, the pair of centrioles frequently broke into far distantly located and individually moving centrioles when Dyrk3 was nonfunctional (Fig. 3, A, D, and E; and movie S3). Centrosome breakage was sudden and fast, with separation velocities in the range of micrometers per minute (Fig. 3, B and C), showing a fracture-like behavior of the centrosome and indicating strong opposing forces acting onto the centrosome. Centrosome fracturing only occurred at path junctions, but not during migration along straight paths (Fig. 3, D and E; fig. S4A; and movie S3). To confirm these results in deformable matrices, we analyzed centrosome integrity during migration in collagen. In the presence of GSK-626616, DCs showed broken pairs of centrioles, resulting in individual centrioles that can be located in different subcellular regions (Fig. 3, F to H). To observe the behavior of broken centriole pairs over time, we established an under-agarose migration assay with bead obstacles to follow cells during pathfinding over hundreds of micrometers (fig. S5, A to E). This revealed that centrioles were able to reestablish cohesion, typically when they only separated for short distances (Fig. 3, I and J). In most cases, however, centrosome fracturing caused long-term splitting of the centriolar pair (Fig. 3, I and J). These findings establish that centrosomes are prone to breakage when Dyrk3 is nonactive and when DCs navigate their paths. To test whether Dyrk3 is generally required to maintain mechanical stability of the centrosome during cell motility, we loaded amoeboid migrating T cells as well as mesenchymal migrating fibroblasts into mazes upon their transfection with CETN2-GFP. While nonactive Dyrk3 did not cause major effects on centrosome integrity when both cell types moved on two-dimensional (2D) substrates, migration within pathfinding mazes led to centrosome fracturing (Fig. 4, A to F). Overall, these data identify that centrosomes are prone to mechanical breakage in the absence of Dyrk3 activity.

**Fig. 3.**
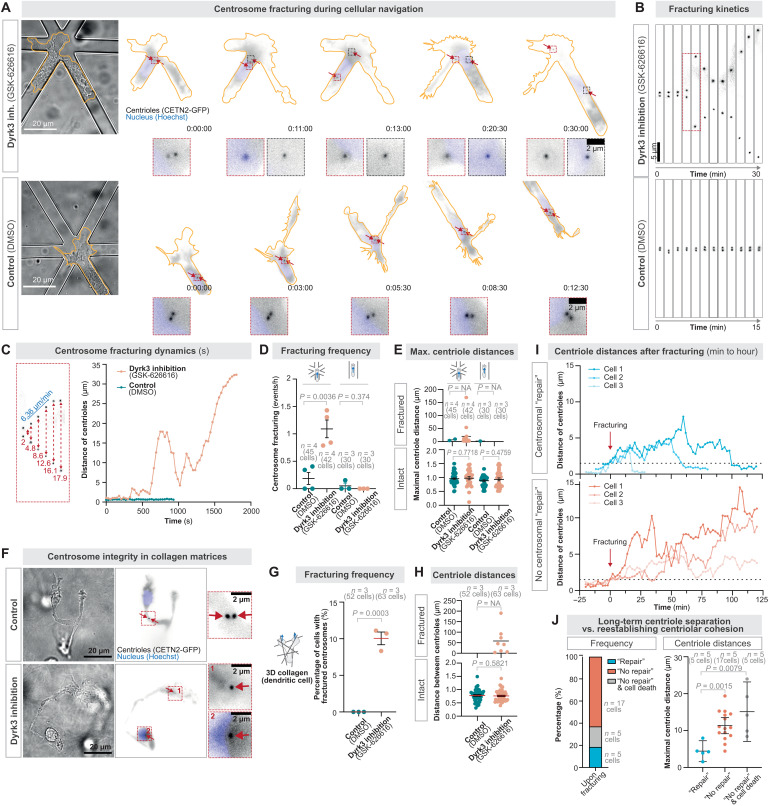
The centrosome fractures during cellular pathfinding in the absence of Dyrk3 activity. (**A**) Dynamics of the centriole pair (CETN2-GFP; black) during DC migration along a six-way path junction in the presence of 5 μM GSK-626616 or DMSO (control). Note the far-distant separation of the two centrioles in the presence of 5 μM GSK-626616. The nucleus is stained with Hoechst (blue). Time is indicated as hours:minutes:seconds. (**B**) As in (A), showing the detailed kinetics of the centriole pair. (**C**) As in (A), showing the detailed velocity of the separation of the centriole pair. (**D**) Frequency of centrosome breakage (defined as distance > 1.5 μm between the centrioles) and (**E**) maximal distance of individual centrioles during DC migration along path junctions (six-way) or unidirectional paths. NA, not applicable; statistical testing is not applicable due to low numbers of fracturing events under control conditions. (**F**) Representative DC during migration in a deformable collagen matrix in the presence of 5 μM GSK-626616 or DMSO (control). (**G**) Percentage of cells with broken centrosomes and (**H**) maximal distance of individual centrioles during DC migration in 3D collagen matrices 2 hours after the start of migration. NA, not applicable; statistical testing is not applicable due to low numbers of fracturing events under control conditions. (**I**) Long-term centriole dynamics during Dyrk3-inhibited (5 μM GSK-626616) DC migration through bead obstacles underneath an agarose layer after centrosome fracturing showing representative examples of “repairing” and “non-repairing” cells. (**J**) As in (I), quantifying the frequency of long-term consequences and corresponding maximal distance of individual centrioles during DC migration upon centrosome fracturing.

**Fig. 4.**
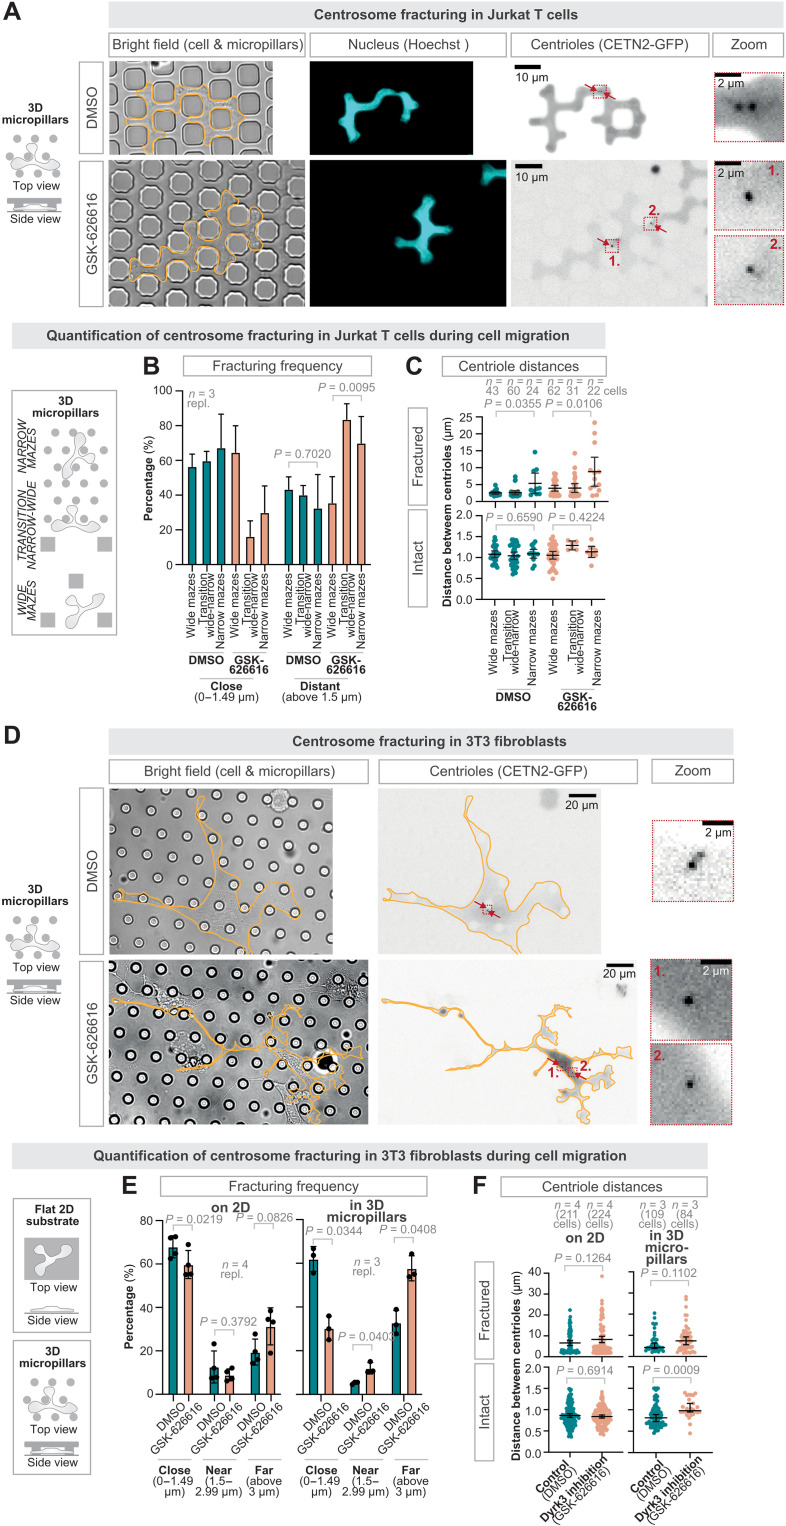
Centrosome fracturing during Jurkat T cell and 3T3 fibroblast migration. (**A**) Representative CETN2-GFP (centriole pair; black; enlargement in red dashed boxes) expressing Jurkat T cells migrating along micropillars in the presence of 5 μM GSK-626616 or DMSO (control). (**B**) Frequency of centrosome breakage classifying the short and long distantly separated individual centrioles, and (**C**) maximal distance of individual centrioles during Jurkat T cell migration in 3D micropillars with narrow and wide mazes in the presence of 5 μM GSK-626616 or DMSO (control) [*n* = 3 repl.; DMSO: 43 cells (wide mazes), 60 cells (transition wide-narrow), and 24 cells (narrow mazes); GSK-626616: 62 cells (wide mazes), 31 cells (transition wide-narrow), and 22 cells (narrow mazes)]. (**D**) Representative CETN2-GFP (centriole pair; black; enlargement in red dashed boxes) expressing 3T3 fibroblasts migrating along micropillars in the presence of 5 μM GSK-626616 or DMSO (control). (**E**) Frequency of centrosome breakage classifying the short and long distantly separated individual centrioles, and (**F**) maximal distance of individual centrioles in 3T3 fibroblasts on 2D and during migration in 3D micropillars with narrow and wide mazes in the presence of 5 μM GSK-626616 or DMSO (control) (*n* = 4 repl.; DMSO: 211 cells on 2D and 109 cells in 3D micropillars; GSK-626616: 224 cells on 2D and 84 cells in 3D micropillars). All data derive from at least three independent biological replicates.

The centriolar pair in the centrosome is well-known to be connected by a protein-based linker that involves cNAP1 (*33*), and RPE1 cells with a knockout in cNAP1 migrate slower on 2D substrates (*8*). To identify whether this known linker mechanism is involved in maintaining centrosome integrity under forces during navigational pathfinding, we generated a conditional knockout of cNAP1 (*CEP250*) in CETN2-GFP–expressing DCs (fig. S6, A to F). Analysis revealed increased centriolar distances and centrosomal fracturing rates when cells transitioned through path junctions (Fig. 5, A and B). To investigate whether this was due to competing protrusions, we analyzed the centrosomal fracturing rate and only observed increased fracturing rates when cells explored their path with competing protrusions (Fig. 5C). When we targeted Dyrk3 and cNAP1 simultaneously, centrosome fracturing rates were not significantly increased compared to their individual targeting, indicating their function in the same protective pathway (Fig. 5B). Together, these data establish that the centrosome is prone to breakage by migratory forces, requiring protective mechanisms mediated by the known centriolar linker cNAP1 and the here identified role of Dyrk3 in centrosome cohesion.

**Fig. 5.**
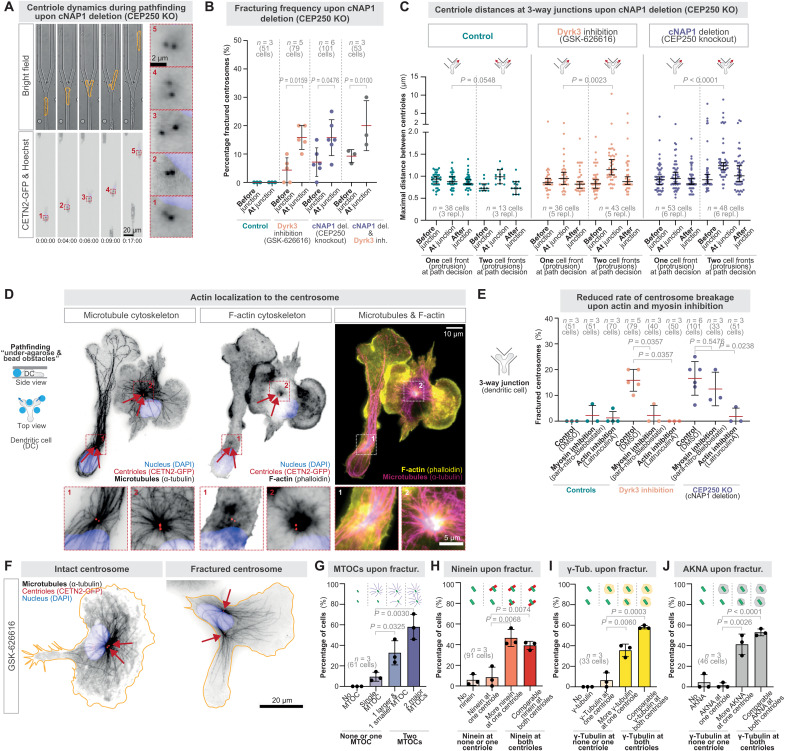
Centrosome fracturing generates two functional MTOCs and is mediated by forces from the actin cytoskeleton. (**A**) Representative CETN2-GFP (centriole pair; black) expressing cNAP1-deficient DC stained with Hoechst (nucleus; blue) migrating along a three-way path junction exploring the alternative paths with one or two cell protrusions. (**B**) Frequency of centrosome breakage during DC migration along a three-way path junction in the presence of 5 μM GSK-626616 or control (DMSO), or upon cNAP1 deletion. (**C**) As in (B), quantifying centriolar distances before, during, and after migration through path junctions of cells that pass the junction either with two simultaneous explorative protrusions or DCs that immediately decide for one path alternative with one protrusion. (**D**) Immunofluorescence staining of CETN2-GFP (red, arrows)–expressing DCs upon migration through bead obstacles underneath an agarose layer. DAPI (blue), anti–α-tubulin (black and magenta), and phalloidin (black and yellow) visualize the nucleus, the microtubule, and the F-actin cytoskeleton, respectively. (**E**) As in (B), but in co-presence of 50 nM Latrunculin A, 25 μM para-nitro-blebbistatin, or control (DMSO). (**F**) Immunofluorescence of Dyrk3-inhibited (5 μM GSK-626616) CETN2-GFP (red, arrows)–expressing DCs upon migration through bead obstacles underneath an agarose layer showing representative examples of intact and fractured centrosomes. Anti–α-tubulin (black) and DAPI (blue) visualize the microtubule cytoskeleton and the nucleus, respectively. (**G** to **J**) Quantification of microtubule aster formation (G), the microtubule anchoring protein ninein (H), the microtubule nucleator γ-tubulin (I), and Akna (J) upon breakage of the centrosome. Time is indicated as hours:minutes:seconds.

### Forces causing centrosome fracturing

To identify the forces causing centrosome fracturing, we aimed to disentangle extracellular from intracellular forces. First, we exposed cells to environmental confinement by squeezing the cells between two layers (*34*), causing only occasional centrosome fracturing in a Dyrk3-dependent manner (fig. S4, B and C). Similarly, we detected occasional centrosome deformations during cellular squeezing through narrow 2-μm pores, while centrosome stretching already occurred during translocation through wider 3-μm pores when Dyrk3 was nonactive (fig. S7, A to D, and movie S4). These data suggest that mechanical stresses from the microenvironment cause centrosome deformations. Nevertheless, centrosome fracturing was more frequent during cellular pathfinding, suggesting that intracellular forces from competing protrusions may cause larger centrosome deformations. To combine both environmental confinement and competing protrusions, we embedded micrometer-sized beads as path obstacles between two layers, generating confined cells that have to navigate (fig. S5, A to C) and observed high rates of centrosome fracturing when Dyrk3 was nonfunctional (fig. S4, D and E). These findings suggest that, while cellular confinement within the microenvironment can lead to centrosome fracturing, fracturing occurs more frequently due to intracellular forces derived from competing protrusions.

To identify the source of intracellular forces causing centrosome deformations and fracturing, we focused on the actomyosin cytoskeleton, as actin is known to locate at the centrosome of lymphocytes (*35*, *36*) and DCs (*11*) (Fig. 5D) and as actomyosin forces contribute to centriole separation during cell cycle progression (*37*). To address whether actomyosin forces cause centrosome fracturing, we exposed DCs to path junctions and low doses of the actin inhibitor Latrunculin. This allowed functional migration (*18*) but prevented centrosome fracturing when Dyrk3 is nonactive (Fig. 5E, fig. S8A, and movie S5). Similarly, inhibition of myosin reduced the rates of centrosome fracturing (Fig. 5E, fig. S8A, and movie S5). To corroborate this finding, we inhibited actin and myosin in DCs with conditional knockouts of the known centriolar linker protein cNAP1 and observed reduced centrosome fracturing during pathfinding upon actin inhibition but, to a lesser extent, upon myosin inhibition (Fig. 5E and fig. S8B). When we inhibited Arp2/3 or formin actin nucleators, centrosome fracturing in conditional cNAP1 knockouts and Dyrk3-inhibited cells was reduced upon formin inhibition (fig. S8C). Moreover, using the PCM marker Pericentrin, we observed diminished PCM deformations upon actin inhibition (fig. S8, C and D). Thus, forces from the actomyosin cytoskeleton lead to centrosome fracturing during cellular pathfinding.

### Centrosome fracturing generates coexisting MTOCs

Experimental centriole depletion often results in mild cellular phenotypes (*38*), including migration without centrioles, as other organelles like Golgi membranes (*39*) can function as alternative microtubule-organizing centers (MTOCs) (*4*, *40*, *41*), compensating for centriole-based MTOCs. Our findings on centrosome fracturing raised the possibility that the consequences of fractured centrosomes are entirely different from experimental centrosome depletion. To investigate this hypothesis, we visualized the microtubule cytoskeleton, unexpectedly observing separate MTOCs around individual centrioles upon centrosome fracturing following Dyrk3 inhibition (Fig. 5, F and G, and fig. S9A) and in the rare cases of centrosome fracturing in WT cells when centrosomal shielding mechanisms are in place (fig. S10, A and B). In contrast, intact centriole pairs formed single MTOCs as revealed by stimulated emission depletion (STED) microscopy (fig. S9, B and C), which asymmetrically localized the microtubule-anchoring protein ninein (*7*, *42*), and efficiently nucleated microtubules tracked by EB3-positive plus ends (fig. S9, D to F), even when Dyrk3 was inhibited (Fig. 5F; fig. S9, D to F; and movie S6).

These results suggested that broken centrosomes can form coexisting functional MTOCs within one cell. To confirm this finding, we engineered DCs to stably express CETN2-GFP and EB3-mCherry as centriolar and MTOC markers (*18*, *24*), identifying by live-cell imaging two coexisting MTOCs in most cells upon centrosome fracturing (fig. S10, C and D). Microtubules detached only occasionally (fig. S9G) and ninein mostly localized to both centrioles upon fracturing (Fig. 5H and fig. S11A), suggesting functional microtubule anchoring. Similarly, the microtubule nucleator γ-tubulin and the centrosomal protein AKNA localized around both centrioles after fracturing (Fig. 5, I and J, and fig. S11, B and C). Thus, centrosome fracturing leads to the emergence of functional coexisting MTOCs within single cells.

### Centrosome fracturing impedes cellular navigation

Given the importance of single MTOCs as a steering organelle during cellular locomotion (*12*, *24*), we investigated the functional consequences of coexisting MTOCs for moving cells. Rendering the centrosome prone to fracturing by impairing Dyrk3 activity resulted in unaffected migration along straight paths and through narrow 2-μm constrictions (Fig. 6, A and B; fig. S12, A to C; and movie S7). This is consistent with microtubules being dispensable for unidirectional movement, as the actin cytoskeleton is the driving force for locomotion (*9*, *43*). In contrast, DCs moving through micro-channels with either three-way or six-way junctions needed longer to perform path decisions in the presence of GSK-626616 (Fig. 6C; fig. S12, D and E; and movie S7). These data suggested that the emergence of coexisting MTOCs upon centrosome fracturing impairs pathfinding. To test generality, we measured the migration properties of T cells upon the expression of the kinase-dead point mutant of DYRK3 or Dyrk3 inhibition, showing delayed pathfinding, while migration along straight paths was unaffected (Fig. 6, D to F; fig. S13, A to C; and movie S8).

**Fig. 6.**
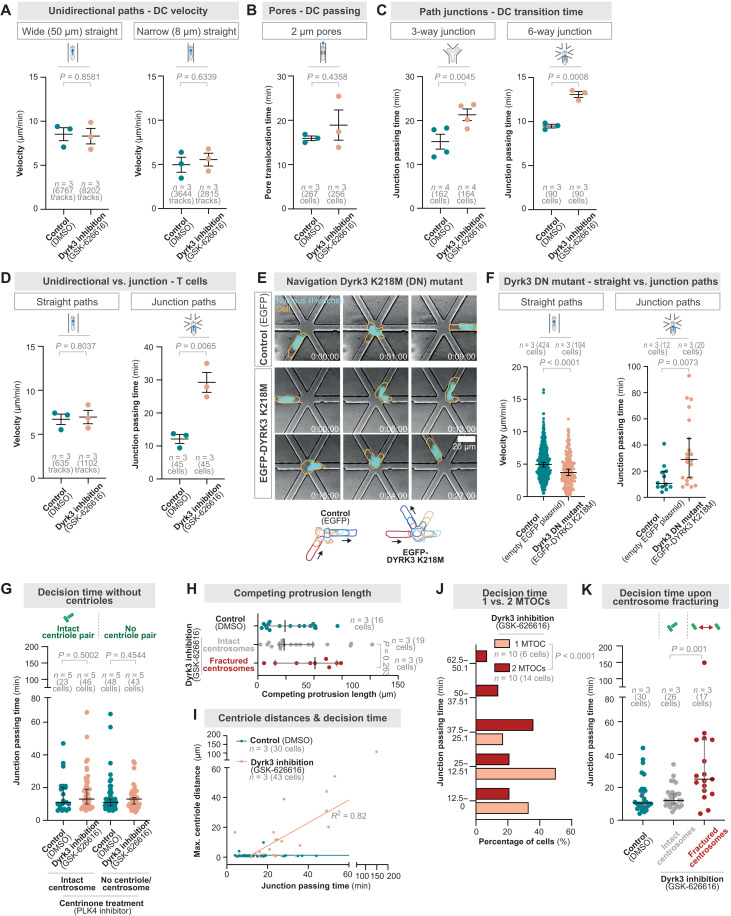
Centrosome fracturing impedes cellular navigation. (**A** to **C**) DC migration velocity along unidirectional paths (A), 2-μm pores (B), and path junctions (C) in the presence of 5 μM GSK-626616 or DMSO (control). (**D**) Jurkat T cell migration velocity along unidirectional paths or six-way path junctions in the presence of 5 μM GSK-626616 or DMSO (control). (**E**) Representative EGFP-Dyrk3 K218M or EGFP expressing Jurkat T cells migrating through a six-way path junction. Time is indicated as hours:minutes:seconds. (**F**) Jurkat T cell migration velocity along unidirectional paths or passing time in six-way path junctions of cells expressing a dominant-negative (DN) EGFP-Dyrk3 K218 mutant or the corresponding empty EGFP plasmid. (**G**) Path decision time of centriole-depleted and non-centriole–depleted CETN2-GFP DCs through six-way decision points. Note that centrinone treatment results in a heterogeneous cell population with variable centriole numbers (see Materials and Methods for details). (**H**) Length of the major competing protrusion of DCs with fractured and non-fractured centrosomes migrating through six-way junctions. (**I**) Correlation of the cellular decision time [as in (K)] with the maximal distance between individual centrioles. (**J**) Path decision time of CETN2-GFP EB3-mCherry–expressing DCs with fractured centrosomes forming one or two MTOCs along six-way path junctions in the presence of 5 μM GSK-626616. (**K**) Path decision time of CETN2-GFP DCs with fractured and non-fractured centrosomes through six-way decision points.

In line with a pathfinding phenotype, DCs and Jurkat T cells that either express the kinase-dead point mutant of DYRK3 or are inhibited by GSK-626616 showed elongated shapes (fig. S14, A to C). To exclude a cell polarity defect due to Dyrk3 nonfunctionality independent of centrosome fracturing, we measured the configuration of the nucleus-MTOC axis as a polarity marker, revealing a normal nucleus-forward configuration (fig. S15, A and B, and movie S9). To confirm a normal polarity in cells with nonactive Dyrk3 and intact centrosomes, we genetically engineered DCs to express the PIP_3_/PI(3,4)P_2_ sensor PH-Akt, a well-established polarity marker (*44*). Directionally migrating cells showed a preferentially forward localization of PH-Akt, which remained unchanged upon impairing Dyrk3 activity (fig. S15, C to E, and movie S9). Together, these data show that altering Dyrk3 activity does not impair cellular polarity as long as the centrosome remains intact, and, therefore, only one MTOC is present.

Thus, we tested the direct consequences of the emergence of two MTOCs upon centrosome fracturing by live-cell imaging during path decisions. This revealed that specifically cells with fractured centrosomes had longer competing protrusions (Fig. 6H) and required more time for productive pathfinding (Fig. 6K), where even the delay of passage correlated with the separation distance between fractured centrosome parts (Fig. 6I). In a cell race–like scenario, where cells must continuously perform path decisions like in tissues, cells with broken centrosomes and multiple MTOCs migrated substantially shorter distances than cells with intact centrosomes (fig. S16, A to C). Further, live-cell imaging of emerging MTOCs upon centrosome fracturing revealed delayed path decisions specifically when broken centrosomes formed competing MTOCs (Fig. 6J). Thus, only the emergence of coexisting MTOCs impairs cellular pathfinding. In contrast, cells without any centriole but with a single functional MTOC (fig. S17, B and C) (*45*), generated by the PLK4 inhibitor centrinone (*46*), showed normal migration during pathfinding, even if Dyrk3 is nonactive (Fig. 6G, fig. S17A, and movie S10). Thus, while cells are effective in compensating for experimentally induced centriole depletion, they must protect their centrosome from forces to prevent fracturing and the emergence of competing MTOCs. Together, these findings discover centrosome deformations that can lead to centrosome fracturing, which impedes cell functionality by generating coexisting MTOCs and causes entanglement in the microenvironment.

## DISCUSSION

How membraneless organelles (*47*) respond to mechanical forces and withstand them is largely unknown. The centrosome is a cellular membraneless organelle (*14*, *48*–*50*) that undergoes a highly regulated and timed separation during cell division. While the absence of a surrounding membrane is critical for this controlled separation at each cell division, our findings discover that centrosomes are exposed and susceptible to deformations in nondividing cells due to both extracellular and intracellular forces during the migration of cells. Specifically, we identify that forces are transmitted to the centrosome during cell migration through confining or complex environments during cellular squeezing and navigational pathfinding, where, in particular, forces from the actin cytoskeleton deform and even fracture the centrosome. This indicates a mechanical nature of centrosome fracturing and that actin forces act not only as intracellular organelle “movers” but also as “destroyers.”

Our data not only discover that centrosomes are exposed to forces but reveal that the integrity of the centrosome is protected by the kinase Dyrk3. However, whether the previously described function of Dyrk3 as a phase condensate dissolvase is involved in this mechanism remains to be identified, as well as the precise mechanisms of actin-based force transmission to the centrosome that may involve either actin directly at the centrosome or a connection from force-generating actin pools at cellular protrusions to the centrosome. Our data further identify that the previously known centriolar linker protein cNAP1 is required to maintain centrosome cohesion when cells are exposed to forces experienced during cell migration through 3D environments. While a knockout of cNAP1 leads to viable mice [but causes male infertility; (*51*)], our data in DCs indicate an important function of cNAP1 given that the low knockout rates of around 20% on the allelic level in the used conditional knockout system correlate with a similar rate of centrosome fracturing at path junctions, potentially indicating a critical role of cNAP1 in DC-mediated immune responses and more broadly in a functional immune system.

Our findings further establish that these centrosomal shielding mechanisms protect cells from the detrimental formation of multiple MTOCs around broken centrosome fragments. These MTOCs around individual centrioles nucleate microtubules and show localization of the microtubule anchoring protein ninein, indicating proper MTOC functionally. Our data show that, specifically, the emergence of more than one MTOC causes defects in cellular decision-making at path junctions, leading to the entanglement of motile amoeboid and mesenchymal cells in the matrix upon centrosome fracturing.

Overall, our findings identify the importance of maintaining centrosome integrity for cellular functionality and tightly regulating MTOC numbers. Further, they indicate that cellular behaviors resulting from centrosome breakage differ from those arising from experimental centriole depletion. Beyond its relevance for cells moving in multicellular organisms, such as during immune surveillance and cancer cell motility, our findings suggest the fundamental concept that cells have to preserve the integrity of the centrosome and other membraneless organelles by shielding mechanisms whenever they experience mechanical forces, such as during development, tissue homeostasis, or disease. Further, these findings add to the emerging concept that intracellular organelles are not only actively positioned (*18*, *52*–*54*) but also experience physical forces (*55*, *56*), requiring their shielding to maintain cellular functionality.

## MATERIALS AND METHODS

### Cell culture

All cells were grown and maintained at 37°C in a humidified incubator with 5% CO_2_. Jurkat T cells were cultured in R10 medium at a cell density of 0.1 × 10^6^ to 1.5 × 10^6^ cells/ml. 3T3 fibroblasts were cultured in Dulbecco’s modified Eagle’s medium (DMEM; 31885, Gibco) supplemented with 10% fetal calf serum (FCS), penicillin (100 U/ml), streptomycin (100 mg/ml), and 0.1 mM 2-mercaptoethanol (all Gibco) at 70 to 80% confluency. DCs were differentiated either from bone marrow isolated from male C57Bl6/J wild-type mice (aged 8 to 12 weeks) or from Hoxb8 (*57*) precursor cell lines [CETN2-GFP (*11*), EB3-mCherry (*12*), Lifeact-GFP and EMTB-mCherry, CETN2-GFP and EB3-mCherry, CETN2-GFP and PH-Akt-dTomato, PCNT-dTomato and CETN2-GFP and indCas9 sgC-NAP1]. Cells were cultured in R10 medium [RPMI 1640 and 10% FCS, 2 mM l-glutamine, penicillin (100 U/ml), streptomycin (100 mg/ml), and 0.1 mM 2-mercaptoethanol, all Gibco] supplemented with 10% granulocyte-macrophage colony-stimulating factor hybridoma supernatant. On differentiation days 3 and 6, fresh medium was added. CETN2-GFP and indCas9 sgC-NAP1 Hoxb8 cells were grown and maintained in a conditioned medium supplemented with blasticidin (10 μg/ml) and puromycin (3 μg/ml). Cas9 expression was induced by the addition of doxycycline (1 μg/ml) on differentiation day 0 and continued by the addition of doxycycline (2 μg/ml) on days 3 and 6. For migration experiments, either fresh or thawed DCs (differentiation day 8) were stimulated by adding lipopolysaccharide (200 ng/ml; *Escherichia coli* O26:B6; MilliporeSigma) for 24 hours to induce cell maturation. For centriole depletion experiments, differentiating DCs were treated with a final concentration of 500 nM centrinone B [Bio-Techne; dissolved in dimethyl sulfoxide (DMSO)] on differentiation days 2, 3, 6, 7, and 8. As described previously (*46*), PLK4 inhibition upon centrinone B treatment prevents the formation of new daughter centrioles, while preexisting centrioles are further distributed during cell division. Consequently, when added over multiple rounds of cell division, centrinone B treatment ultimately results in a mixed cell population composed of cells with no, one, two, or even multiple centrioles at the same time (*11*, *45*, *46*).

### Mice

All animals were housed in the Core Facility Animal Models at the Biomedical Centre (Ludwig-Maximilians-Universität), and animal procedures and experiments were in accordance with the ministry of animal welfare of the region of Oberbayern and with the German law of animal welfare.

### Flow cytometry analysis

DC maturation was routinely checked for surface expression of CD11c and major histocompatibility complex class II (MHCII). After Fc receptor blockage using an anti-mouse CD16/32 antibody (14-0161-85, Invitrogen) diluted in fluorescence-activated cell sorting (FACS) buffer [1% bovine serum albumin (BSA) and 2 mM EDTA in phosphate-buffered saline (PBS)], cells were stained with anti-mouse CD11c and anti-mouse MHCII antibodies (17-0114-82 and 48-5321-82, both Invitrogen). Flow cytometry analysis was performed on a CytoFLEX S flow cytometer (Beckman Coulter).

### Transgenic cell lines and transgene delivery

#### Generation of inducible Cas9 hematopoietic progenitor cell line

Hematopoietic progenitor cell lines were generated by retroviral delivery of an estrogen-regulated form of *Hoxb8* as described recently (*57*, *58*). Briefly, the bone marrow of 8- to 12-week-old CETN2-GFP–expressing mice was isolated and retrovirally transduced with an estrogen-regulated form of the HOXB8 transcription factor. Cells were cultured in an estradiol-containing medium to allow expression of HOXB8. To generate an inducible Cas9 cell line, a lentiviral approach was applied.

For lentivirus production, 10^6^ human embryonic kidney 293 FT cells were seeded. A plasmid mix containing psPAX2 (packaging plasmid, gift from D. Trono; Addgene, plasmid no. 12260), pMD2.G (envelope plasmid, gift from D. Trono; Addgene, plasmid no. 12259), and indCas9-Blast (Horizon Discovery, CAS 11229) (2:3:4 mass ratio) in a total concentration of 8 ng/ml was transduced. After 5 hours, the medium was changed with prewarmed DMEM. Lentivirus was harvested 48 hours later by collecting and filtering the supernatant through a 0.45-μm filter. For lentiviral transduction, a cell suspension of HOXB8 cells at 0.3 × 10^6^/ml supplemented with polybrene (8 μg/ml; TR-1003-G, Merck Millipore) was prepared, along with different virus concentrations. Cells were spinfected by centrifuging at 1500*g* for 90 min at 32°C. After spinfection, 1.5 ml of fresh medium was added. After 1 day, the medium was renewed to reduce polybrene. Selection with blasticidin (10 μg/ml) was initiated after 3 days, and, after 7 days, cells with a multiplicity of infection of 0.04 were selected for further use.

#### CRISPR-knockout generation

To generate C-NAP1–specific knockouts of immortalized hematopoietic progenitor reporter cell lines, a lentiviral CRISPR-Cas9 approach was applied. Single-guide RNAs were designed using CHOPCHOP. Top- and bottom-strand primers were designed, containing distinct overhangs (top primer, 5′-CACCGGTGCATGAGCGTGCCGACGA-3′; and bottom primer, 5′-AAACTCGTCGGCACGCTCATGCACC-3′) needed for cloning and U6 promoter-dependent transcription. Top- and bottom-strand primers were resuspended to a concentration of 100 μM, annealed, and cloned into the CROP-Seq_Guide_Puro plasmid (a gift from C. Bock; Addgene, no. 86708) (*59*). Virus production and infection were carried out as described above. Seventy-two hours postinfection, cells were washed to remove the remaining viruses, and a selection medium containing puromycin dihydrochloride (3 μg/ml) was added.

To determine indel frequency, 1 × 10^5^ cells from each condition were harvested, resuspended in 75 μl of cell lysis buffer (25 mM NaOH and 0.2 mM EDTA), and incubated at 95°C for 30 min. Following neutralization with 75 μl of cell neutralization buffer (40 mM tris-HCl, pH 5.5), 20 μl of neutralized cell lysate was used to perform DNA amplification with the Platinum Hot Start PCR Mix (13001013, Thermo Fisher Scientific) according to the manufacturer’s instructions for 34 cycles (forward primer, 5′-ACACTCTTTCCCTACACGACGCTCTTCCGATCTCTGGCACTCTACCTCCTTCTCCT-3′; and reverse primer, 5′-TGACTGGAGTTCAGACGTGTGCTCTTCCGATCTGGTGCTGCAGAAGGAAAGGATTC-3′; annealing temperature, 55°C). The first polymerase chain reaction (PCR; 1 μl) was used for the secondary barcoding PCR (M0541S, Thermo Fisher Scientific). After column purification and NanoDrop quantification, samples were sequenced using an Illumina Miseq machine. Afterward, data were analyzed using the Outknocker online tool (www.outknocker.org/outknocker2.htm) (*60*).

#### Fluorescent reporter constructs

Generation of a N-terminal dTomato fusion construct of Pericentrin was performed by amplifying Pericentrin from a red fluorescent protein (RFP)–Pericentrin encoding plasmid (a gift from M. Heuze) (*61*) using a Bsr GI restriction site containing forward (5′-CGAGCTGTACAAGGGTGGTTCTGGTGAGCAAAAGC-3′) and an Eco RI restriction site containing reverse (5′-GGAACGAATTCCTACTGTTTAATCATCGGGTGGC-3′) primer pair. N-terminal dTomato fusions constructs of PH-Akt were generated by amplifying PH-Akt from a PH-Akt-GFP encoding plasmid (gift from T. Balla;

Addgene, no. 51465) (*44*) using a Bsr GI restriction site containing forward (5′-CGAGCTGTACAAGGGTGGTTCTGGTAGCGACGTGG-3′) and an Eco RI restriction site containing reverse (5′-GGAACGAATTCCTAGGTGGCGACCGGTGG-3′) primer pair. After Bsr GI and Eco RI digestion, DNA fragments encoding Pericentrin and PH-Akt were cloned into a pLenti6.3/TO/V5-DEST backbone containing dTomato (a gift from E. Snaar-Jagalska; Addgene, plasmid no. 106173) using the Quick Ligation Kit. The correct sequence and orientation of clones were verified by sequencing (Eurofins).

Generation of the pmaxGFP construct was performed by amplifying GFP from pcDNA5/FRT/TO-GFP (a gift from H. Kampinga; Addgene, plasmid no. 19444) using an Eco RI restriction site containing forward (5′-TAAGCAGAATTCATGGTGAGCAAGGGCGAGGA-3′) and a Bam HI restriction site containing reverse (5′-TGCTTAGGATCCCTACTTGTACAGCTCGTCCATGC-3′) primer pair. Generation of pmax-GFP-Dyrk3-K218M constructs was performed by amplifying GFP-Dyrk3-K218M from pcDNA5-Dyrk3-K218M-GFP (a gift from L. Pelkmans and D. Dormann) using an Eco RI restriction site containing forward (5′-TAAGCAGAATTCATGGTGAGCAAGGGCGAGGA-3′) and a Bam HI restriction site containing reverse (5′-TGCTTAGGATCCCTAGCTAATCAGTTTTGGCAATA-3′) primer pair. After Eco RI and Bam HI digestion, DNA fragments were subcloned into a pmaxCloning (Lonza, catalog no. VDC-1040) using the Quick Ligation Kit. The correct sequence and orientation of clones were verified by sequencing (Eurofins).

The fluorescent plasmid DNA reporter constructs coding for EB3-mCherry and EMTB-mCherry were a gift from M. Sixt (Institute of Science and Technology, Vienna, Austria). M. Götz (Institute for Physiological Genomics, Munich, Germany) provided Akna constructs. CEP120 constructs were a gift from T. Tang (Addgene, no. 50382) (*62*).

#### Transgene delivery of fluorescent reporter constructs

For stable expression, lentiviral transduction of Hoxb8 cells was performed. Lentivirus was produced by cotransfecting LX-293 cells with the respective fusion construct encoding plasmid in combination with pMD2.G (a gift from D. Trono; Addgene, plasmid no. 12259) and psPAX2 (a gift from D. Trono; Addgene, plasmid no. 12260). The supernatant of virus-producing cells was harvested 48 hours after transfection and either used directly for lentiviral transduction or stored at −80°C. After lentiviral infection in the presence of polybrene (3 μg/ml), Hoxb8 cells were selected for stable virus insertion using blasticidin (10 μg/ml) for at least 1 week. Following cell expansion, Hoxb8 cells expressing fluorescent reporter constructs were sorted using FACS on a FACSAriaFusion (BD Biosciences) equipped with four lasers (405, 488, 561, and 640 nm).

For transient expression of fluorescent reporter constructs, Jurkat T cells and 3T3 fibroblasts were electroporated with plasmids encoding the respective constructs 16 or 48 hours before the experiment, respectively, using the Neon Transfection system (Invitrogen) with three pulses at 1600 V for 10 ms each.

Dyrk3 localization was analyzed by co-electroporating Jurkat T cells with pcDNA5-Dyrk3-WT-GFP (*22*) (a gift from L. Pelkmans and D. Dormann) and mCherry-Centrin2-N-10 (a gift from M. Davidson; Addgene, plasmid no. 55018). The next day, cells were injected in an under-agarose migration assay as described below, and mCherry^+^ GFP^+^ cells were imaged.

For validation of Dyrk3 inhibition–mediated effects on migration, Jurkat T cells were transfected either with pcDNA5/FRT/TO-GFP (*63*) (a gift from H. Kampinga; Addgene, plasmid no. 19444) as control or pcDNA5-Dyrk3-K218M-GFP (*22*) (a gift from L. Pelkmans and D. Dormann) encoding for a dominant-negative point-mutant Dyrk3, respectively. The next day, cells were prepared for FACS on a FACSAriaFusion (BD Biosciences) equipped with four lasers (405, 488, 561, and 640 nm). Live GFP^+^ cells were directly sorted into R10 medium buffered with 25 mM Hepes. After 1 hour of recovery in the incubator, cells were used for downstream migration assays as described below.

For validation of Dyrk3 inhibition–mediated effects on mesenchymal migration, 3T3 fibroblasts were electroporated either with pmax-GFP as control or pmax-Dyrk3-K218M-GFP, respectively. Afterward, cells were directly used for downstream migration assays as described below.

### Micro-fabricated devices

Micro-fabricated devices were prepared as described previously (*64*). Briefly, microstructures were replicated from custom-made wafers produced by photolithography or epoxy replicates as templates, with defined width, height, length, and pore sizes. The height of the microstructures ranged between 4 and 5 μm to allow cell confinement from top and bottom. Wide straight channels had a width of 50 μm. Narrow straight channels, channels with constrictions, three-way pathfinding channels, and six-way pathfinding channels had a width of 8 μm, thereby confining cells from all sides. Distance between two six-way crossings was 90 μm. The pore size of micro-channels with constrictions was 2, 3, or 4 μm as indicated. 3D micropillars for Jurkat T cells had a height of 5 μm, with pillars of 20-μm diameter and distance in wide mazes and with pillars of 7-μm diameter and 4-μm distance in narrow mazes. 3D micropillars for 3T3 fibroblasts had a height of 7.6 μm with pillars of 7-μm diameter and 6- or 10-μm distance between pillars.

Polydimethylsiloxane (PDMS; 10:1 mixture of Sylgard 184, Biesterfeld) was added onto the template structures to generate replica of the microstructures. Air bubbles were removed with a desiccator. After solidification at 80°C overnight, PDMS was carefully removed from the templates and cut into pieces according to the respective design size. Holes for cell and chemokine loading were punched. Using a plasma cleaner, the PDMS device was bonded to clean glass coverslips. PDMS devices were then placed at 120°C for 10 min, followed by overnight incubation at 80°C to permanently bond them to the glass surface.

### Live-cell migration assays

For live-cell imaging, cell nuclei were visualized by preincubating cells for at least 30 min with NucBlue (Invitrogen) according to the manufacturer’s instructions, followed by washing. For pharmacological inhibition experiments, final concentrations of 1 to 10 μM GSK-616626 (Tocris; dissolved in DMSO), 10 to 100 μM harmine (Sigma-Aldrich; dissolved in DMSO), 50 nM Latrunculin A (Sigma-Aldrich; dissolved in DMSO), 50 μM CK666 (Sigma-Aldrich; dissolved in DMSO), 15 μM Smifh2 (Bio-Techne; dissolved in DMSO), and 25 μM para-nitro-blebbistatin (Motorpharma; dissolved in DMSO) were used as indicated. Control samples were treated with DMSO in the corresponding dilution.

#### Micro-channel migration assays

Before the experiment, PDMS devices were flushed with phenol-free R10 medium supplemented with 50 μM l-ascorbic acid (MilliporeSigma) and inhibitors if needed according to the experimental setup. After incubation at 37°C and 5% CO_2_ in a cell culture incubator for at least 1 hour, devices were used for downstream experiments. Then, CCL19 (0.625 μg/ml; DCs) or CXCL12 (1.25 μg/ml; T cells) was loaded into the chemokine loading hole to establish a chemokine gradient, followed by addition of 0.3 × 10^5^ to 0.5 × 10^5^ cells into the second loading hole. For 3T3 fibroblast micropillar assays, 3 × 10^5^ cells were loaded into one loading hole 24 hours before imaging for Dyrk3 inhibition experiments and 6 hours for Dyrk3-K218M experiments. 3T3 fibroblasts migrated undirectedly in the absence of a chemotactic gradient at 37°C and 5% CO_2_ for 24 hours.

#### Under-agarose migration assays

Under-agarose migration assays without bead obstacles were prepared as described previously (*65*). Briefly, 1% agarose was prepared by mixing 4% UltraPure agarose (Invitrogen) in sterile water with 55°C prewarmed phenol-free RPMI 1640 (Gibco) supplemented with 20% FCS and 1× Hanks’ balanced salt solution (pH 7.3) in a 1:3 ratio. For experiments including inhibitors, the 1% agarose mixture was let cool down to 37°C before adding the inhibitor to the respective final concentration. The agarose was poured into imaging-suitable eight-well slides (ibidi), polymerized for 1 hour at room temperature, and then transferred to the incubator for 1 hour for equilibration. For under-agarose migration assays including bead obstacles, eight-well slides were pre-coated with Polybeads (6-μm diameter; 07312-5, Polysciences). The Polybeads were washed and resuspended in phenol-free R10 medium. After activating the well glass surface with oxygen plasma, beads were added for coating. Then, the agarose mixture was added after additional 30 min to ensure stable bead attachment. For both, under agarose with and without bead obstacles, 2-mm-wide holes were generated using tissue biopsy punchers after agarose solidification and equilibration. Then, CCL19 (2.5 μg/ml; DCs) or CXCL12 (5 μg/ml; T cells) in phenol-free R10 was loaded as chemotactic stimulus. Cells (0.2 × 10^5^) were injected between the glass surface and agarose layer in a distance of 2 to 3 mm to the chemokine loading hole. For live-imaging, assays were placed in the incubator for 1 hour to allow induction of directional migration toward the chemokine source before imaging.

#### Collagen migration assays

Collagen migration assays were performed as described previously (*64*, *66*). Briefly, for DC collagen migration assays, PureCol bovine collagen (Advanced BioMatrix) in 1× minimum essential medium (Sigma-Aldrich) and 0.4% sodium bicarbonate (Sigma-Aldrich) was mixed with 3 × 10^5^ cells in R10 at a 2:1 ratio, resulting in gels with a collagen concentration of 1.7 mg/ml, forming pore sizes ranging from 1- to 5-μm diameter (*24*). Collagen-cell mixtures were cast in custom-made migration chambers with a diameter of 18 mm and a height of ~1 mm. After polymerization of collagen fibers at 37°C and 5% CO_2_ in a cell culture incubator for 75 min, 80 μl of CCL19 (0.625 μg/ml; 440-M3-025, Bio-Techne) was added to the top of the chamber. For Jurkat T cell collagen migration assays, PureCol stock solution was diluted with PBS, resulting in a final collagen concentration of 1.3 mg/ml mixed with 2 × 10^5^ cells in R10 at a 2:1 ratio. After polymerization at 37°C and 5% CO_2_, in a cell culture incubator for 75 min, 80 μl of CXCL12 (1.25 μg/ml; 350-NS-050, Bio-Techne) was added to the top of the chamber. For inhibition experiments, inhibitors were added to the collagen-cell mixture as well as to the chemokine solution at the indicated concentrations.

### Whole-mount ear skin immunohistology

Preparation of ear sheet staining was carried out as described recently (*11*). Briefly, the ears of 5- to 8-week-old C57BL/6J mice were cut off and separated into dorsal and ventral sheets using forceps. Ventral ear sheets were further placed in a 24-well plate upside down on complete medium [RPMI 1640 supplemented with 10% FCS, 2 mM l-glutamine, penicillin (100 U/ml), streptomycin (100 μg/ml), and 50 μM ß-mercaptoethanol; all Gibco] and incubated for 24 hours. Afterward, samples were fixed with 4% paraformaldehyde (PFA) and immersed in 0.2% Triton X-100 for 30 min for antibody staining. Dermal DCs were visualized using a biotinylated antibody against MHCII (M5/114.15.2), which binds streptavidin. Vessels were stained with LYVE1 [rat anti-mouse Lyve-1 (ALY7)] and anti-rat antibody coupled to Alexa Fluor 488 overnight at room temperature. Primary antibodies were diluted in 1% BSA in a ratio of 1:400 for MHCII-biotin and 1:200 for LYVE1 and applied after 1 hour of incubation with 1% BSA. Because both primary antibodies were of rat origin, the MHCII antibody was initially blocked with streptavidin-Cy3 (diluted in 1% BSA, 1:400) for 1 hour, before the secondary antibody [donkey anti-rat Cy3 AffiniPure immunoglobulin G (H+L); diluted in 1% BSA, 1:400] was added. Ears were conserved in a nonhardening mounting medium without 4′,6-diamidino-2-phenylindole (DAPI; Invitrogen) and stored at 4°C in the dark.

### Immunofluorescence stainings

For immunofluorescence stainings, under-agarose migration assays were prepared as described above. Following cell migration for 2 hours, 3.7% PFA (diluted in PBS) prewarmed to 37°C was added on top of the agarose and incubated for 1 hour at 37°C and 5% CO_2_. After fixation, the agarose block was carefully removed, and cells were washed with PBS. Following permeabilization with 1× SAPO buffer (0.2% BSA and 0.05% saponin diluted in PBS) for 30 min, blocking was performed with 5% BSA (diluted in 1× SAPO). Primary antibodies were incubated overnight at 4°C [rat anti–α-tubulin, 2 μg/ml (MA1-80017, Invitrogen); rabbit anti-ninein, 0.25 μg/ml (PA5-82224, Invitrogen); mouse anti–γ-tubulin, 4.25 μg/ml (T6557, Sigma-Aldrich); mouse anti-Akna, 1:25, in house-production, gift from M. Götz (Institute for Physiological Genomics, Munich, Germany); rabbit anti-Ccdc88b, 0.8 μg/ml (HPA026652, Atlas Antibodies); and rabbit anti-Akna, 1 μg/ml (HPA052367, Atlas Antibodies); all diluted in 1× SAPO]. The next day, samples were washed with PBS and stained with secondary antibodies [goat anti-rat Alexa Fluor Plus 647, 4 μg/ml (A48265, Invitrogen); donkey anti-rabbit Alexa Fluor Plus 647, 4 μg/ml (A32795, Invitrogen); goat anti-mouse Alexa Fluor 555, 2 μg/ml (ab150114, Abcam); and phalloidin Alexa Fluor Plus 647, 165 nM (A30107, Invitrogen); all diluted in 1× SAPO] and DAPI (1:1000; Thermo Fisher Scientific) at room temperature for 1 hour. After washing with PBS, cells were mounted using Fluoromount-G (Invitrogen).

For super-resolution imaging of microtubules, under-agarose migration assays were performed as described above. After cell migration for 2 to 4 hours, 3.7% PFA and 0.5% glutaraldehyde diluted in microtubule-stabilizing buffer [MTSB; 80 mM K-Pipes (pH 6.8), 1 mM MgCl_2_, and 5 mM EGTA in ddH_2_O, pH adjusted to 6.8 with KOH] prewarmed to 37°C was added on top and incubated for 30 min at 37°C and 5% CO_2_. After careful removal of the agarose block, quenching solution (0.1% NaBH_4_ diluted in PBS) was added to reduce glutaraldehyde-induced background fluorescence and incubated for 8 min at room temperature. Following permeabilization, blocking, and anti–α-tubulin primary antibody incubation as described above, samples were washed with PBS and stained with the secondary antibody (goat anti-rat Alexa Fluor Plus 594, 4 μg/ml; A11007, Invitrogen; diluted in 1× SAPO) at room temperature for 1 hour. Subsequent washing and mounting were performed as described above.

For immunofluorescence staining of DCs within 3D micropillars, micro-channel migration assays were performed as described above. After migration for 4 to 6 hours, 3.7% PFA and 0.5% glutaraldehyde diluted in MTSB [80 mM K-Pipes (pH 6.8), 1 mM MgCl_2_, and 5 mM EGTA in ddH_2_O, pH adjusted to 6.8 with KOH] prewarmed to 37°C were first added to one loading hole and incubated for 30 min at 37°C and 5% CO_2_. After 30 min, fixation solution was added to the second loading hole and incubated for additional 30 min at 37°C and 5% CO_2_. Afterward, quenching was performed by adding quenching solution (0.1% NaBH_4_ diluted in PBS) to the first loading hole, and, following incubation for 10 min at room temperature, quenching solution was added to the second loading hole for another 10 min at room temperature. Permeabilization and blocking were performed by adding blocking solution (5% BSA diluted in 1× SAPO) to one loading hole for 30 min and to the second loading hole for additional 30 min at room temperature. Afterward, the primary antibody was incubated overnight at 4°C (rat anti–α-tubulin, 2 μg/ml; MA1-80017, Invitrogen; diluted in 1× SAPO). The next day, samples were washed with PBS and stained with the secondary antibody (goat anti-rat Alexa Fluor Plus 647, 4 μg/ml; A48265, Invitrogen; diluted in 1× SAPO) and DAPI (1:1000; Thermo Fisher Scientific) added to one loading hole for 30 min and to the second loading hole for another 30 min at room temperature. Afterward, washing and mounting were performed as described above.

### Transcriptomics of migrating DCs

Bone marrow–derived DCs were incorporated into 3D collagen gels as described above. Collagen gels of different densities were obtained by using different bovine collagen stock dilutions to final concentrations of 1.7, 2.6, 3.5, and 4.4 mg/ml. Controls were performed by placing DCs into the same migration chambers but without collagen. Five hours after introduction of the CCL19 chemokine gradient, the gel was isolated from the chamber and immediately bathed in TRIzol. Subsequently, RNA extraction was performed following the “Total RNA extraction” protocol of the “Immunological Genome Project” (ImmGen.org). The amount of total RNA was quantified using the Qubit 2.0 Fluorometric Quantitation system (Thermo Fisher Scientific, Waltham, MA, USA), and the RNA integrity number was determined using the Experion Automated Electrophoresis System (Bio-Rad, Hercules, CA, USA). RNA-sequencing (RNA-seq) libraries were prepared with the TruSeq Stranded mRNA LT sample preparation kit (Illumina, San Diego, CA, USA) using Sciclone and Zephyr liquid handling workstations (PerkinElmer, Waltham, MA, USA) for pre- and post-PCR steps, respectively. Library concentrations were quantified with the Qubit 2.0 Fluorometric Quantitation system (Life Technologies, Carlsbad, CA, USA), and the size distribution was assessed using the Experion Automated Electrophoresis System (Bio-Rad, Hercules, CA, USA). Before sequencing on an Illumina HiSeq 2000 instrument following a 50–base pair single-end protocol, samples were diluted and pooled into NGS libraries in equimolar amounts. For analysis, sequencing reads were aligned to the mouse reference genome (version GRCm38.95) with STAR (version 2.7.0f). Expression values (TPM) were calculated with RSEM (version 1.3.0). Post-processing was performed in R/bioconductor (version 3.5.3) using default parameters if not indicated otherwise. Differential gene expression analysis was performed with “DEseq2” (version 1.22.2). An adjusted *P* value [false discovery rate (FDR)] of less than 0.1 was used to classify significantly changed expression.

### Phosphoproteomics of migrating DCs

Collagen migration assays were performed as described above. To achieve sufficient cell numbers allowing phosphoproteomic analysis, the experimental setup was adjusted to 1 × 10^7^ bone marrow–derived DCs per custom-made chamber (65 cm^2^). Collagen gels of different densities were obtained by using different bovine collagen stock solutions (PureCol and FibriCol, Advanced BioMatrix) to final concentrations of 1.7 and 5.6 mg/ml, respectively. Cells were incubated at 37°C and 5% CO_2_ for 90 min to enable the establishment of a CCL19 gradient and the initiation of cell migration. Afterward, the gel was isolated from the chamber, placed into a 15-ml Falcon tube, and immediately snap frozen in liquid nitrogen. After 15 min, the samples were transferred to −80°C. For phosphopeptide enrichment, the EasyPhos protocol (*67*) was adapted to our experimental settings. In short, cell and collagen were lysed in 4% sodium deoxycholate (SDC) lysis buffer and immediately heat-treated at 95°C. After sonification, samples were reduced with 10 mM tris[2-carboxy(ethyl)phosphine], alkylated with 40 mM 2-chloroacetamide, and digested for 18 hours with trypsin and lysC (1:100, w:w). Following phosphopeptide enrichment and depletion of the non-phosphorylated collagen, the digested peptides were desalted using styrene-divinylbenzene, reversed-phase sulfonate (SDB-RPS) StageTips. Desalted peptides (500 ng) were resolubilized in 6 μl of 2% acetonitrile (ACN) and 0.3% trifluoroacetic acid, injected into an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific) coupled with an EASY-nLC 1000 system (Thermo Fisher Scientific), and analyzed in data-independent acquisition (DIA) mode. Peptides were separated at a flow rate of 300 nl/min with a 70-min gradient starting at 3% buffer B (80% ACN and 0.1% formic acid) and ramping to 19% in 40 min, 41% in 20 min, 90% in 5 min, and 95% in 5 min. The DIA MS data were acquired with the following parameters: scan range, 300 to 1650 mass/charge ratio (*m*/*z*), MS resolution, 60,000 at 200 *m*/*z*; and AGC target, 3 × 10^6^. The DIA MS/MS scan was performed in the HCD mode with the following parameters: 32 isolation windows with a resolution of 30,000; maximum injection time, 54 ms; stepped collision energy, 25, 27.5, and 30%; and AGC target, 3 × 10^6^. For DIA data analysis, MS raw files were processed using Spectronaut version 14 (Biognosys) using standard settings (*68*). The mouse UniProt FASTA database (April 2021) was used. The FDR was set to 1% at the protein and peptide precursor level. Further statistical analysis was performed with Perseus (1.6.1.1) and R (4.1.0).

### Imaging

#### Wide-field microscopy

Live-cell imaging was performed at 37°C, and supplementation with 5% CO_2_ in a humidified chamber if needed. Cell migration was recorded using conventional inverted wide-field DMi8 microscopes (Leica) using HC PL FLUOTAR 4×/0.5 PH0 air, HC PL FLUOTAR L 20×/0.40 PH1 air, HC PL APO 40×/0.9 PH3 air, and HC PL APO 100×/1.40 oil objectives, equipped with a Lumencor or pE-4000 light source (395, 475, 555, and 635 nm) and an incubation chamber, heated stage, and CO_2_ mixer (Pecon). For evaluation of microtubule nucleation dynamics, EB3-mCherry–expressing DCs were imaged at 5-s intervals. Acquisition of immunofluorescence samples was performed on an inverted wide-field DMi8 microscope (Leica) equipped with an HC PL APO 100×/1.47 oil objective.

#### Whole-mount ear skin imaging

Confocal microscopy of ear sheets was performed on a motorized stage at room temperature with an inverted microscope, equipped with an Airyscan module, a Plan-Apochromat 20×/0.8 objective, 488- and 561-nm laser lines, and a photomultiplier tube (PMT; all Zeiss). For all experiments, imaging software ZEN Black 2.3 SP1 was deployed.

#### Fluorescence recovery after photobleaching

For FRAP experiments, Jurkat T cells were electroporated with the indicated fluorescent reporter construct and loaded into an under-agarose migration assay without chemotactic stimulus as described above. FRAP experiments were performed at the Core Facility Bioimaging of the Biomedical Center with an inverted Leica TCS SP8X STED 3× equipped with two PMTs and three hybrid detectors (HyDs), Argon laser, WLL2 laser (470 to 670 nm), acousto-optical beam splitter, and 592- and 660-nm continuous-wave and 775-nm pulsed depletion lasers. Cells were recorded at 37°C and 5% CO_2_. Images were acquired in unidirectional scanning mode with an HC PL APO CS2 40×/1.30 oil objective, with an image pixel size of 142.6 nm and a pixel dwell time of 4.8 μs. The following fluorescence settings were used: GFP [excitation, 488 nm (Argon laser); and emission, 500 to 570 nm] or RFP (excitation, 514 nm; and emission, 536 to 661 nm), both being recorded with conventional PMTs. Five pre-bleach frames at a frame rate of 1 s were recorded, followed by bleaching at full laser power in zoom-in mode for two times. Initial signal recovery was recorded for 10 frames at a frame rate of 1 s, followed by extended post-bleach recording in 5-s time intervals for at least 2 min.

#### Stimulated emission depletion

STED microscopy was performed at the Core Facility Bioimaging of the Biomedical Center with an inverted Leica TCS SP8X STED 3× equipped with two PMTs and three HyDs, Argon laser, WLL2 laser (470 to 670 nm), acousto-optical beam splitter, and 592- and 660-nm continuous-wave and 775-nm pulsed depletion lasers. Images were acquired in unidirectional scanning mode with an HC PL APO CS2 100×/1.40 oil STED white objective, with an image pixel size of 25 nm and an accumulated pixel dwell time of 29.3 μs. For conventional confocal imaging, the following fluorescence settings were used: GFP (WLL2 pulsed excitation, 489 nm; and emission, 500 to 570 nm; PMT). For STED microscopy, the following settings were used: Alexa Fluor 594 (WLL2 pulsed excitation, 590 nm; and emission, 600 to 670 nm; depletion in 2D mode with a 775-nm pulsed laser). The signal was recorded with a hybrid detector in photon counting mode with time gating set to 0.5 to 6 ns and the corresponding reference wavelength of 590 nm. The recording was sequentially to avoid bleed-through.

### Image analysis

Fiji/ImageJ (*69*) and Imaris (Bitplane) were used for image processing. In general, only single, noninteracting cells were included for analysis to avoid effects of neighboring cells on cell path, cell speed, and centriolar dynamics.

Velocity of migrating DCs and Jurkat T cells along unidirectional paths (narrow straight and wide straight micro-channels) was analyzed using the tracking function of Imaris v9.7.2. For DC migration, cell nuclei were tracked with the following settings: object diameter, 12 μm; manually adjusted quality threshold; autoregressive motion tracking algorithm (maximum distance, 25 μm; gap size, 3); and minimum track duration, 15 min. For Jurkat T cell migration the following settings were applied: object diameter, 15 μm; manually adjusted quality threshold; autoregressive motion tracking algorithm (maximum distance, 15 μm; gap size, 3); and minimum track duration, 15 min. Pore translocation time and junction passing time, as well as centriolar distances, were manually quantified in Fiji.

Centrosome splitting (fracturing) was classified as a distance above 1.5 μm between the two individual centrioles in a centriolar pair. For more detailed characterization of centrosome fracturing in DCs, the distance was further categorized as close (0 to 1.49 μm), near (1.5 to 3.49 μm), short-distance separated (3.5 to 4.99 μm), and long-distance separated (above 5 μm). For 3T3 fibroblasts, centriolar distance was categorized as close (0 to 1.49 μm), near (1.5 to 2.99 μm), and far (above 3 μm). For characterization of fractured centrosomes by immunostainings, recorded cells were analyzed by categorizing fluorescence signal patterns as indicated. Dyrk3 localization was evaluated by measuring fluorescence intensity profiles along a 5-μm-long line determined by the centriolar axis using the Plot profile function in Fiji. Then, fluorescence values were normalized to the mean intensity value of the first and last four measured values, respectively. The competing protrusion length was measured using ImageJ by determining the maximal length for each protrusion during a productive path decision. The longest of those protrusions was defined as the main competing protrusion.

Characterization of intact centrosomes was performed by measuring mean fluorescence intensities of two circular regions of interest (radius, 0.35 μm) each centered to one centriole in summed *Z*-projections. Next, the ratio between both measured values was calculated choosing the higher value as divisor.

For analysis of microtubule nucleation rate and speed, cells that were well separated from other cells were randomly selected and cut out from raw movies. The EB3 comets within these cells were then tracked in Fiji using TrackMate v7.9.2 (*70*) (https://doi.org/10.1038/s41592-022-01507-1) with the following settings: LoG detector (object diameter, 0.65 μm), manually adjusted quality threshold, and minimum intensity filters (Kalman tracker: search radii, 7 and 10 μm; no frame gap). The resulting tracks were exported, and the presented statistics were derived with a custom MATLAB Script.

The fluorescence signal associated with the PCM was segmented using Ilastik’s pixel classifier workflow. In Fiji, movies related to a single experimental condition were combined, and the *y*-branching area of each channel was aligned using the “3D drift correct” plugin. Subsequently, the PCM was filtered on the basis of size, and shape analysis was conducted using the particle analyzer. The PCM was then skeletonized. Shape parameters, along with skeleton length, were extracted for further analysis.

DC migration in collagen matrices was analyzed using a custom-made cell tracking tool for ImageJ (*16*). In brief, cell migration image sequences were background corrected by subtracting the average of the entire sequence. Particle filtering was used to discard objects smaller or larger than the cells. Then, for each image in the sequence, the lateral displacement that optimizes its overlap with the previous frame was determined. Last, the migration velocity toward the chemokine source was calculated from the *y*-displacement and the time between two consecutive frames. To analyze Jurkat T cell migration, cells were manually tracked in Fiji/ImageJ using the manual tracking plugin. Migration speed, accumulated distance, and directionality were calculated using the ibidi chemotaxis and migration tool (*71*). The first 30 min of the recordings were excluded from analysis due to initial image drift. Cell shape analysis of DCs and Jurkat T cells was performed by manually outlining randomly selected cells after 200 min of recording to ensure a well-established chemokine gradient across the entire field of view. Afterward, cell shape descriptors were exported from ImageJ.

Distance analysis of lymph vessels in split ear sheets was performed using ImageJ. Maximum intensity *Z*-stack projections of confocal images from ear sheets were used to create binary images using Fiji. In binary images, lymphatic vessels were marked, and the distance from the vessel to every pixel, showing Cy3 fluorescence intensity above a specific threshold, was measured. For distance measurement, an in-house–generated MATLAB Script was used as described previously (*12*).

FRAP analysis was performed using ImageJ. The recovery rate was calculated by first subtracting background detector noise and then normalizing the mean fluorescence intensity of the bleached region to a non-bleached reference region inside the cell.

PH-Akt signal gradient was analyzed in DCs migrating under agarose toward a chemokine gradient consistently for at least 30 min. Cells were imaged every 5 min, and results were averaged over 6 to 20 time points for each cell. Fluorescence intensities of all pixels were extracted with a custom-made ImageJ script from images of cells segmented on the basis of threshold and manual input. Cells with centrioles 1.5 μm apart for at least two time points or more were considered to have a fractured centrosome. Using a custom-made R script (RStudio version 2022.12.0.353, R version 4.22, and the package tidyverse version 2.0.0) (*72*, *73*), the PH-Akt-dTomato to CETN2-GFP ratio was calculated from back to front of the cell: To normalize cells with different PH-Akt-dTomato and CETN2-GFP intensities, the respective fluorescence intensity was normalized to the intensity averaged over all time points of one cell, excluding a 1.5-μm area around each centriole for the entire analysis. Pixels were grouped in 50 (from 0 “back” to 1 “front”; see fig. S15D) or 2 (“back” and “front”; see fig. S15E) equally long segments, based on the distance to the rear of the cell in the direction of migration, normalized to the respective cell length. The ratio of the normalized PH-Akt to CETN2 signal was averaged for each of those segments, first in each time point and then over all time points for each cell.

### Statistics

All data that show individual cellular data points derive from cells from at least three independent biological replicates. All replicates were validated independently and pooled only when all showed similar results. Statistical analysis was conducted using GraphPad Prism using the appropriate tests according to normal or nonnormal data distribution: paired *t* test (Fig. 4, B and E), unpaired *t* test (Figs. 1, H and I; 2H; 3, D and G; 5, G to J; and 6, A to D; and figs. S2H; S4, B to E; S7D; S8, C and E; S9E; S10, B and D; S15B; and S17C), Fisher’s exact test (Fig. 6J and fig. S16C), Mann-Whitney (Figs. 1J; 2, D to F; 3, E, H, and J; 4, C and F; 5, B, C, and E; and 6, F to H and K; and figs. S14, A to C, and S15E), Kruskal-Wallis with Dunn’s multiple comparisons test (Fig. 1, E and F), two-way analysis of variance (ANOVA; fig. S3E), and linear regression fit (Fig. 6I). Error bars represent mean (fig. S2, E to G), means ± SD (Figs. 3J; 4, E and F; and 5, E and G to J; and figs. S8C, S10B, S15B, and S17C), means ± SEM (Figs. 1, H to J; 2, A, B, and H; 3, D, E, G, and H; 4, B and C; and 6, A to D; and figs. S2H, S8E, and S9E), means ± 95% confidence interval (CI; Figs. 2J and 4, B and D; and figs. S3E; S4, B to E; S5, B and C; S10D; and S15, D and E), and median ± 95% CI (Figs. 1, E and F; 2, D to F; 5, B and C; and 6, F to H and K; and figs. S2D; S7D; S9C; and S14, A to C).

## References

[1] V. Vogel, M. Sheetz, Local force and geometry sensing regulate cell functions. Nat. Rev. Mol. Cell Biol. 7, 265–275 (2006).16607289 10.1038/nrm1890

[2] M. Raab, M. Gentili, H. de Belly, H. R. Thiam, P. Vargas, A. J. Jimenez, F. Lautenschlaeger, R. Voituriez, A. M. Lennon-Duménil, N. Manel, M. Piel, ESCRT III repairs nuclear envelope ruptures during cell migration to limit DNA damage and cell death. Science 352, 359–362 (2016).27013426 10.1126/science.aad7611

[3] C. M. Denais, R. M. Gilbert, P. Isermann, A. L. McGregor, M. te Lindert, B. Weigelin, P. M. Davidson, P. Friedl, K. Wolf, J. Lammerding, Nuclear envelope rupture and repair during cancer cell migration. Science 352, 353–358 (2016).27013428 10.1126/science.aad7297PMC4833568

[4] A. Akhmanova, L. C. Kapitein, Mechanisms of microtubule organization in differentiated animal cells. Nat. Rev. Mol. Cell Biol. 23, 541–558 (2022).35383336 10.1038/s41580-022-00473-y

[5] P. Robison, M. A. Caporizzo, H. Ahmadzadeh, A. I. Bogush, C. Y. Chen, K. B. Margulies, V. B. Shenoy, B. L. Prosser, Detyrosinated microtubules buckle and bear load in contracting cardiomyocytes. Science 352, aaf0659 (2016).27102488 10.1126/science.aaf0659PMC5441927

[6] L. Schaedel, K. John, J. Gaillard, M. V. Nachury, L. Blanchoin, M. Théry, Microtubules self-repair in response to mechanical stress. Nat. Mater. 14, 1156–1163 (2015).26343914 10.1038/nmat4396PMC4620915

[7] M. Bornens, The centrosome in cells and organisms. Science 335, 422–426 (2012).22282802 10.1126/science.1209037

[8] M. Panic, S. Hata, A. Neuner, E. Schiebel, The centrosomal linker and microtubules provide dual levels of spatial coordination of centrosomes. PLOS Genet. 11, e1005243 (2015).26001056 10.1371/journal.pgen.1005243PMC4441491

[9] K. M. Yamada, M. Sixt, Mechanisms of 3D cell migration. Nat. Rev. Mol. Cell Biol. 20, 738–752 (2019).31582855 10.1038/s41580-019-0172-9

[10] T. Worbs, S. I. Hammerschmidt, R. Förster, Dendritic cell migration in health and disease. Nat. Rev. Immunol. 17, 30–48 (2017).27890914 10.1038/nri.2016.116

[11] A.-K. Weier, M. Homrich, S. Ebbinghaus, P. Juda, E. Miková, R. Hauschild, L. Zhang, T. Quast, E. Mass, A. Schlitzer, W. Kolanus, S. Burgdorf, O. J. Gruß, M. Hons, S. Wieser, E. Kiermaier, Multiple centrosomes enhance migration and immune cell effector functions of mature dendritic cells. J. Cell Biol. 221, e202107134 (2022).36214847 10.1083/jcb.202107134PMC9555069

[12] A. Kopf, J. Renkawitz, R. Hauschild, I. Girkontaite, K. Tedford, J. Merrin, O. Thorn-Seshold, D. Trauner, H. Häcker, K.-D. Fischer, E. Kiermaier, M. Sixt, Microtubules control cellular shape and coherence in amoeboid migrating cells. J. Cell Biol. 219, e201907154 (2020).32379884 10.1083/jcb.201907154PMC7265309

[13] H. Higginbotham, S. Bielas, T. Tanaka, J. G. Gleeson, Transgenic mouse line with green-fluorescent protein-labeled Centrin 2 allows visualization of the centrosome in living cells. Transgenic Res. 13, 155–164 (2004).15198203 10.1023/b:trag.0000026071.41735.8e

[14] H. Dang, E. Schiebel, Emerging roles of centrosome cohesion. Open Biol. 12, 220229 (2022).36285440 10.1098/rsob.220229PMC9597181

[15] M. Schliwa, K. B. Pryzwansky, U. Euteneuer, Centrosome splitting in neutrophils: An unusual phenomenon related to cell activation and motility. Cell 31, 705–717 (1982).7159931 10.1016/0092-8674(82)90325-7

[16] A. Leithner, A. Eichner, J. Müller, A. Reversat, M. Brown, J. Schwarz, J. Merrin, D. J. J. de Gorter, F. Schur, J. Bayerl, I. de Vries, S. Wieser, R. Hauschild, F. P. L. Lai, M. Moser, D. Kerjaschki, K. Rottner, J. V. Small, T. E. B. Stradal, M. Sixt, Diversified actin protrusions promote environmental exploration but are dispensable for locomotion of leukocytes. Nat. Cell Biol. 18, 1253–1259 (2016).27775702 10.1038/ncb3426

[17] L. K. Fritz-Laylin, M. Riel-Mehan, B.-C. Chen, S. J. Lord, T. D. Goddard, T. E. Ferrin, S. M. Nicholson-Dykstra, H. Higgs, G. T. Johnson, E. Betzig, R. D. Mullins, Actin-based protrusions of migrating neutrophils are intrinsically lamellar and facilitate direction changes. eLife 6, e26990 (2017).28948912 10.7554/eLife.26990PMC5614560

[18] J. Kroll, R. Hauschild, A. Kuznetcov, K. Stefanowski, M. D. Hermann, J. Merrin, L. Shafeek, A. Müller-Taubenberger, J. Renkawitz, Adaptive pathfinding by nucleokinesis during amoeboid migration. EMBO J. 42, e114557 (2023).37987147 10.15252/embj.2023114557PMC10711653

[19] J. B. Woodruff, B. F. Gomes, P. O. Widlund, J. Mahamid, A. Honigmann, A. A. Hyman, The centrosome is a selective condensate that nucleates microtubules by concentrating tubulin. Cell 169, 1066–1077.e10 (2017).28575670 10.1016/j.cell.2017.05.028

[20] J. W. Raff, Phase separation and the centrosome: A fait accompli? Trends Cell Biol. 29, 612–622 (2019).31076235 10.1016/j.tcb.2019.04.001

[21] Y. Shin, C. P. Brangwynne, Liquid phase condensation in cell physiology and disease. Science 357, eaaf4382 (2017).28935776 10.1126/science.aaf4382

[22] F. Wippich, B. Bodenmiller, M. G. Trajkovska, S. Wanka, R. Aebersold, L. Pelkmans, Dual specificity kinase DYRK3 couples stress granule condensation/dissolution to mTORC1 signaling. Cell 152, 791–805 (2013).23415227 10.1016/j.cell.2013.01.033

[23] A. K. Rai, J.-X. Chen, M. Selbach, L. Pelkmans, Kinase-controlled phase transition of membraneless organelles in mitosis. Nature 559, 211–216 (2018).29973724 10.1038/s41586-018-0279-8

[24] J. Renkawitz, A. Kopf, J. Stopp, I. de Vries, M. K. Driscoll, J. Merrin, R. Hauschild, E. S. Welf, G. Danuser, R. Fiolka, M. Sixt, Nuclear positioning facilitates amoeboid migration along the path of least resistance. Nature 568, 546–550 (2019).30944468 10.1038/s41586-019-1087-5PMC7217284

[25] P. Kameritsch, J. Renkawitz, Principles of leukocyte migration strategies. Trends Cell Biol. 30, 818–832 (2020).32690238 10.1016/j.tcb.2020.06.007

[26] A. Dammermann, A. Merdes, Assembly of centrosomal proteins and microtubule organization depends on PCM-1. J. Cell Biol. 159, 255–266 (2002).12403812 10.1083/jcb.200204023PMC2173044

[27] E. J. Lawrence, M. Zanic, L. M. Rice, CLASPs at a glance. J. Cell Sci. 133, jcs243097 (2020).32332092 10.1242/jcs.243097PMC7188440

[28] G. C. Ortega, S. Falk, P. A. Johansson, E. Peyre, L. Broix, S. K. Sahu, W. Hirst, T. Schlichthaerle, C. De Juan Romero, K. Draganova, S. Vinopal, K. Chinnappa, A. Gavranovic, T. Karakaya, T. Steininger, J. Merl-Pham, R. Feederle, W. Shao, S.-H. Shi, S. M. Hauck, R. Jungmann, F. Bradke, V. Borrell, A. Geerlof, S. Reber, V. K. Tiwari, W. B. Huttner, M. Wilsch-Bräuninger, L. Nguyen, M. Götz, The centrosome protein AKNA regulates neurogenesis via microtubule organization. Nature 567, 113–117 (2019).30787442 10.1038/s41586-019-0962-4

[29] S. Croessmann, H. Y. Wong, D. J. Zabransky, D. Chu, J. Mendonca, A. Sharma, M. Mohseni, D. M. Rosen, R. B. Scharpf, J. Cidado, R. L. Cochran, H. A. Parsons, W. B. Dalton, B. Erlanger, B. Button, K. Cravero, K. Kyker-Snowman, J. A. Beaver, S. Kachhap, P. J. Hurley, J. Lauring, B. H. Park, NDRG1 links p53 with proliferation-mediated centrosome homeostasis and genome stability. Proc. Natl. Acad. Sci. U.S.A. 112, 11583–11588 (2015).26324937 10.1073/pnas.1503683112PMC4577188

[30] N. H. Cho, K. C. Cheveralls, A.-D. Brunner, K. Kim, A. C. Michaelis, P. Raghavan, H. Kobayashi, L. Savy, J. Y. Li, H. Canaj, J. Y. S. Kim, E. M. Stewart, C. Gnann, F. M. Carthy, J. P. Cabrera, R. M. Brunetti, B. B. Chhun, G. Dingle, M. Y. Hein, B. Huang, S. B. Mehta, J. S. Weissman, R. Gómez-Sjöberg, D. N. Itzhak, L. A. Royer, M. Mann, M. D. Leonetti, OpenCell: Endogenous tagging for the cartography of human cellular organization. Science 375, eabi6983 (2022).35271311 10.1126/science.abi6983PMC9119736

[31] P. J. Thul, L. Åkesson, M. Wiking, D. Mahdessian, A. Geladaki, H. A. Blal, T. Alm, A. Asplund, L. Björk, L. M. Breckels, A. Bäckström, F. Danielsson, L. Fagerberg, J. Fall, L. Gatto, C. Gnann, S. Hober, M. Hjelmare, F. Johansson, S. Lee, C. Lindskog, J. Mulder, C. M. Mulvey, P. Nilsson, P. Oksvold, J. Rockberg, R. Schutten, J. M. Schwenk, Å. Sivertsson, E. Sjöstedt, M. Skogs, C. Stadler, D. P. Sullivan, H. Tegel, C. Winsnes, C. Zhang, M. Zwahlen, A. Mardinoglu, F. Pontén, K. von Feilitzen, K. S. Lilley, M. Uhlén, E. Lundberg, A subcellular map of the human proteome. Science 356, eaal3321 (2017).28495876 10.1126/science.aal3321

[32] H. Cheng, Y.-L. Kao, T. Chen, L. Sharma, W.-T. Yang, Y.-C. Chuang, S.-H. Huang, H.-R. Lin, Y.-S. Huang, C.-L. Kao, L.-W. Yang, R. Bearon, H.-C. Cheng, K.-C. Hsia, Y.-C. Lin, Actin filaments form a size-dependent diffusion barrier around centrosomes. EMBO Rep. 24, e54935 (2023).36314725 10.15252/embr.202254935PMC9827556

[33] A. M. Fry, T. Mayor, P. Meraldi, Y.-D. Stierhof, K. Tanaka, E. A. Nigg, C-Nap1, a novel centrosomal coiled-coil protein and candidate substrate of the cell cycle-regulated protein kinase Nek2. J. Cell Biol. 141, 1563–1574 (1998).9647649 10.1083/jcb.141.7.1563PMC2133000

[34] F. Gaertner, P. Reis-Rodrigues, I. de Vries, M. Hons, J. Aguilera, M. Riedl, A. Leithner, S. Tasciyan, A. Kopf, J. Merrin, V. Zheden, W. A. Kaufmann, R. Hauschild, M. Sixt, WASp triggers mechanosensitive actin patches to facilitate immune cell migration in dense tissues. Dev. Cell 57, 47–62.e9 (2022).34919802 10.1016/j.devcel.2021.11.024PMC8751638

[35] D. Inoue, D. Obino, J. Pineau, F. Farina, J. Gaillard, C. Guerin, L. Blanchoin, A.-M. Lennon-Duménil, M. Théry, Actin filaments regulate microtubule growth at the centrosome. EMBO J. 38, e99630 (2019).30902847 10.15252/embj.201899630PMC6545561

[36] F. Farina, J. Gaillard, C. Guérin, Y. Couté, J. Sillibourne, L. Blanchoin, M. Théry, The centrosome is an actin-organizing centre. Nat. Cell Biol. 18, 65–75 (2016).26655833 10.1038/ncb3285PMC4880044

[37] E. Vitiello, P. Moreau, V. Nunes, A. Mettouchi, H. Maiato, J. G. Ferreira, I. Wang, M. Balland, Acto-myosin force organization modulates centriole separation and PLK4 recruitment to ensure centriole fidelity. Nat. Commun. 10, 52 (2019).30604763 10.1038/s41467-018-07965-6PMC6318293

[38] R. Basto, J. Lau, T. Vinogradova, A. Gardiol, C. G. Woods, A. Khodjakov, J. W. Raff, Flies without centrioles. Cell 125, 1375–1386 (2006).16814722 10.1016/j.cell.2006.05.025

[39] A. Efimov, A. Kharitonov, N. Efimova, J. Loncarek, P. M. Miller, N. Andreyeva, P. Gleeson, N. Galjart, A. R. R. Maia, I. X. McLeod, J. R. Yates, H. Maiato, A. Khodjakov, A. Akhmanova, I. Kaverina, Asymmetric CLASP-dependent nucleation of noncentrosomal microtubules at the trans-golgi network. Dev. Cell 12, 917–930 (2007).17543864 10.1016/j.devcel.2007.04.002PMC2705290

[40] L. C. Klemm, R. A. Denu, L. E. Hind, B. L. Rocha-Gregg, M. E. Burkard, A. Huttenlocher, Centriole and Golgi microtubule nucleation are dispensable for the migration of human neutrophil-like cells. Mol. Biol. Cell 32, 1545–1556 (2021).34191538 10.1091/mbc.E21-02-0060PMC8351748

[41] M. Martin, A. Veloso, J. Wu, E. A. Katrukha, A. Akhmanova, Control of endothelial cell polarity and sprouting angiogenesis by non-centrosomal microtubules. eLife 7, e33864 (2018).29547120 10.7554/eLife.33864PMC5898915

[42] M. Piel, P. Meyer, A. Khodjakov, C. L. Rieder, M. Bornens, The respective contributions of the mother and daughter centrioles to centrosome activity and behavior in vertebrate cells. J. Cell Biol. 149, 317–330 (2000).10769025 10.1083/jcb.149.2.317PMC2175166

[43] B. P. Bouchet, A. Akhmanova, Microtubules in 3D cell motility. J. Cell Sci. 130, 39–50 (2017).28043967 10.1242/jcs.189431

[44] P. Várnai, T. Balla, Visualization of phosphoinositides that bind pleckstrin homology domains: Calcium- and agonist-induced dynamic changes and relationship to myo-[3H]inositol-labeled phosphoinositide pools. J. Cell Biol. 143, 501–510 (1998).9786958 10.1083/jcb.143.2.501PMC2132833

[45] I. Stötzel, A.-K. Weier, A. Sarkar, S. Som, P. Konopka, E. Miková, J. Böthling, M. Homrich, L. Schaedel, U. Kazmaier, K. Symeonidis, Z. Abdullah, S. Uderhardt, M. Hons, R. Paul, H. Rieger, E. Kiermaier, Multiple clustered centrosomes in antigen-presenting cells foster T cell activation without MTOC polarization. bioRxiv 604057 (2024). 10.1101/2024.07.18.604057.

[46] Y. L. Wong, J. V. Anzola, R. L. Davis, M. Yoon, A. Motamedi, A. Kroll, C. P. Seo, J. E. Hsia, S. K. Kim, J. W. Mitchell, B. J. Mitchell, A. Desai, T. C. Gahman, A. K. Shiau, K. Oegema, Reversible centriole depletion with an inhibitor of Polo-like kinase 4. Science 348, 1155–1160 (2015).25931445 10.1126/science.aaa5111PMC4764081

[47] S. Alberti, A. A. Hyman, Biomolecular condensates at the nexus of cellular stress, protein aggregation disease and ageing. Nat. Rev. Mol. Cell Biol. 22, 196–213 (2021).33510441 10.1038/s41580-020-00326-6

[48] S. Hata, A. P. Peidro, M. Panic, P. Liu, E. Atorino, C. Funaya, U. Jäkle, G. Pereira, E. Schiebel, The balance between KIFC3 and EG5 tetrameric kinesins controls the onset of mitotic spindle assembly. Nat. Cell Biol. 21, 1138–1151 (2019).31481795 10.1038/s41556-019-0382-6

[49] S. G. Pereira, M. A. D. Louro, M. Bettencourt-Dias, Biophysical and quantitative principles of centrosome biogenesis and structure. Annu. Rev. Cell Dev. Biol. 37, 43–63 (2021).34314592 10.1146/annurev-cellbio-120219-051400

[50] J. Yang, M. Adamian, T. Li, Rootletin interacts with C-Nap1 and may function as a physical linker between the pair of centrioles/basal bodies in cells. Mol. Biol. Cell 17, 1033–1040 (2006).16339073 10.1091/mbc.E05-10-0943PMC1356609

[51] H. Dang, A. Martin-Villalba, E. Schiebel, Centrosome linker protein C-Nap1 maintains stem cells in mouse testes. EMBO Rep. 23, e53805 (2022).35599622 10.15252/embr.202153805PMC9253759

[52] J. Kroll, J. Renkawitz, Principles of organelle positioning in motile and non-motile cells. EMBO Rep. 25, 2172–2187 (2024).38627564 10.1038/s44319-024-00135-4PMC11094012

[53] F. J. Calero-Cuenca, C. S. Janota, E. R. Gomes, Dealing with the nucleus during cell migration. Curr. Opin. Cell Biol. 50, 35–41 (2018).29454272 10.1016/j.ceb.2018.01.014

[54] P. van Bergeijk, C. C. Hoogenraad, L. C. Kapitein, Right time, right place: Probing the functions of organelle positioning. Trends Cell Biol. 26, 121–134 (2016).26541125 10.1016/j.tcb.2015.10.001

[55] S. Phuyal, P. Romani, S. Dupont, H. Farhan, Mechanobiology of organelles: Illuminating their roles in mechanosensing and mechanotransduction. Trends Cell Biol. 33, 1049–1061 (2023).37236902 10.1016/j.tcb.2023.05.001

[56] Y. Kalukula, A. D. Stephens, J. Lammerding, S. Gabriele, Mechanics and functional consequences of nuclear deformations. Nat. Rev. Mol. Cell Biol. 23, 583–602 (2022).35513718 10.1038/s41580-022-00480-zPMC9902167

[57] V. Redecke, R. Wu, J. Zhou, D. Finkelstein, V. Chaturvedi, A. A. High, H. Häcker, Hematopoietic progenitor cell lines with myeloid and lymphoid potential. Nat. Methods 10, 795–803 (2013).23749299 10.1038/nmeth.2510PMC4131762

[58] A. Leithner, J. Renkawitz, I. de Vries, R. Hauschild, H. Häcker, M. Sixt, Fast and efficient genetic engineering of hematopoietic precursor cells for the study of dendritic cell migration. Eur. J. Immunol. 48, 1074–1077 (2018).29436709 10.1002/eji.201747358

[59] P. Datlinger, A. F. Rendeiro, C. Schmidl, T. Krausgruber, P. Traxler, J. Klughammer, L. C. Schuster, A. Kuchler, D. Alpar, C. Bock, Pooled CRISPR screening with single-cell transcriptome readout. Nat. Methods 14, 297–301 (2017).28099430 10.1038/nmeth.4177PMC5334791

[60] J. L. Schmid-Burgk, T. Schmidt, M. M. Gaidt, K. Pelka, E. Latz, T. S. Ebert, V. Hornung, OutKnocker: A web tool for rapid and simple genotyping of designer nuclease edited cell lines. Genome Res. 24, 1719–1723 (2014).25186908 10.1101/gr.176701.114PMC4199374

[61] M. L. Heuzé, G. H. N. S. Narayana, J. D’Alessandro, V. Cellerin, T. Dang, D. S. Williams, J. C. V. Hest, P. Marcq, R.-M. Mège, B. Ladoux, Myosin II isoforms play distinct roles in adherens junction biogenesis. eLife 8, e46599 (2019).31486768 10.7554/eLife.46599PMC6756789

[62] Y.-N. Lin, C.-T. Wu, Y.-C. Lin, W.-B. Hsu, C.-J. C. Tang, C.-W. Chang, T. K. Tang, CEP120 interacts with CPAP and positively regulates centriole elongation. J. Cell Biol. 202, 211–219 (2013).23857771 10.1083/jcb.201212060PMC3718976

[63] J. Hageman, H. H. Kampinga, Computational analysis of the human HSPH/HSPA/DNAJ family and cloning of a human HSPH/HSPA/DNAJ expression library. Cell Stress Chaperones 14, 1–21 (2009).18686016 10.1007/s12192-008-0060-2PMC2673897

[64] J. Kroll, M. J. A. Ruiz-Fernandez, M. B. Braun, J. Merrin, J. Renkawitz, Quantifying the probing and selection of microenvironmental pores by motile immune cells. Curr. Protoc. 2, e407 (2022).35384410 10.1002/cpz1.407

[65] J. Renkawitz, K. Schumann, M. Weber, T. Lämmermann, H. Pflicke, M. Piel, J. Polleux, J. P. Spatz, M. Sixt, Adaptive force transmission in amoeboid cell migration. Nat. Cell Biol. 11, 1438–1443 (2009).19915557 10.1038/ncb1992

[66] M. Sixt, T. Lämmermann, In vitro analysis of chemotactic leukocyte migration in 3D environments. Methods Mol. Biol. 769, 149–165 (2011).21748675 10.1007/978-1-61779-207-6_11

[67] S. J. Humphrey, O. Karayel, D. E. James, M. Mann, High-throughput and high-sensitivity phosphoproteomics with the EasyPhos platform. Nat. Protoc. 13, 1897–1916 (2018).30190555 10.1038/s41596-018-0014-9

[68] R. B. Kitata, W.-K. Choong, C.-F. Tsai, P.-Y. Lin, B.-S. Chen, Y.-C. Chang, A. I. Nesvizhskii, T.-Y. Sung, Y.-J. Chen, A data-independent acquisition-based global phosphoproteomics system enables deep profiling. Nat. Commun. 12, 2539 (2021).33953186 10.1038/s41467-021-22759-zPMC8099862

[69] C. A. Schneider, W. S. Rasband, K. W. Eliceiri, NIH Image to ImageJ: 25 Years of image analysis. Nat. Methods 9, 671–675 (2012).22930834 10.1038/nmeth.2089PMC5554542

[70] J.-Y. Tinevez, N. Perry, J. Schindelin, G. M. Hoopes, G. D. Reynolds, E. Laplantine, S. Y. Bednarek, S. L. Shorte, K. W. Eliceiri, TrackMate: An open and extensible platform for single-particle tracking. Methods 115, 80–90 (2017).27713081 10.1016/j.ymeth.2016.09.016

[71] R. Zantl, E. Horn, Chemotaxis of slow migrating mammalian cells analysed by video microscopy. Methods Mol. Biol. 769, 191–203 (2011).21748677 10.1007/978-1-61779-207-6_13

[72] R Core Team, R: A language and environment for statistical computing (R Foundation for Statistical Computing, Vienna, Austria, 2022); www.R-project.org/.

[73] H. Wickham, M. Averick, J. Bryan, W. Chang, L. McGowan, R. François, G. Grolemund, A. Hayes, L. Henry, J. Hester, M. Kuhn, T. Pedersen, E. Miller, S. Bache, K. Müller, J. Ooms, D. Robinson, D. Seidel, V. Spinu, K. Takahashi, D. Vaughan, C. Wilke, K. Woo, H. Yutani, Welcome to the Tidyverse. J. Open Source Softw. 4, 1686 (2019).

# Supplementary material for: Protecting centrosomes from fracturing enables efficient cell navigation
**Source:** Sci Adv. 2025 Apr 25;11(17):eadx4047. doi: 10.1126/sciadv.adx4047
**Supplement:** Supplementary file 1 — Figs. S1 to S17 Legends for movies S1 to S10

Supplementary Materials for  
**Protecting centrosomes from fracturing enables efficient cell navigation**

Madeleine T. Schmitt *et al.*

*Sci. Adv.* **11**, eadx4047 (2025)  
DOI: 10.1126/sciadv.adx4047

**The PDF file includes:**

Figs. S1 to S17  
Legends for movies S1 to S10

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 to S10

**Fig. S1.** Dynamics of the centriole pair during DC migration along unidirectional paths.

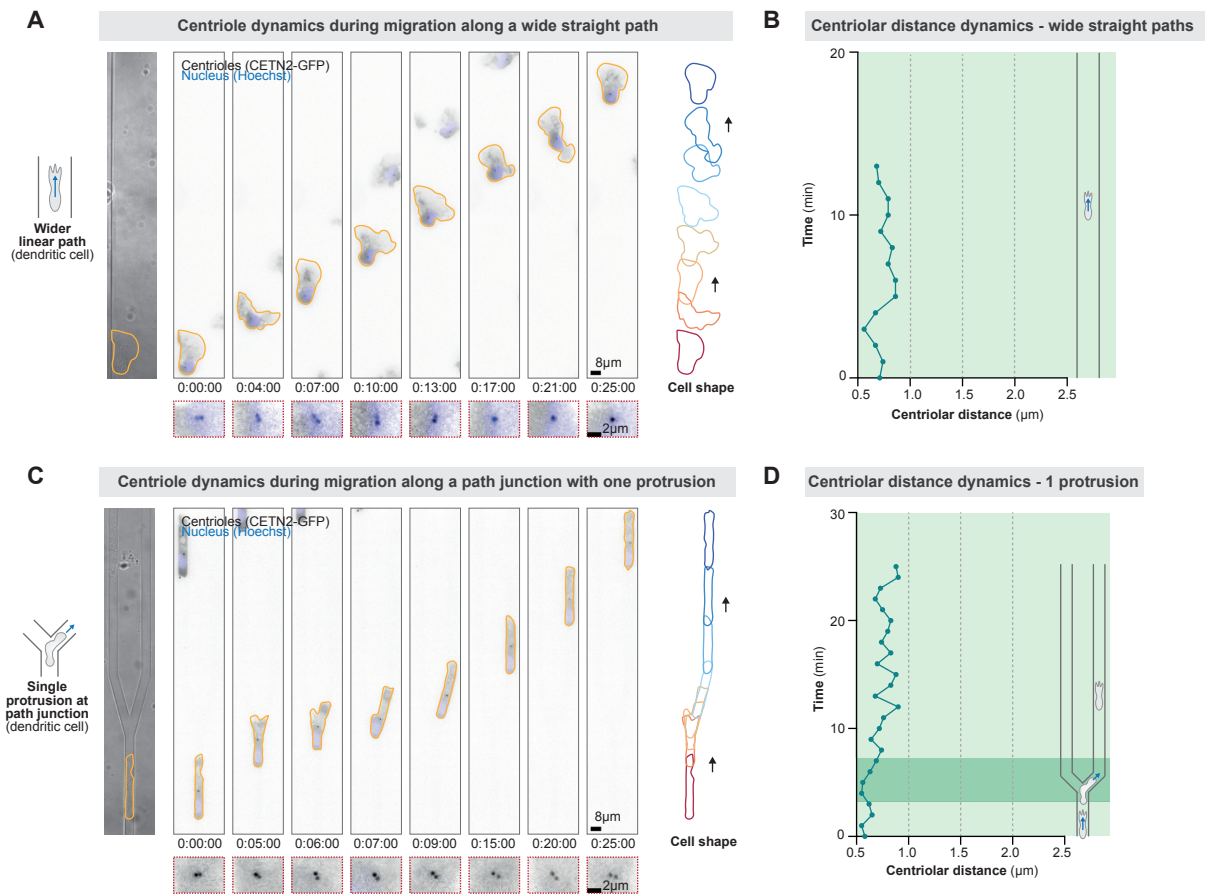

**Fig. S1.**

Dynamics of the centriole pair during DC migration along unidirectional paths. **(A)** Representative CETN2-GFP (centriole pair; black; enlargement in red dashed boxes) expressing dendritic cell (DC) stained with Hoechst (nucleus; blue) migrating along a unidirectional straight path (50  $\mu\text{m}$  wide linear microchannel). **(B)** Centriolar distance dynamics during migration as depicted in (A); note the stable proximity of the individual centrioles. See Fig. 1E for quantification of centriolar distances during migration in this microenvironment composed of wide straight paths. **(C)** Representative CETN2-GFP (centriole pair; black; enlargement in red dashed boxes) expressing DC stained with Hoechst (nucleus; blue) migrating through a path junction (Y microchannel). Note that this specific cell has only one cell front at the path junction, and directly follows this cell protrusion into one of the two alternative paths. **(D)** Centriolar distance dynamics during migration as depicted in (C); note the stable proximity of the individual centrioles. See Fig. 1F for quantification of centriolar distances while cells explore the alternative paths with one protrusion (and in comparison, to two protrusions). All data show representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

**Fig. S2.** Transcriptomics of migrating dendritic cells and pharmacological inhibition of Dyrk3 during dendritic cell and T cell migration, as well as expression of a dominant-negative Dyrk3 mutant in 3T3 fibroblasts.

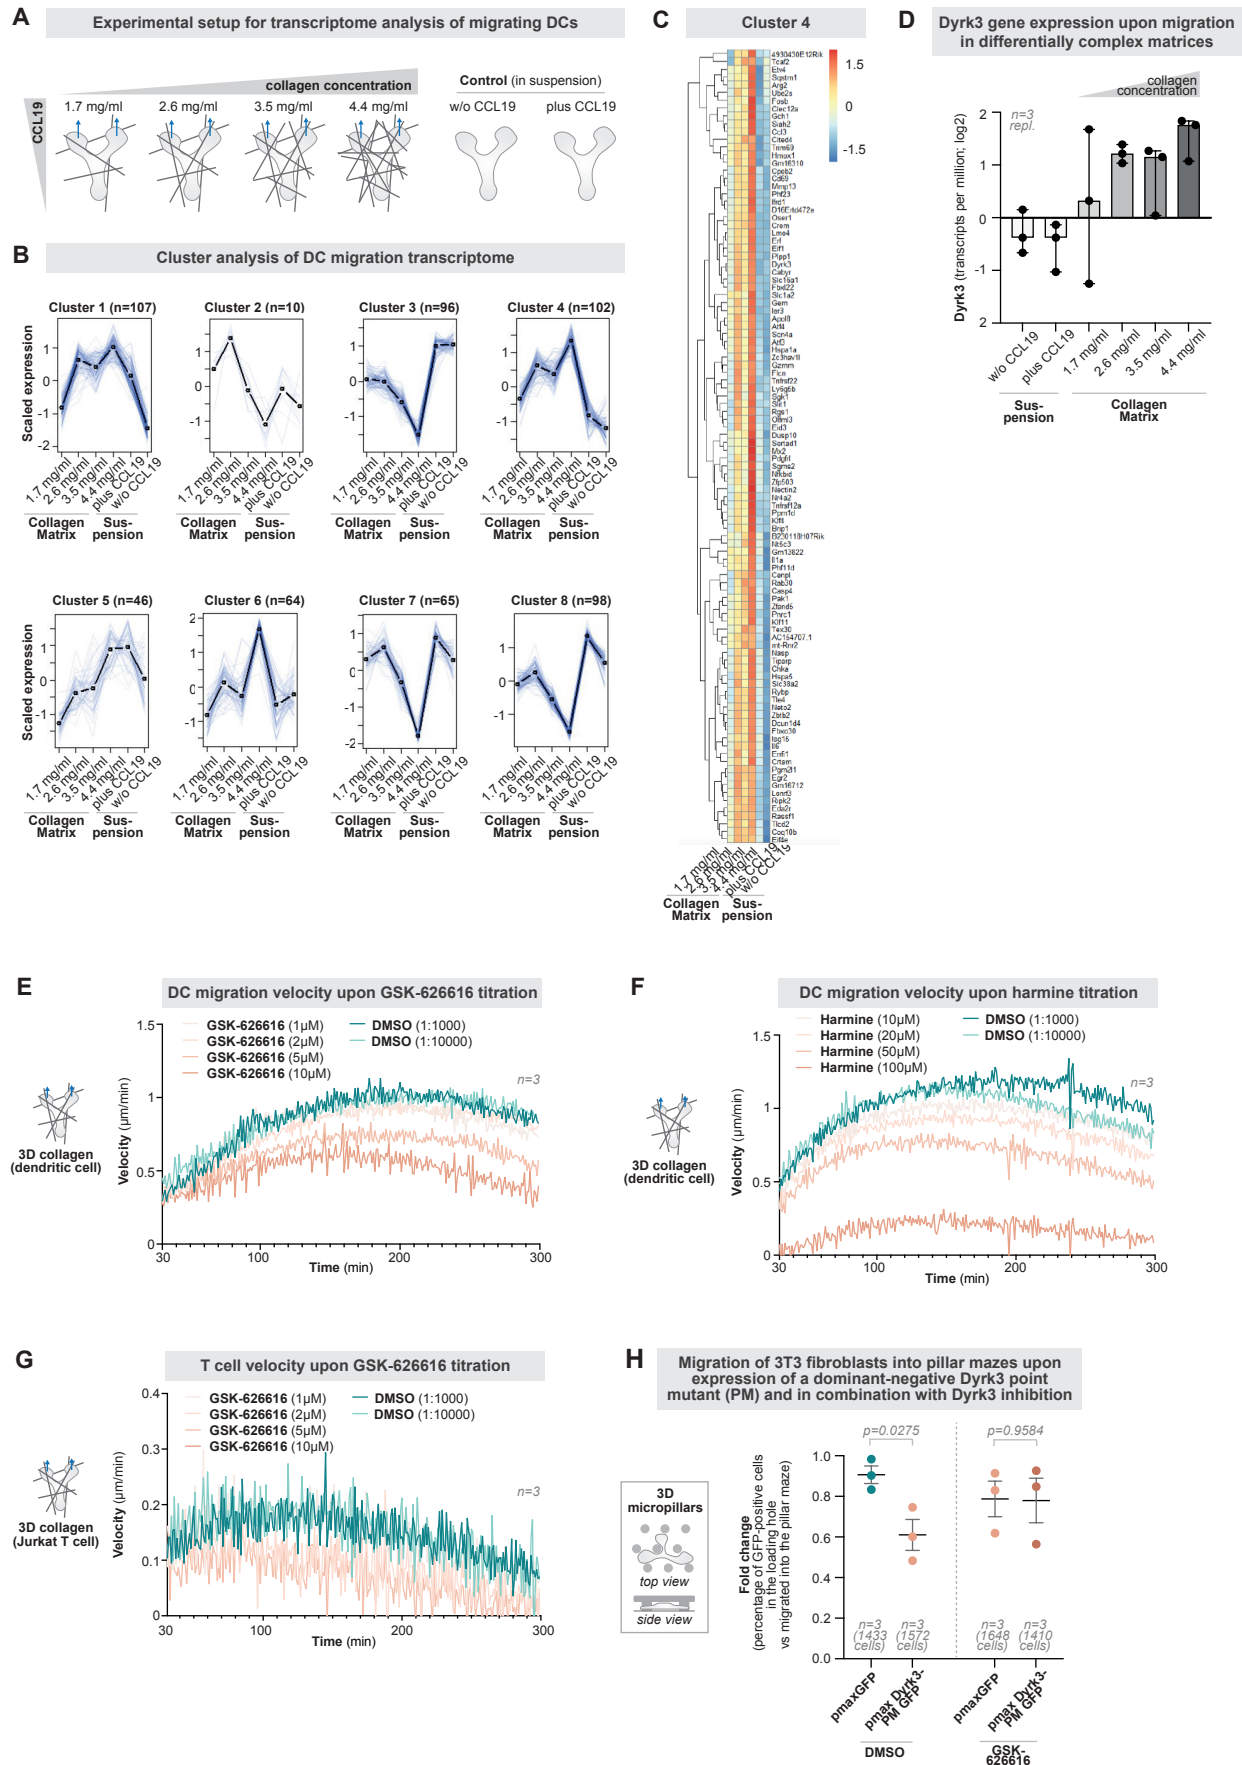

**Fig. S2.**

Transcriptomics of migrating dendritic cells (DCs) and pharmacological inhibition of Dyrk3 during DC and T cell migration, as well as expression of a dominant-negative Dyrk3 mutant in 3T3 fibroblasts. **(A)** Scheme of the experimental setup to investigate the transcriptome of migrating DCs in differentially complex collagen matrices (see ‘Materials and Methods’ for details). **(B)** Cluster analysis of differentially expressed genes derived from (A). **(C)** Close up view of genes in cluster 4, which upregulate their gene expression in more complex collagen matrices. **(D)** Differential gene expression of Dyrk3. **(E)** DC migration in three-dimensional (3D) collagen matrices (1.7 mg/ml) along a CCL19 chemokine gradient in the presence of different concentrations of GSK-626616 (Dyrk3 inhibitor) or DMSO (control). The dataset for 5  $\mu$ M GSK-626616 is also shown in main Figure 2A. **(F)** DC migration in three-dimensional (3D) collagen matrices (1.7 mg/ml) along a CCL19 chemokine gradient in the presence of different concentrations of harmine (Dyrk inhibitor) or DMSO (control). The dataset for 50  $\mu$ M harmine is also shown in main Figure 2B. **(G)** Jurkat T cell migration in three-dimensional (3D) collagen matrices (1.3 mg/ml) along a CXCL12 chemokine gradient in the presence of different concentrations of GSK-626616 (Dyrk3 inhibitor) or DMSO (control). **(H)** Fraction of GFP-positive 3T3 fibroblasts migrating into the pillar maze normalized to the fraction of GFP-positive 3T3 fibroblasts in the loading hole. Cells expressed a dominant-negative (DN) EGFP-Dyrk3 K218M mutant or the corresponding empty EGFP plasmid, either in the presence of GSK-626616 (Dyrk3 inhibitor) or DMSO (control). All data derive from at least three independent biological replicates.

**Fig. S3.** Fluorescence recovery after photobleaching (FRAP) of centrosomal proteins shows altered diffusion dynamics upon impairing Dyrk3 activity.

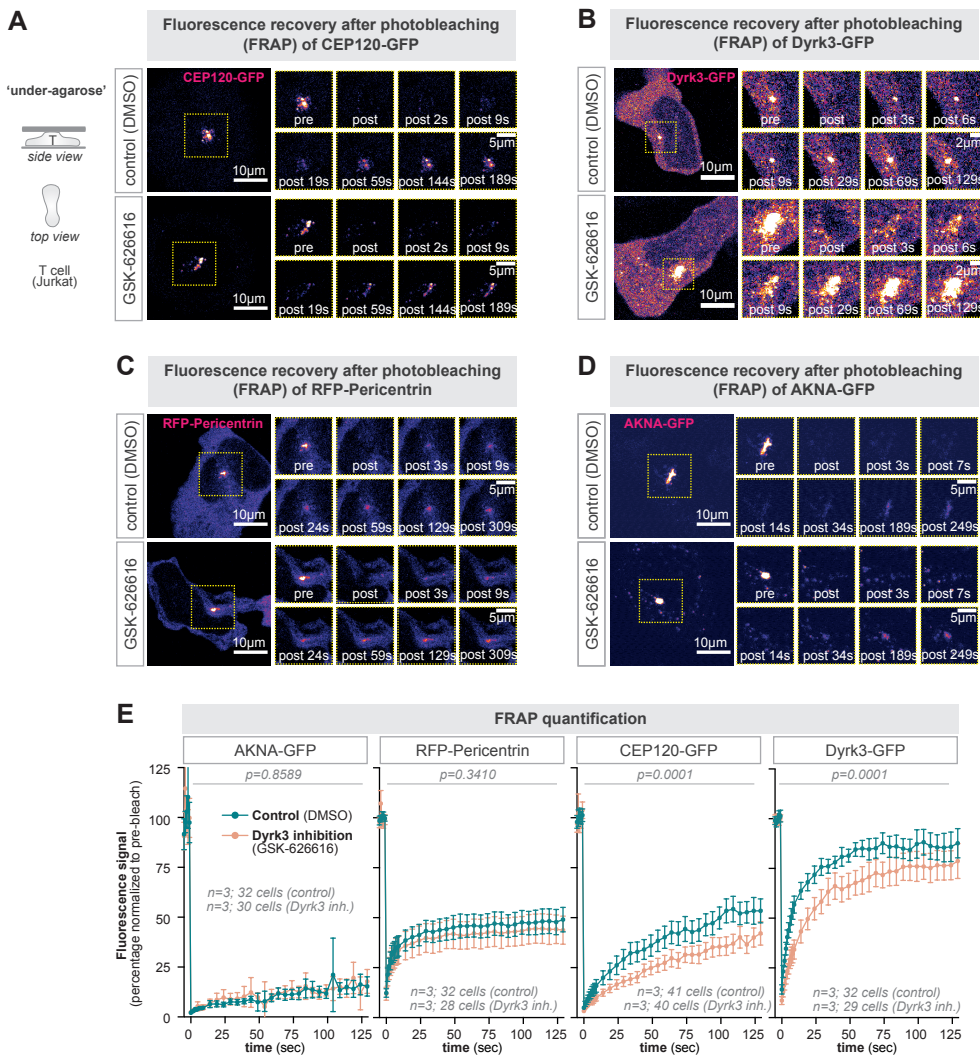

**Fig. S3.**

Fluorescence recovery after photobleaching (FRAP) of centrosomal proteins shows altered diffusion dynamics upon impairing Dyrk3 activity. **(A)** Representative CEP120-GFP (fire-color coded; enlargement in yellow dashed boxes) expressing Jurkat T cells before, immediately after, and for an extended time after bleaching of the CEP120 signal in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). **(B)** Representative Dyrk3-GFP (fire-color coded; enlargement in yellow dashed boxes) expressing Jurkat T cells before, immediately after, and for an extended time after bleaching of the Dyrk3 signal in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). **(C)** Representative RFP-Pericentrin (fire-color coded; enlargement in yellow dashed boxes) expressing Jurkat T cells before, immediately after, and for an extended time after bleaching of the Pericentrin signal in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). **(D)** Representative AKNA-GFP (fire-color coded; enlargement in yellow dashed boxes) expressing Jurkat T cells before, immediately after, and for an extended time after bleaching of the AKNA signal in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). **(E)** Quantification of fluorescence signal recovery after photobleaching as shown in (A-D). All data derive from at least three independent biological replicates.

**Fig. S4.** Centrosome deformation dynamics and fracturing frequency during migration along unidirectional paths, in microenvironmental confinement, and in confining mazes.

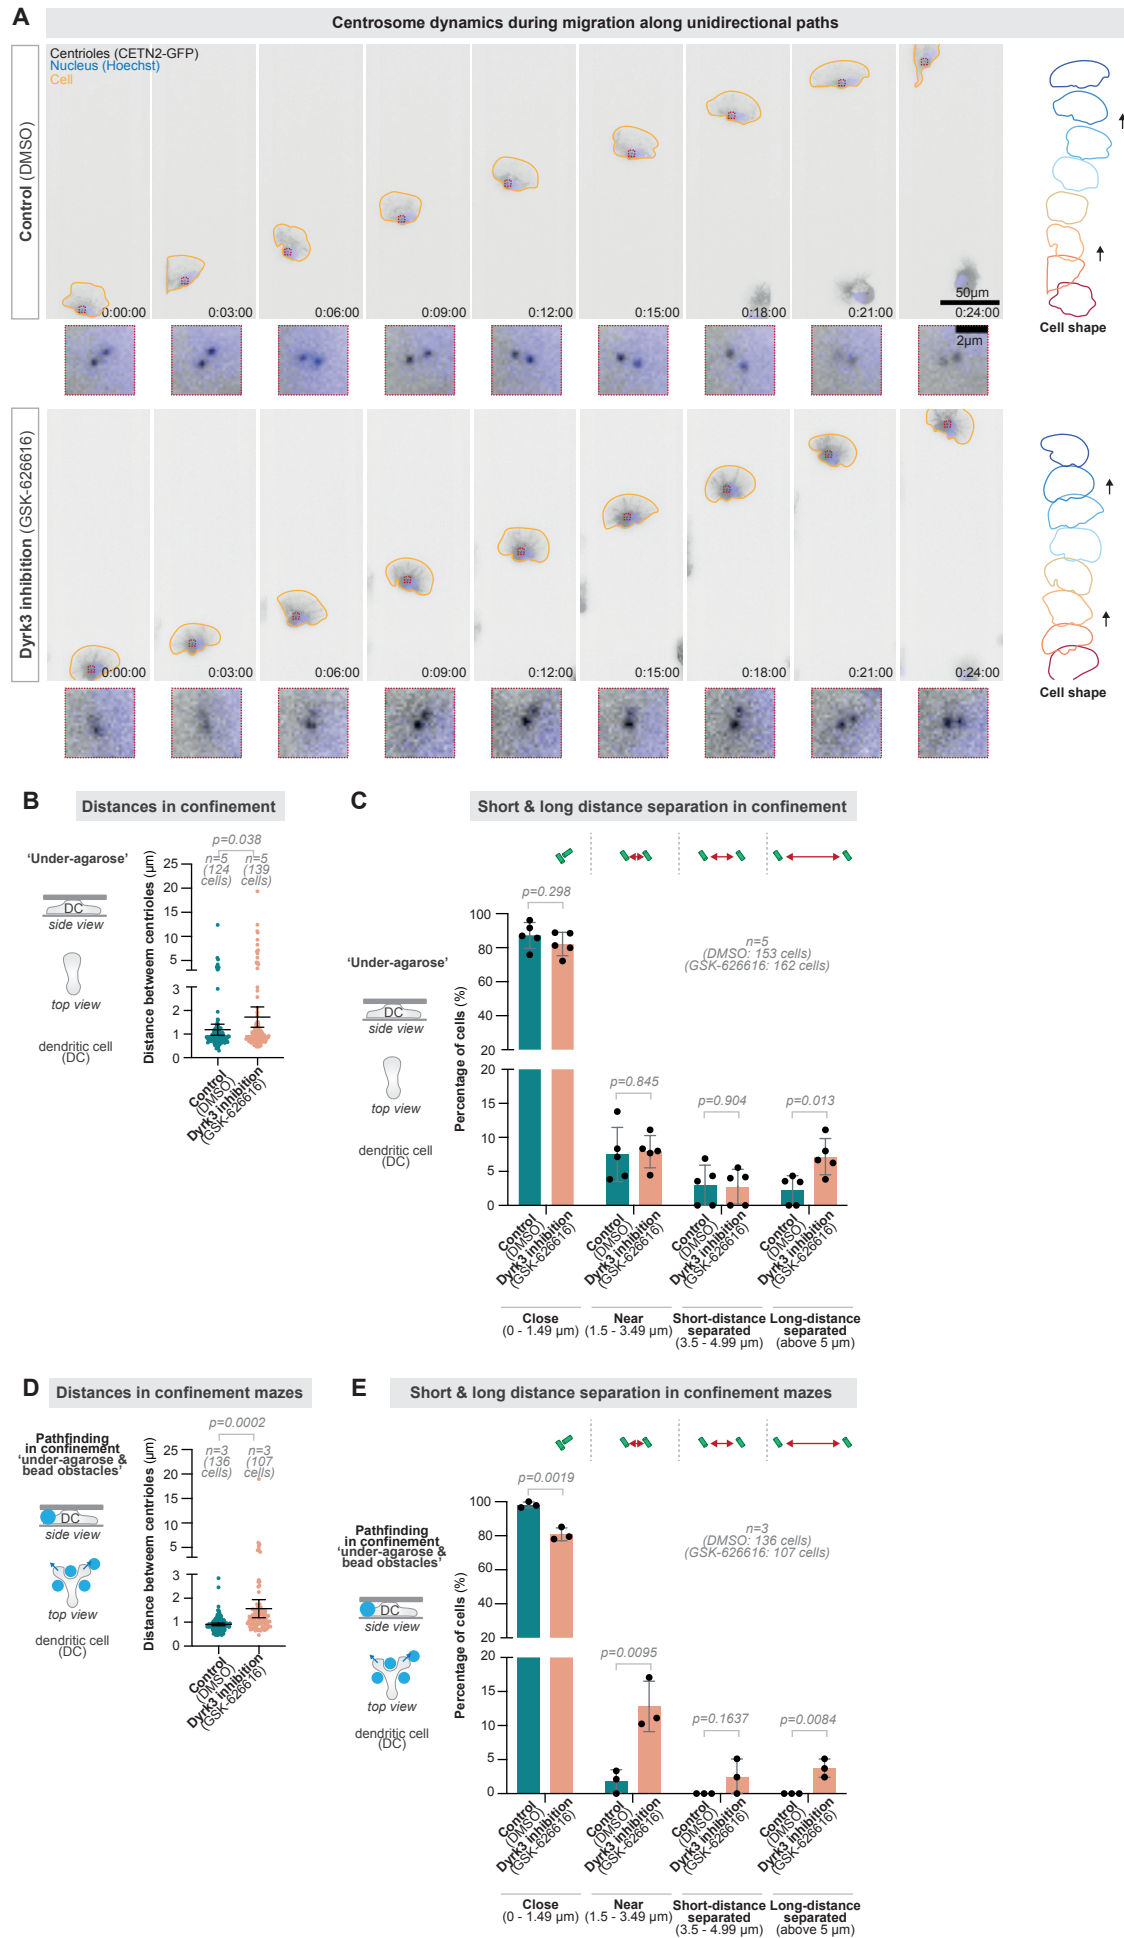

**Fig. S4.**

Centrosome deformation dynamics and fracturing frequency during migration along unidirectional paths, in microenvironmental confinement, and in confining mazes. **(A)** Representative CETN2-GFP (centriole pair; black; enlargement in red dashed boxes) expressing dendritic cells (DCs) stained with Hoechst (nucleus; blue) migrating along a unidirectional straight path (linear microchannel) in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). See Figures 3D and 3E for quantification. **(B)** CETN2-GFP expressing DCs stained with Hoechst migrating in microenvironmental confinement ('under-agarose assay'), quantifying the distances between individual centrioles in the centriole pair. **(C)** As in (B), classifying the short- and long-distantly separated individual centrioles. **(D)** CETN2-GFP expressing DCs stained with Hoechst migrating in confining and maze-like microenvironments ('under-agarose assay with bead-obstacles'). **(E)** As in (D), quantifying the distances between individual centrioles in the centriole pair. All data derive from at least three independent biological replicates. Time is indicated as h:min:s.

**Fig. S5.** Development of an ‘under-agarose assay’ with bead obstacles and measurement of centriole distances after centrosome fracturing over time.

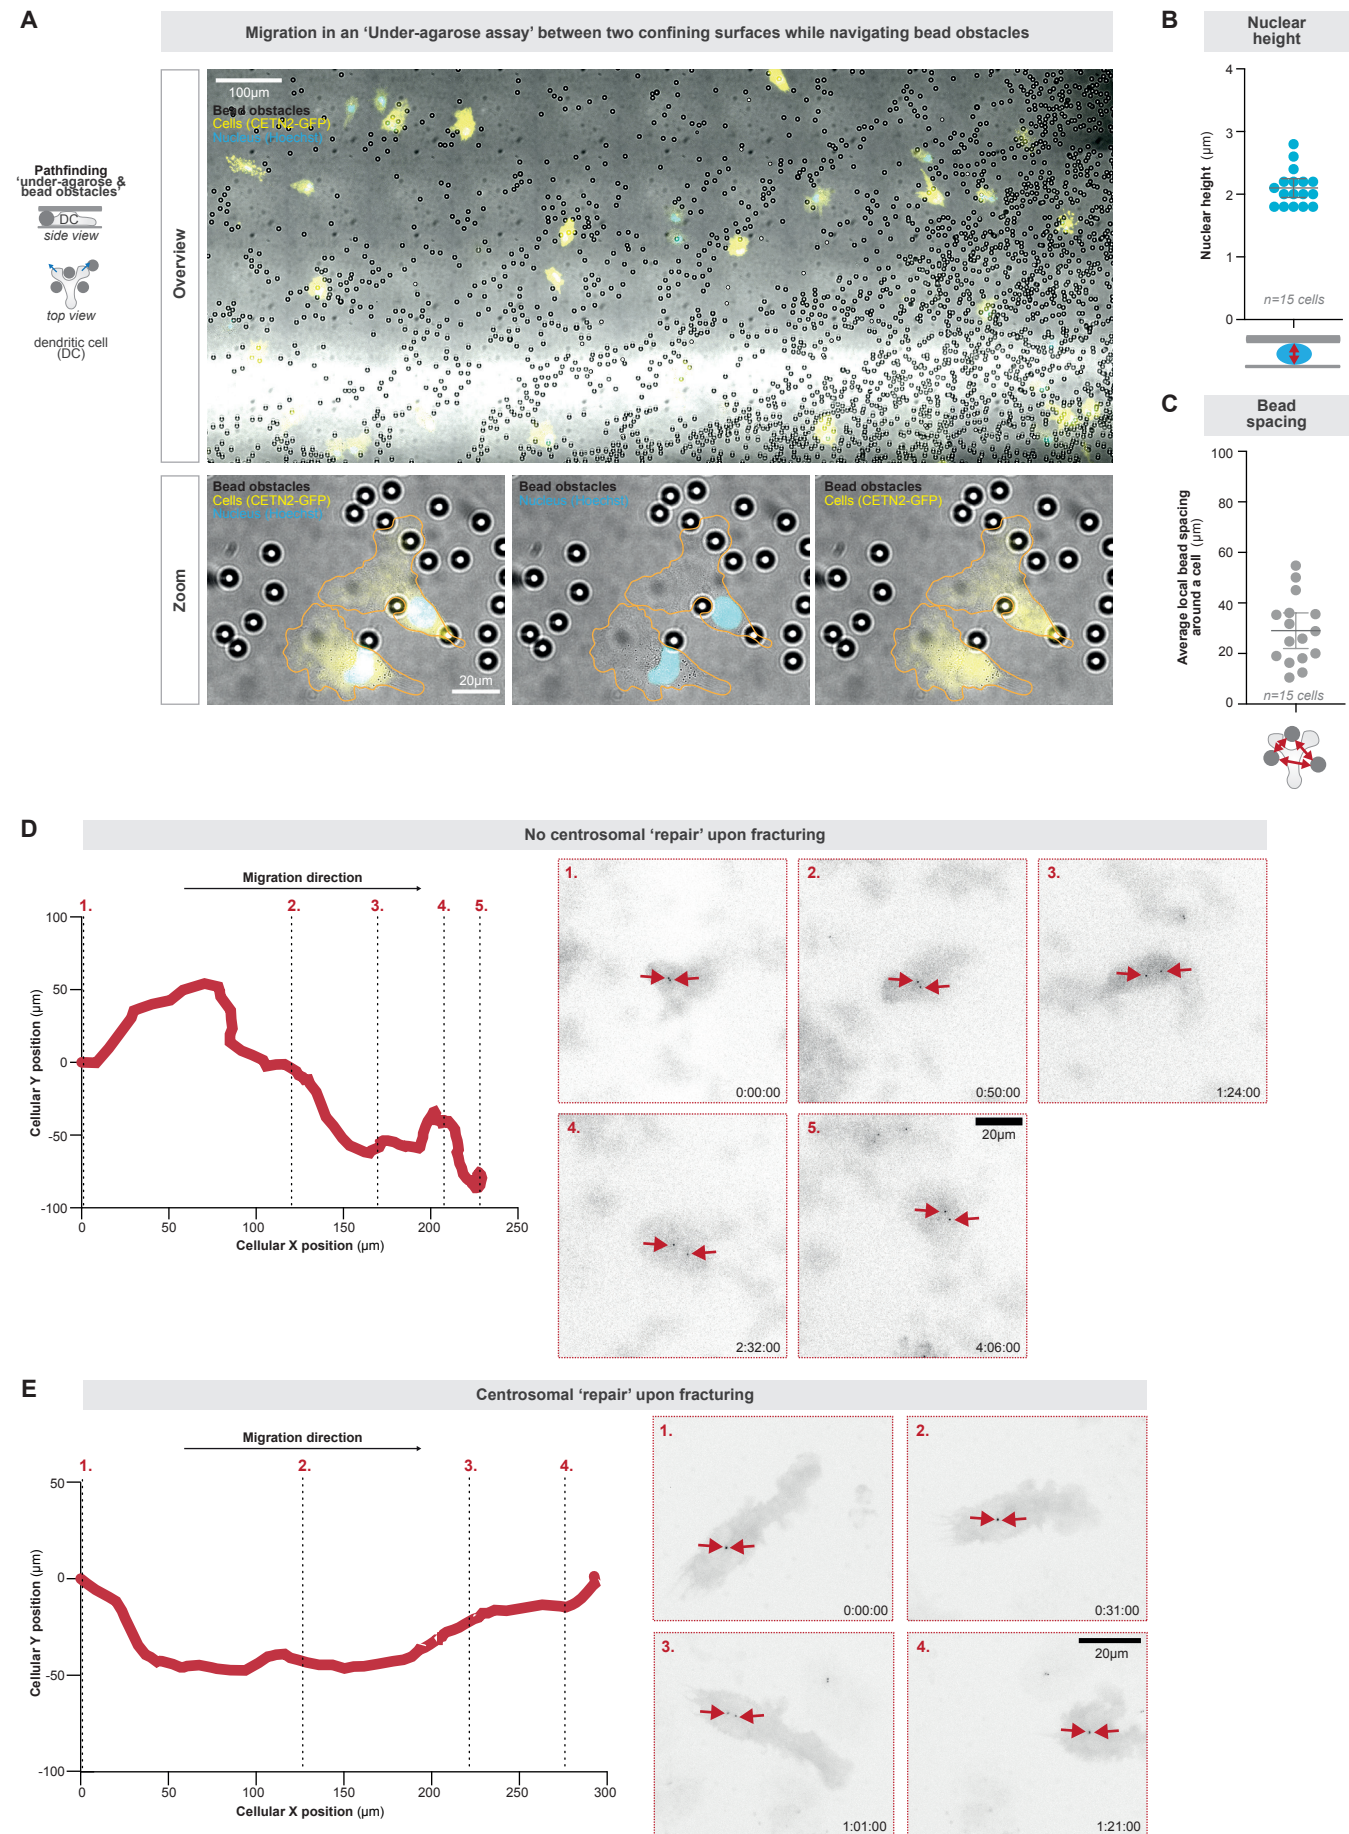

**Fig. S5.**

Development of an ‘under-agarose assay with bead obstacles’ and measurement of centriole distances after centrosome fracturing over time. **(A)** Representative overview and zoom-in images of an ‘under-agarose assay with bead obstacles’, in which cells migrate between two confining surfaces while navigating bead obstacles. The orange line in the zoom-in images visualizes the cell shape. The CETN2-GFP fluorescence is shown in an overexposed manner to show the shape of the entire cell by showing the CETN2-GFP background signal (see the main figures for normal signal intensities to visualize the pair of centrioles). **(B)** Measurement of the nuclear height by 0.2-micron spaced z-stacks, indicating the available space and confinement degree in the ‘under-agarose assay with bead obstacles’. **(C)** Measurement of the local bead spacing surrounding individual cells, as also visually depicted in (A). **(D)** Representative ‘non-repairing’ CETN2-GFP (centriole pair; black) expressing dendritic cell (DC) migrating in confining and maze-like microenvironments (‘under-agarose assay with bead-obstacles’) in the presence of 5  $\mu$ M GSK-626616. See Figure 3J for quantification. **(E)** Representative ‘repairing’ CETN2-GFP (centriole pair; black) expressing DC migrating in confining and maze-like microenvironments in the presence of 5  $\mu$ M GSK-626616. See Figure 3J for quantification. All data show representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

**Fig. S6.** Sequencing of differentiated dendritic cells with conditional Cas9 expression targeting cNAP1.

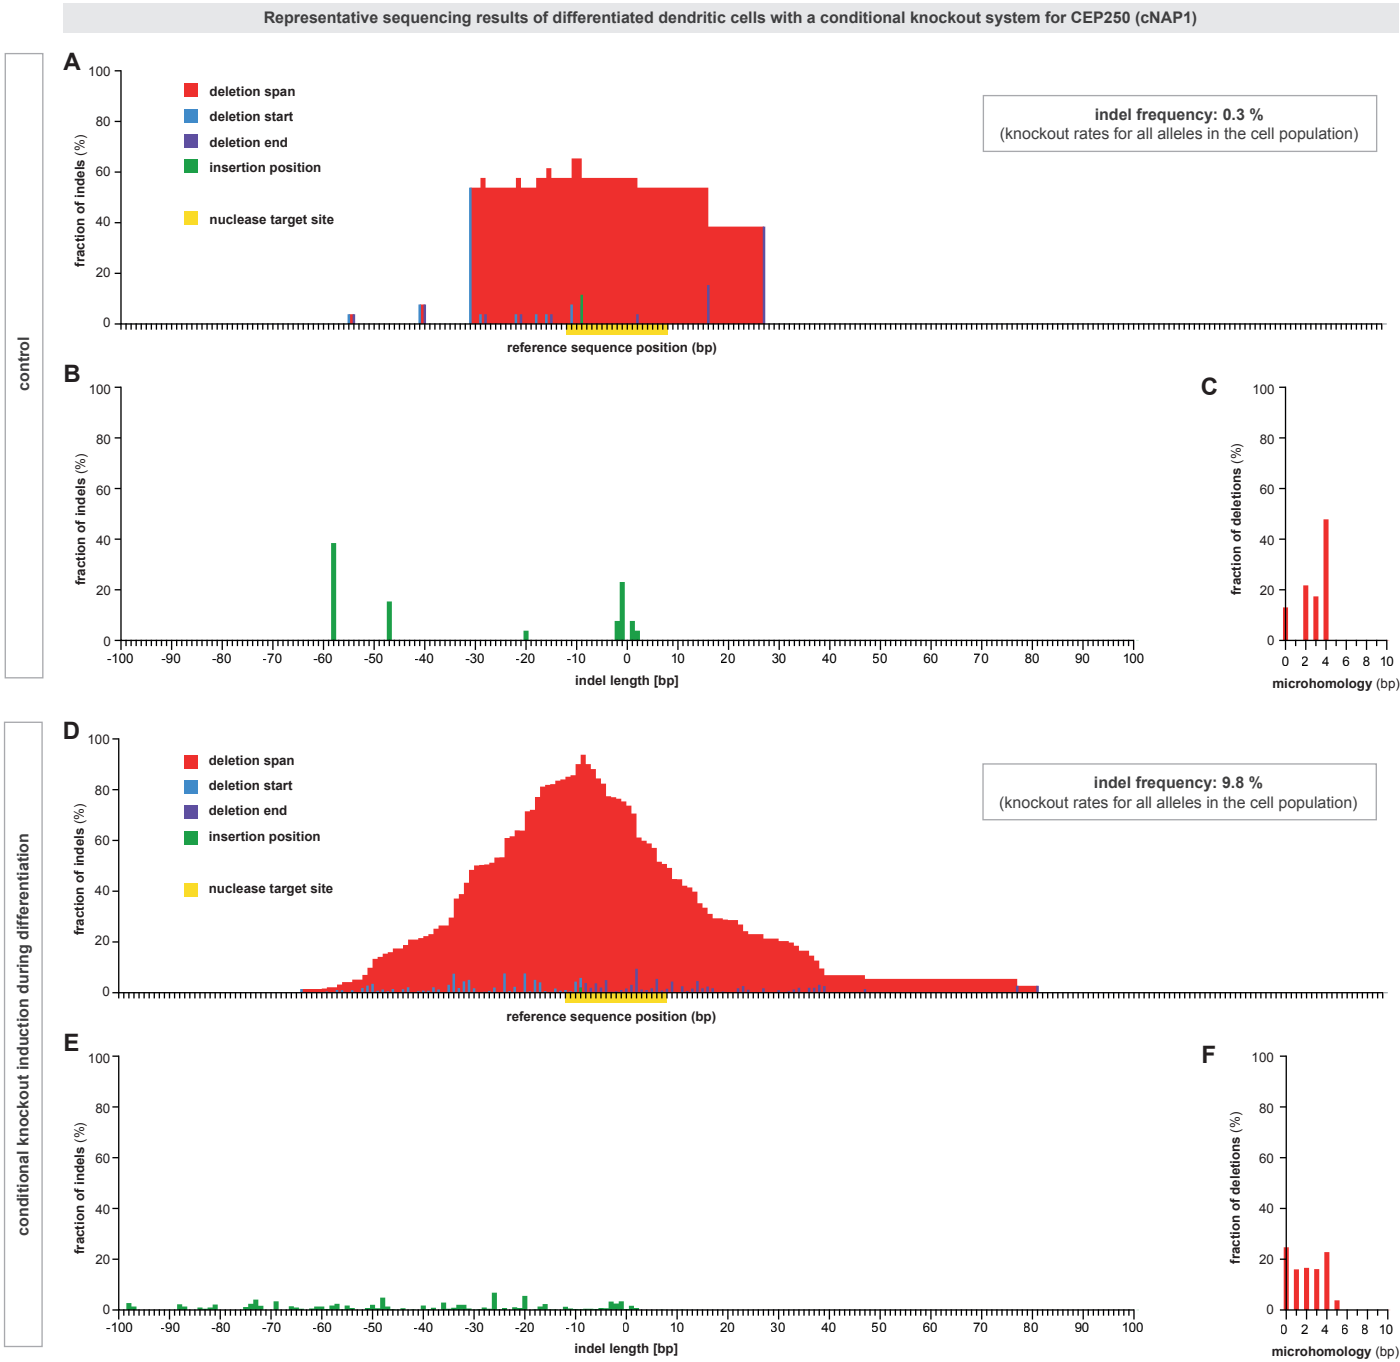

**Fig. S6.**

Sequencing of differentiated dendritic cells with conditional Cas9 expression targeting cNAP1. **(A)** Representative sequencing result of differentiated dendritic cells (DCs) without induction of Cas9 expression (control) displaying deletion span (red), deletion start (blue), deletion end (purple), insertion position (green) and the Cas9 nuclease target site (yellow). **(B)** Representative sequencing result of differentiated DCs without induction of Cas9 expression (control) displaying indel lengths (green). **(C)** Representative quantification of microhomologies at deletion sites of differentiated DCs without induction of Cas9 expression (control). **(D)** As in (A), but for differentiated DCs with induction of Cas9 expression. **(E)** As in (B), but for differentiated DCs with induction of Cas9 expression. **(F)** As in (C), but for differentiated DCs with induction of Cas9 expression.

**Fig. S7.** Centrosome deformation during cellular squeezing.

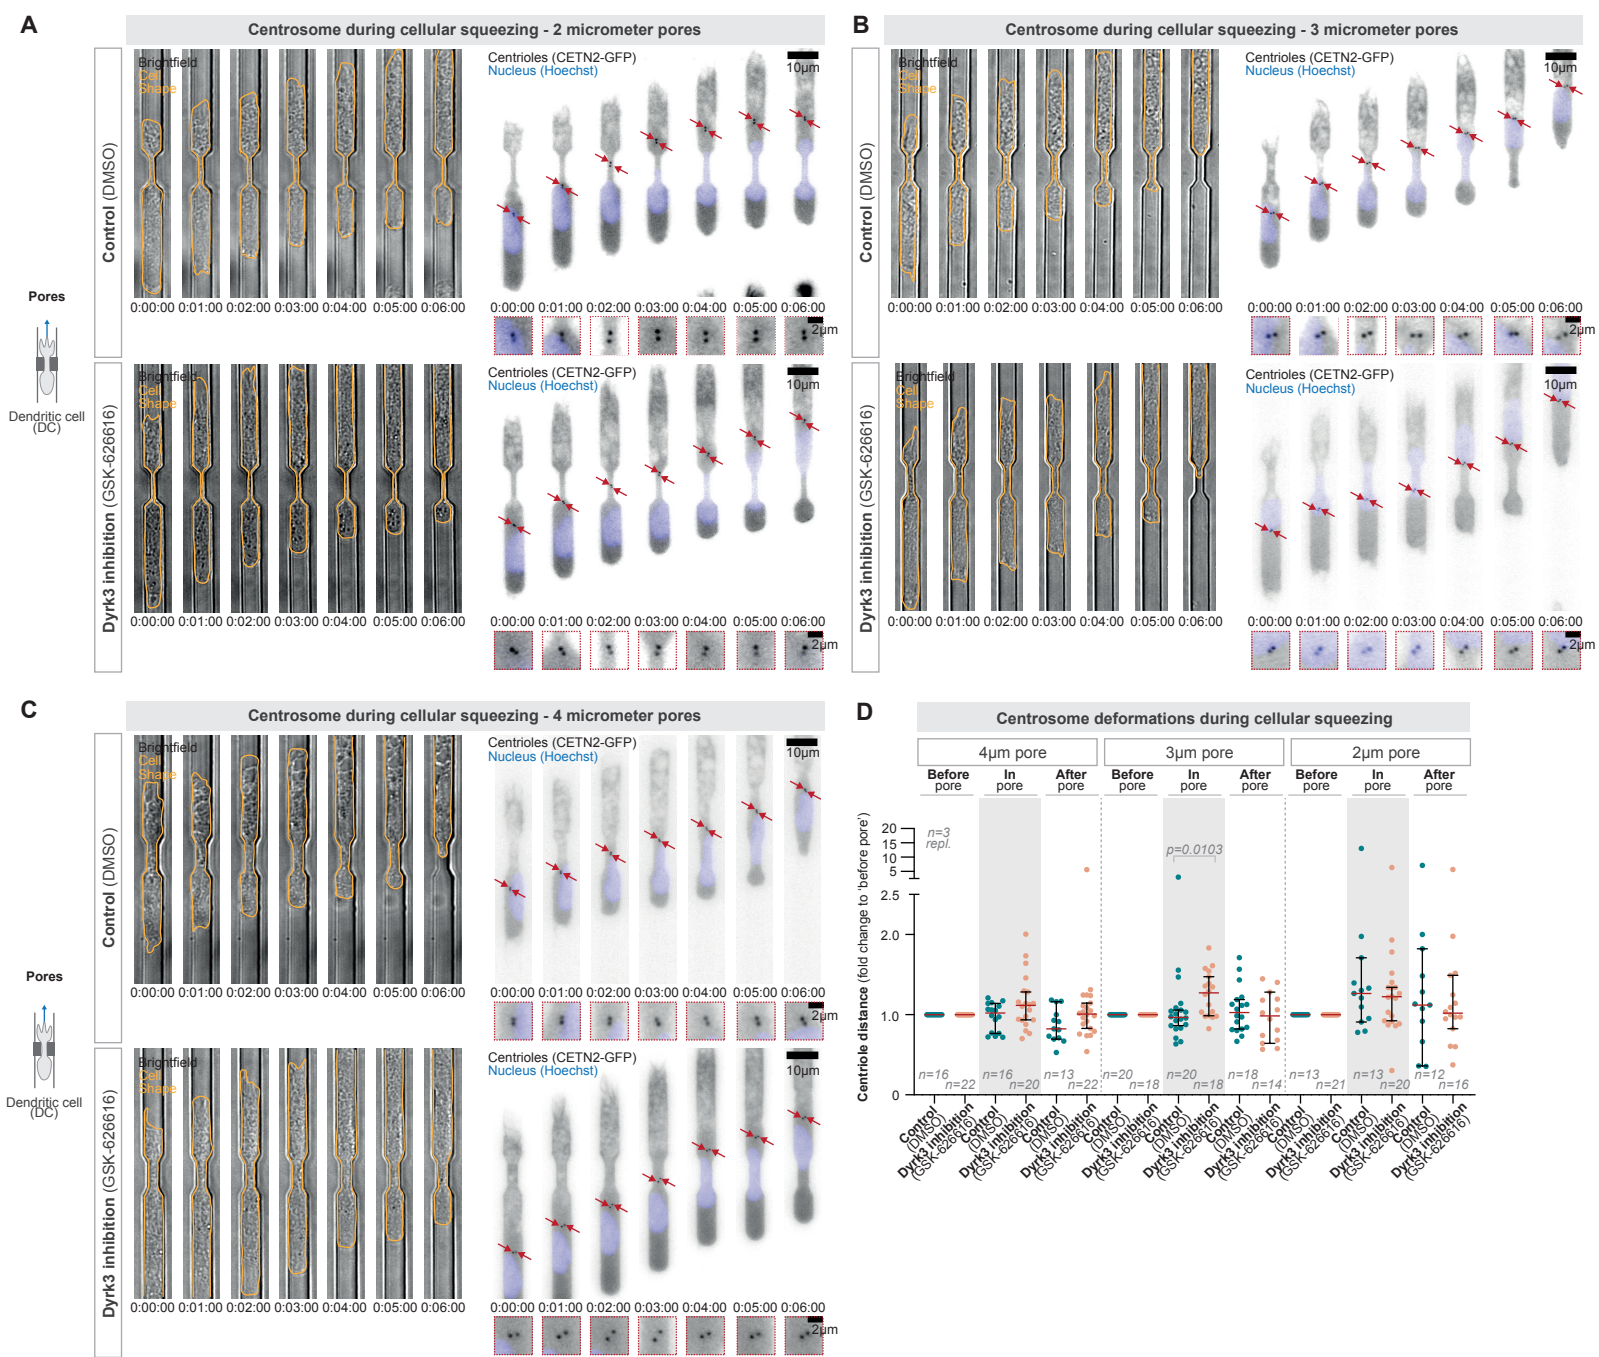

**Fig. S7.**

Centrosome deformation during cellular squeezing. **(A)** Representative CETN2-GFP (centriole pair; black; enlargement in red dashed boxes) expressing dendritic cells (DCs) stained with Hoechst (nucleus; blue) migrating along a single 2  $\mu\text{m}$  pore (in a linear microchannel) in the presence of 5  $\mu\text{M}$  GSK-626616 or DMSO (control). **(B)** As in (A), but translocation through a 3  $\mu\text{m}$  pore. **(C)** As in (A), but translocation through a 4  $\mu\text{m}$  pore. **(D)** Quantification of centriolar distances in (A) to (C). All data show representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

**A** Centriole dynamics upon actin and myosin inhibition in *Dyrk3*-inhibited cells

Figure A displays three panels showing centriole dynamics upon actin and myosin inhibition in *Dyrk3*-inhibited cells. Each panel includes a kymograph (left) and a corresponding still image (right). The panels are labeled: **Dyrk3 inhibition**, **Dyrk3 + myosin inhibition**, and **Dyrk3 + actin inhibition**. Time stamps are provided for each frame, and a 10µm scale bar is shown in the still images.

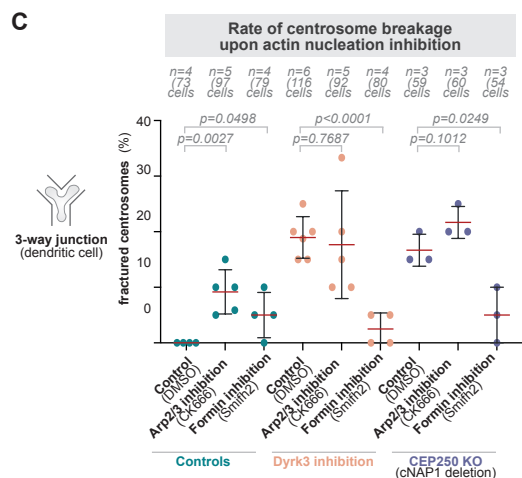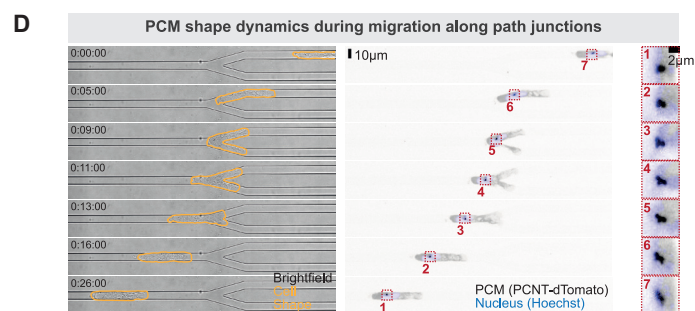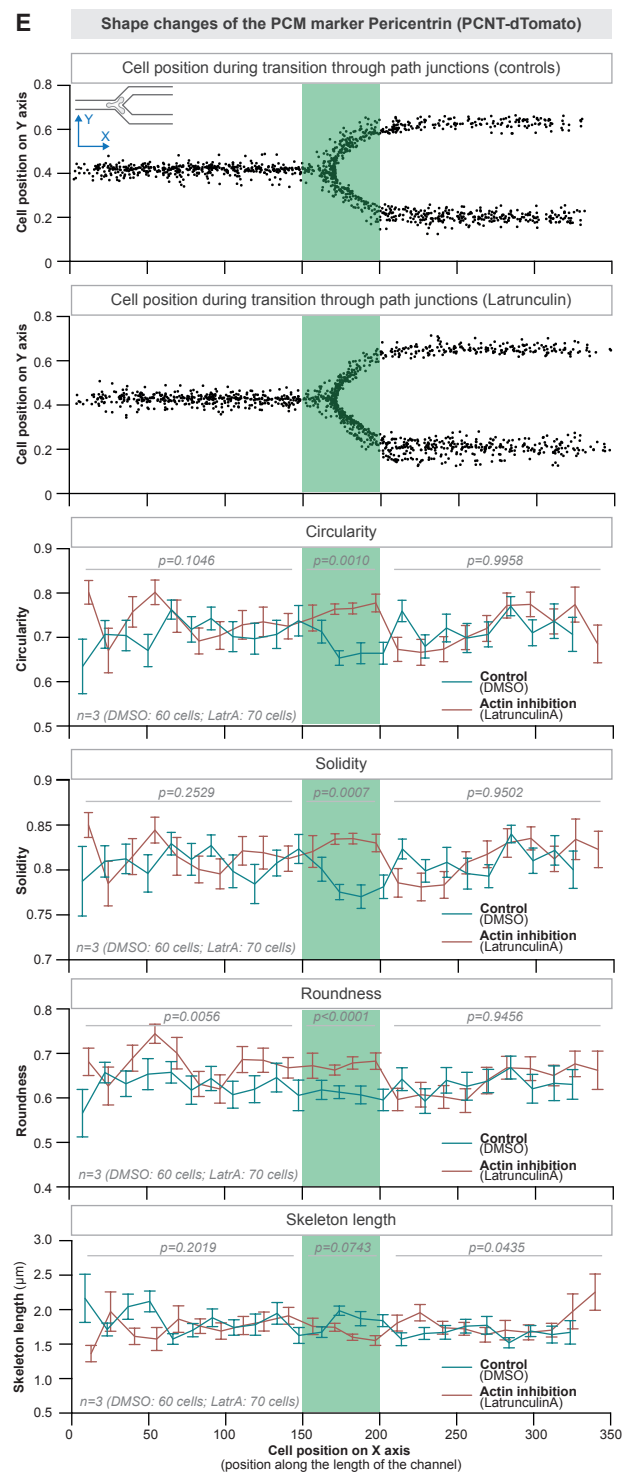

**Fig. S8.**

Actin forces fracture the centrosome. **(A)** Representative CETN2-GFP (centriole pair; black) expressing dendritic cells (DCs) stained with Hoechst (nucleus; blue) migrating along a 3-way path junction in the presence of 5  $\mu$ M GSK-626616 and 50 nM Latrunculin A or 5  $\mu$ M GSK-626616 and 25  $\mu$ M para-nitro-Blebbistatin. **(B)** Representative CETN2-GFP (centriole pair; black) expressing cNAP1-deficient DCs stained with Hoechst (nucleus; blue) migrating along a 3-way path junction in the presence of 50 nM Latrunculin A or 25  $\mu$ M para-nitro-Blebbistatin. **(C)** Frequency of centrosome fracturing during DC migration along a 3-way path junction in the presence of 5  $\mu$ M GSK-626616 or control (DMSO), or upon cNAP1 deletion, and in co-presence of 50  $\mu$ M CK666 to inhibit Arp2/3-mediated actin nucleation, 15  $\mu$ M Smifh2 to inhibit formin-based actin nucleation, or control (DMSO). **(D)** Representative PCNT-dTomato (black) expressing DCs stained with Hoechst (nucleus; blue) migrating along a 3-way path. **(E)** Quantification of PCM shape changes in PCNT-dTomato expressing DCs upon migration along 3-way path junctions in the presence of 50 nM Latrunculin A or DMSO (control). All data show representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

**Fig. S9.** The microtubule cytoskeleton upon Dyrk3 inhibition and centrosome fracturing.

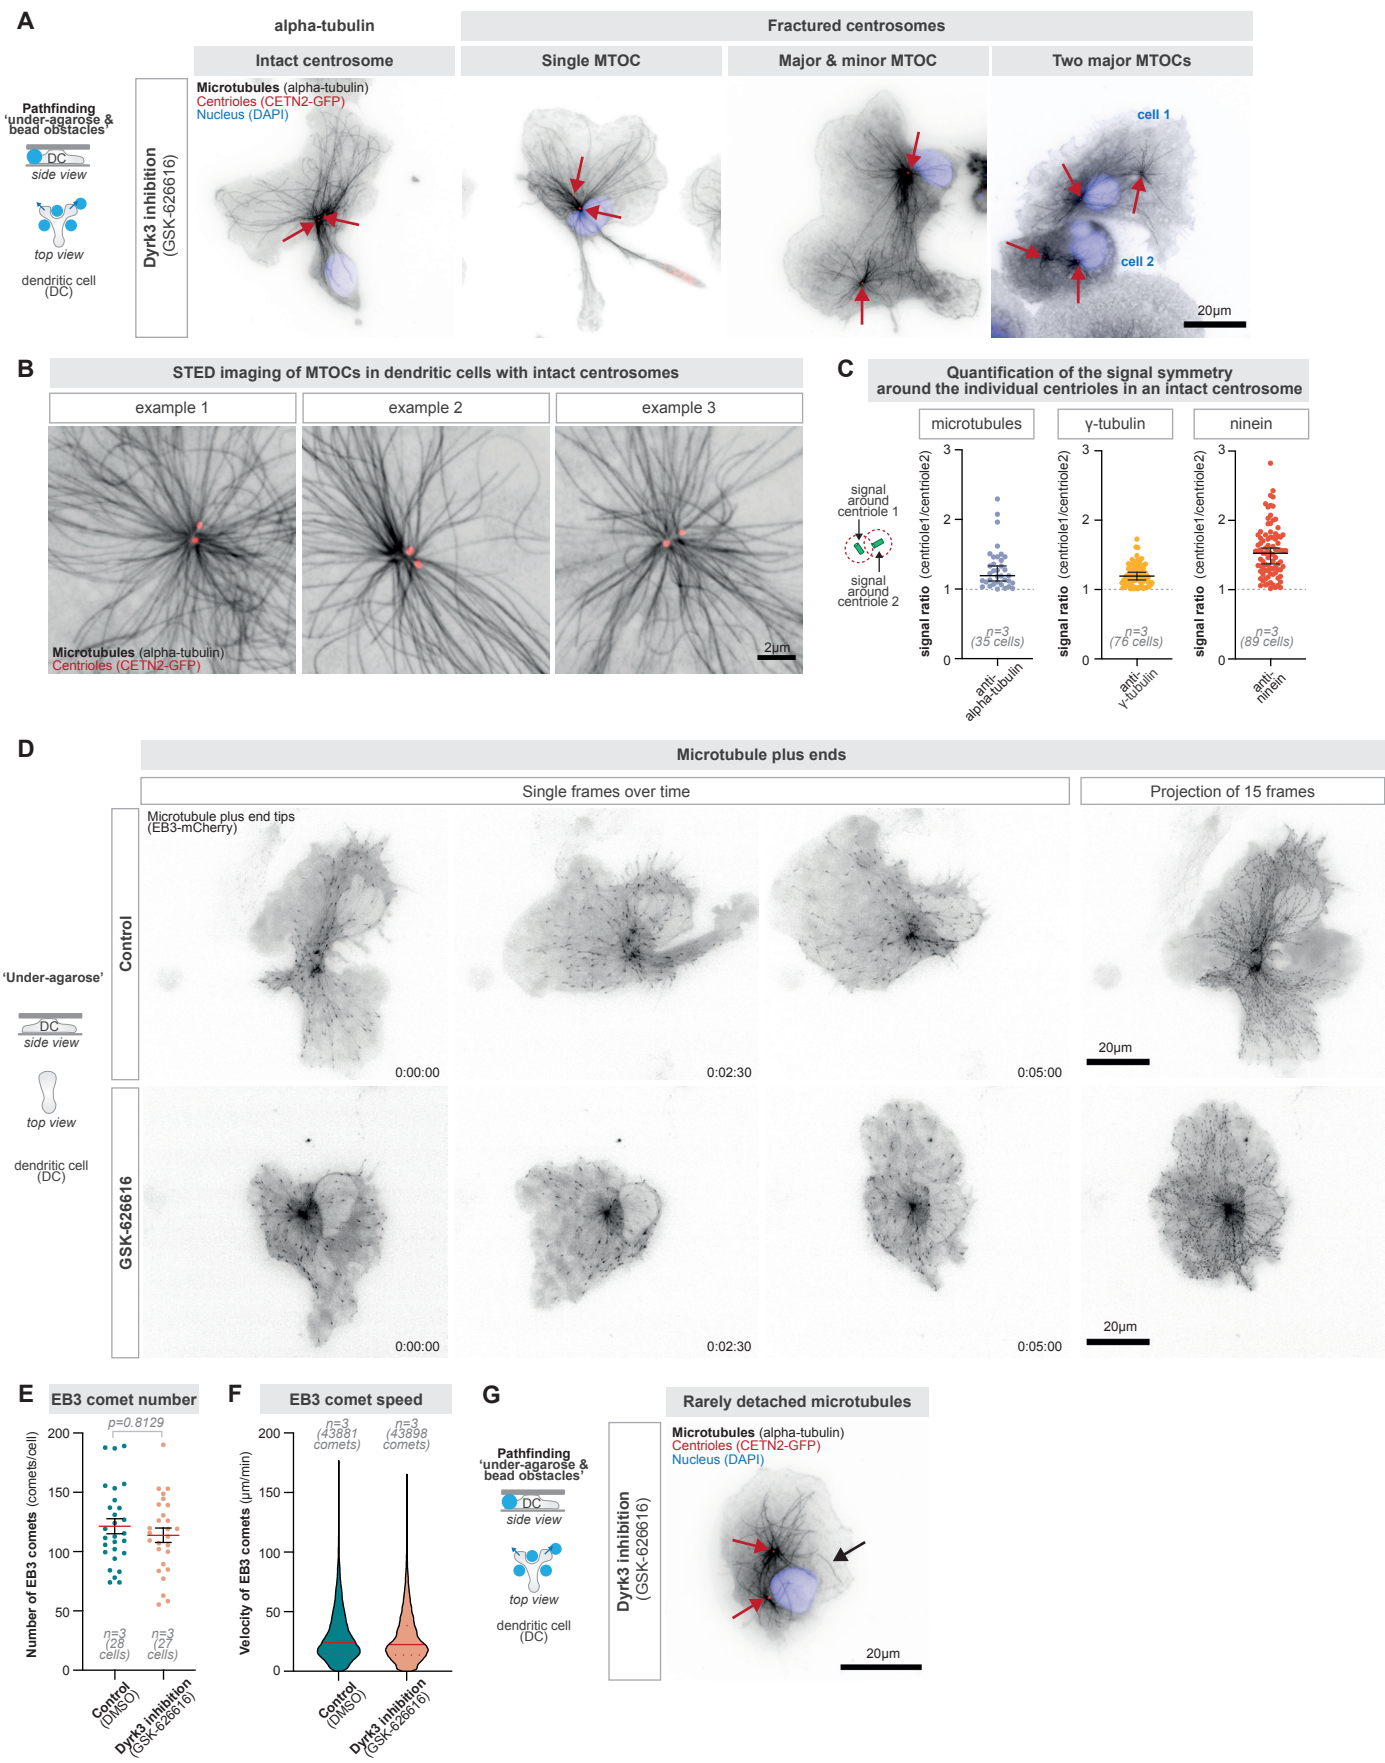

**Fig. S9.**

The microtubule cytoskeleton upon Dyrk3 inhibition and centrosome fracturing. **(A)** Immunofluorescence staining of representative CETN2-GFP (centriole pair; red) expressing dendritic cells (DCs) stained with DAPI (nucleus; blue) and with alpha-tubulin (black) in the presence of 5  $\mu$ M GSK-626616. See Figure 5G for quantification. **(B)** Representative stimulated emission depletion (STED) images of microtubules stained with alpha-tubulin (black) in CETN2-GFP (centriole pair; red) expressing dendritic cells (DCs) with intact centrosomes. **(C)** Quantification of signal symmetry of microtubules, the microtubule nucleator gamma-tubulin, and the microtubule anchoring protein ninein around individual centrioles in intact centrosomes. **(D)** Live-cell imaging examples of representative EB3-mCherry (microtubule-plus end tip marker; black) expressing DCs in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). Time is indicated as h:min:s. **(E)** Quantification of EB3 comets (microtubule plus ends) as shown in (D). **(F)** Quantification of EB3 comet velocity shown as median (red line) and quartiles (red dashed lines). **(G)** Exemplary DC with a rather rare event of a likely non-anchored microtubule (black arrow); CETN2-GFP (centriole pair; red) expressing DCs stained with DAPI (nucleus; blue) and with anti-alpha-tubulin (black) in the presence of 5  $\mu$ M GSK-626616. All data show representative cells from at least three independent biological replicates.

**Fig. S10.** Formation of two MTOCs upon centrosome breakage in motile WT cells and live cell imaging of the emergence of 2 MTOCs upon centrosome fracturing following Dyrk3 inhibition.

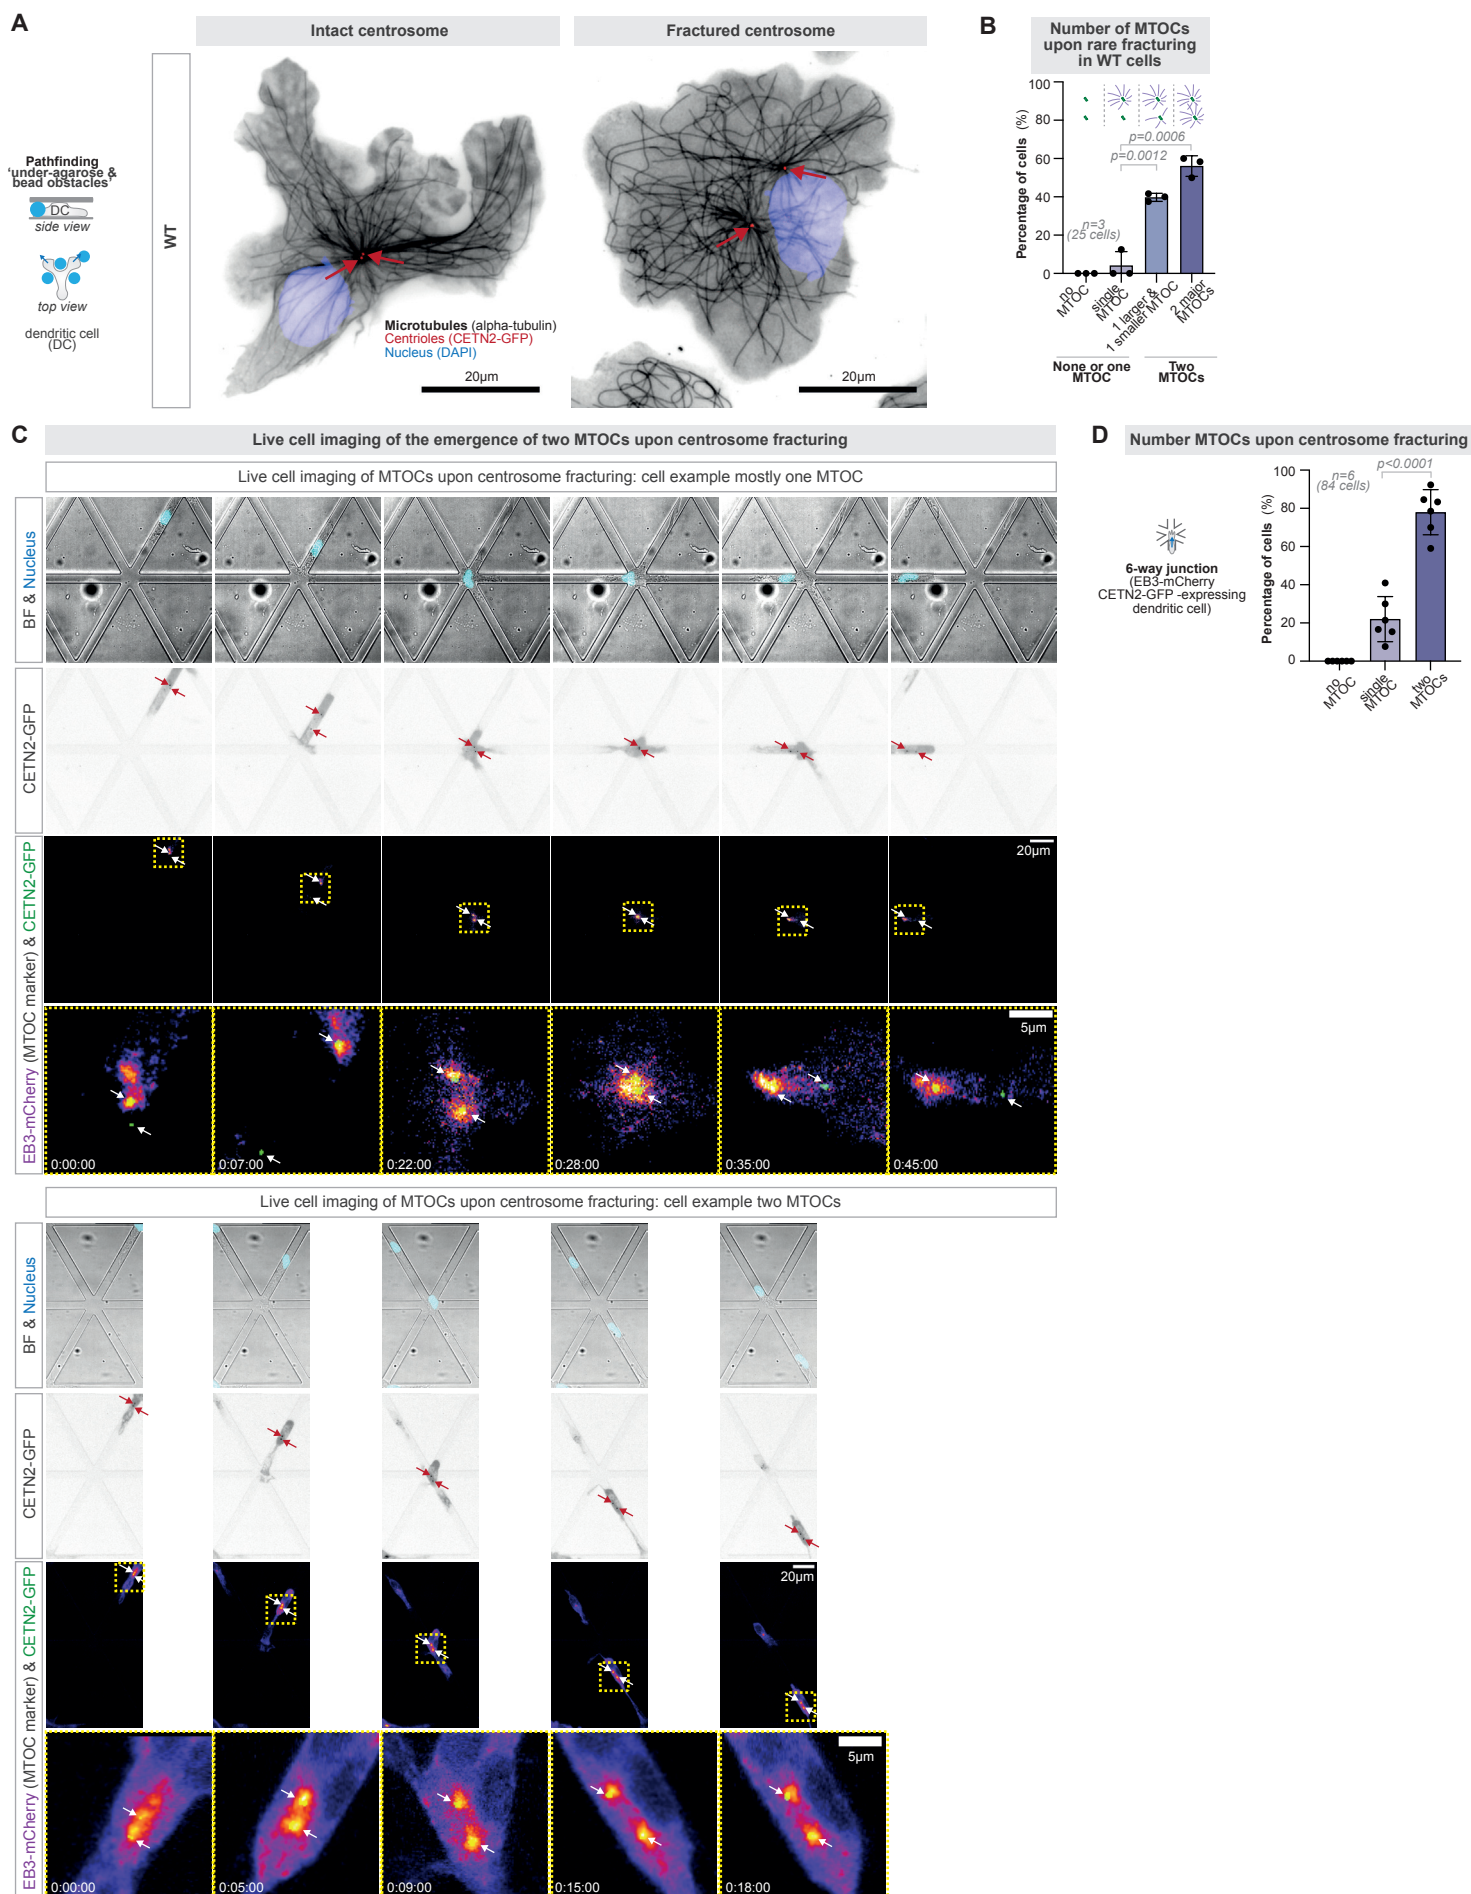

**Fig. S10.**

Formation of two MTOCs upon centrosome breakage in motile WT cells and live cell imaging of the emergence of two MTOCs upon centrosome fracturing following Dyrk3 inhibition. **(A)** Immunofluorescence staining of representative wildtype CETN2-GFP (red, arrows) expressing dendritic cells (DCs) upon migration through bead-obstacles underneath an agarose layer showing representative examples of intact and fractured centrosomes. Anti-alpha-tubulin (black) and DAPI (blue) visualize the microtubule cytoskeleton and the nucleus, respectively. **(B)** Quantification of microtubule aster formation upon rare breakage of the centrosome in wildtype cells. **(C)** Representative CETN2-GFP (centriole pair; black and green) EB3-mCherry (microtubule plus-end marker; fire-color coded; enlargement in yellow dashed boxes) expressing dendritic cells (DCs) stained with Hoechst (nucleus; cyan) migrating along a 6-way path junction in the presence of 5  $\mu$ M GSK-626616. **(D)** Quantification of MTOC emergence upon centrosome fracturing as shown in (C). All data show representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

**Fig. S11.** Microtubule anchoring and nucleating proteins upon Dyrk3 inhibition and upon centrosome fracturing.

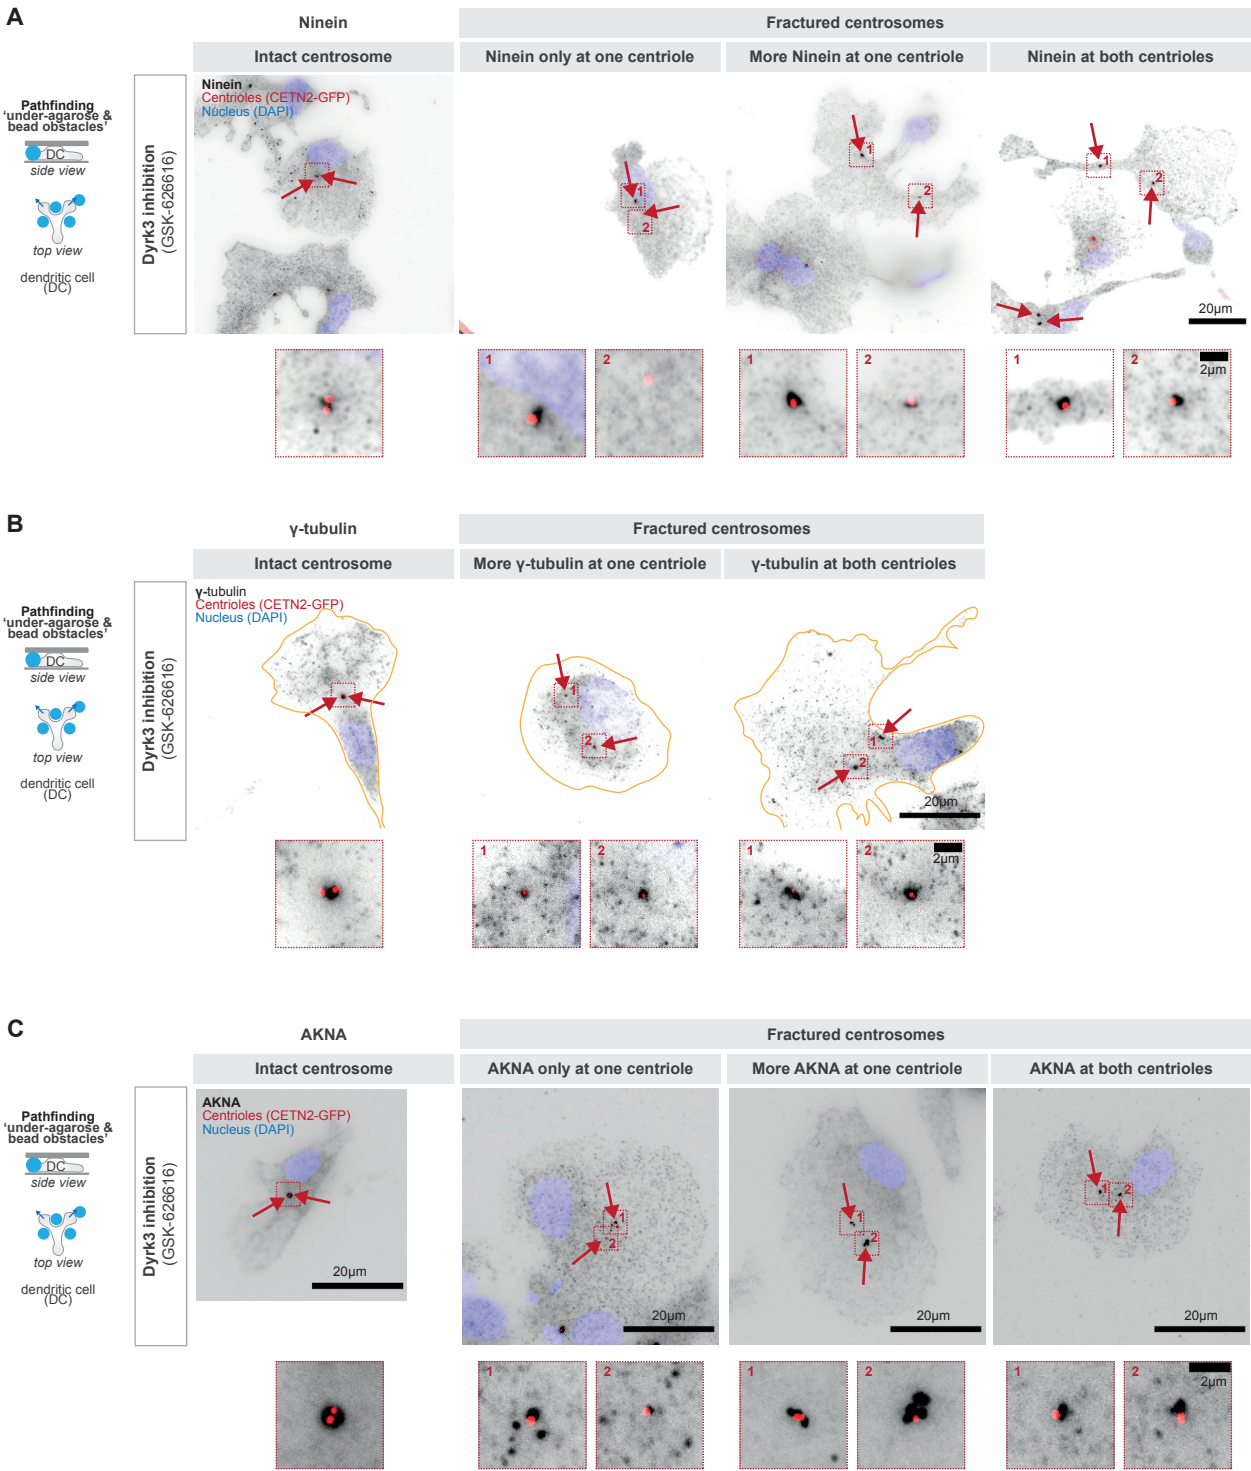

**Fig. S11.**

Microtubule anchoring and nucleating proteins upon Dyrk3 inhibition and upon centrosome fracturing. **(A)** Immunofluorescence staining of representative CETN2-GFP (centriole pair; red) expressing dendritic cells (DCs) stained with DAPI (nucleus; blue) and with anti-ninein (black) in the presence of 5  $\mu$ M GSK-626616. See Figure 5H for quantification. **(B)** Immunofluorescence staining of representative CETN2-GFP (centriole pair; red) expressing dendritic cells (DCs) stained with DAPI (nucleus; blue) and with anti-gamma-tubulin (black) in the presence of 5  $\mu$ M GSK-626616. See Figure 5I for quantification. **(C)** Immunofluorescence staining of representative CETN2-GFP (centriole pair; red) expressing dendritic cells (DCs) stained with DAPI (nucleus; blue) and with anti-AKNA (black) in the presence of 5  $\mu$ M GSK-626616. See Figure 5J for quantification. All data show representative cells from at least three independent biological replicates.

**Fig. S12.**

Dendritic cell migration phenotypes in the presence of unstable centrosomes (nonfunctional Dyrk3). **(A)** Representative dendritic cells (DCs) migrating along a unidirectional straight path (wide linear microchannel) in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). See Figure 6A for quantification. **(B)** Representative DCs migrating along a unidirectional straight path (narrow linear microchannel) in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). See Figure 6A for quantification. **(C)** Representative DCs migrating through a 2  $\mu$ m pore in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). See Figure 6B for quantification. **(D)** Representative DCs migrating along a 3-way path junction in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). See Figure 6C for quantification. **(E)** Representative DCs migrating along a 6-way path junction in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). See Figure 6C for quantification. All data show representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

**Fig. S13.** Jurkat T cell migration phenotypes in the presence of unstable centrosomes (non-functional Dyrk3).

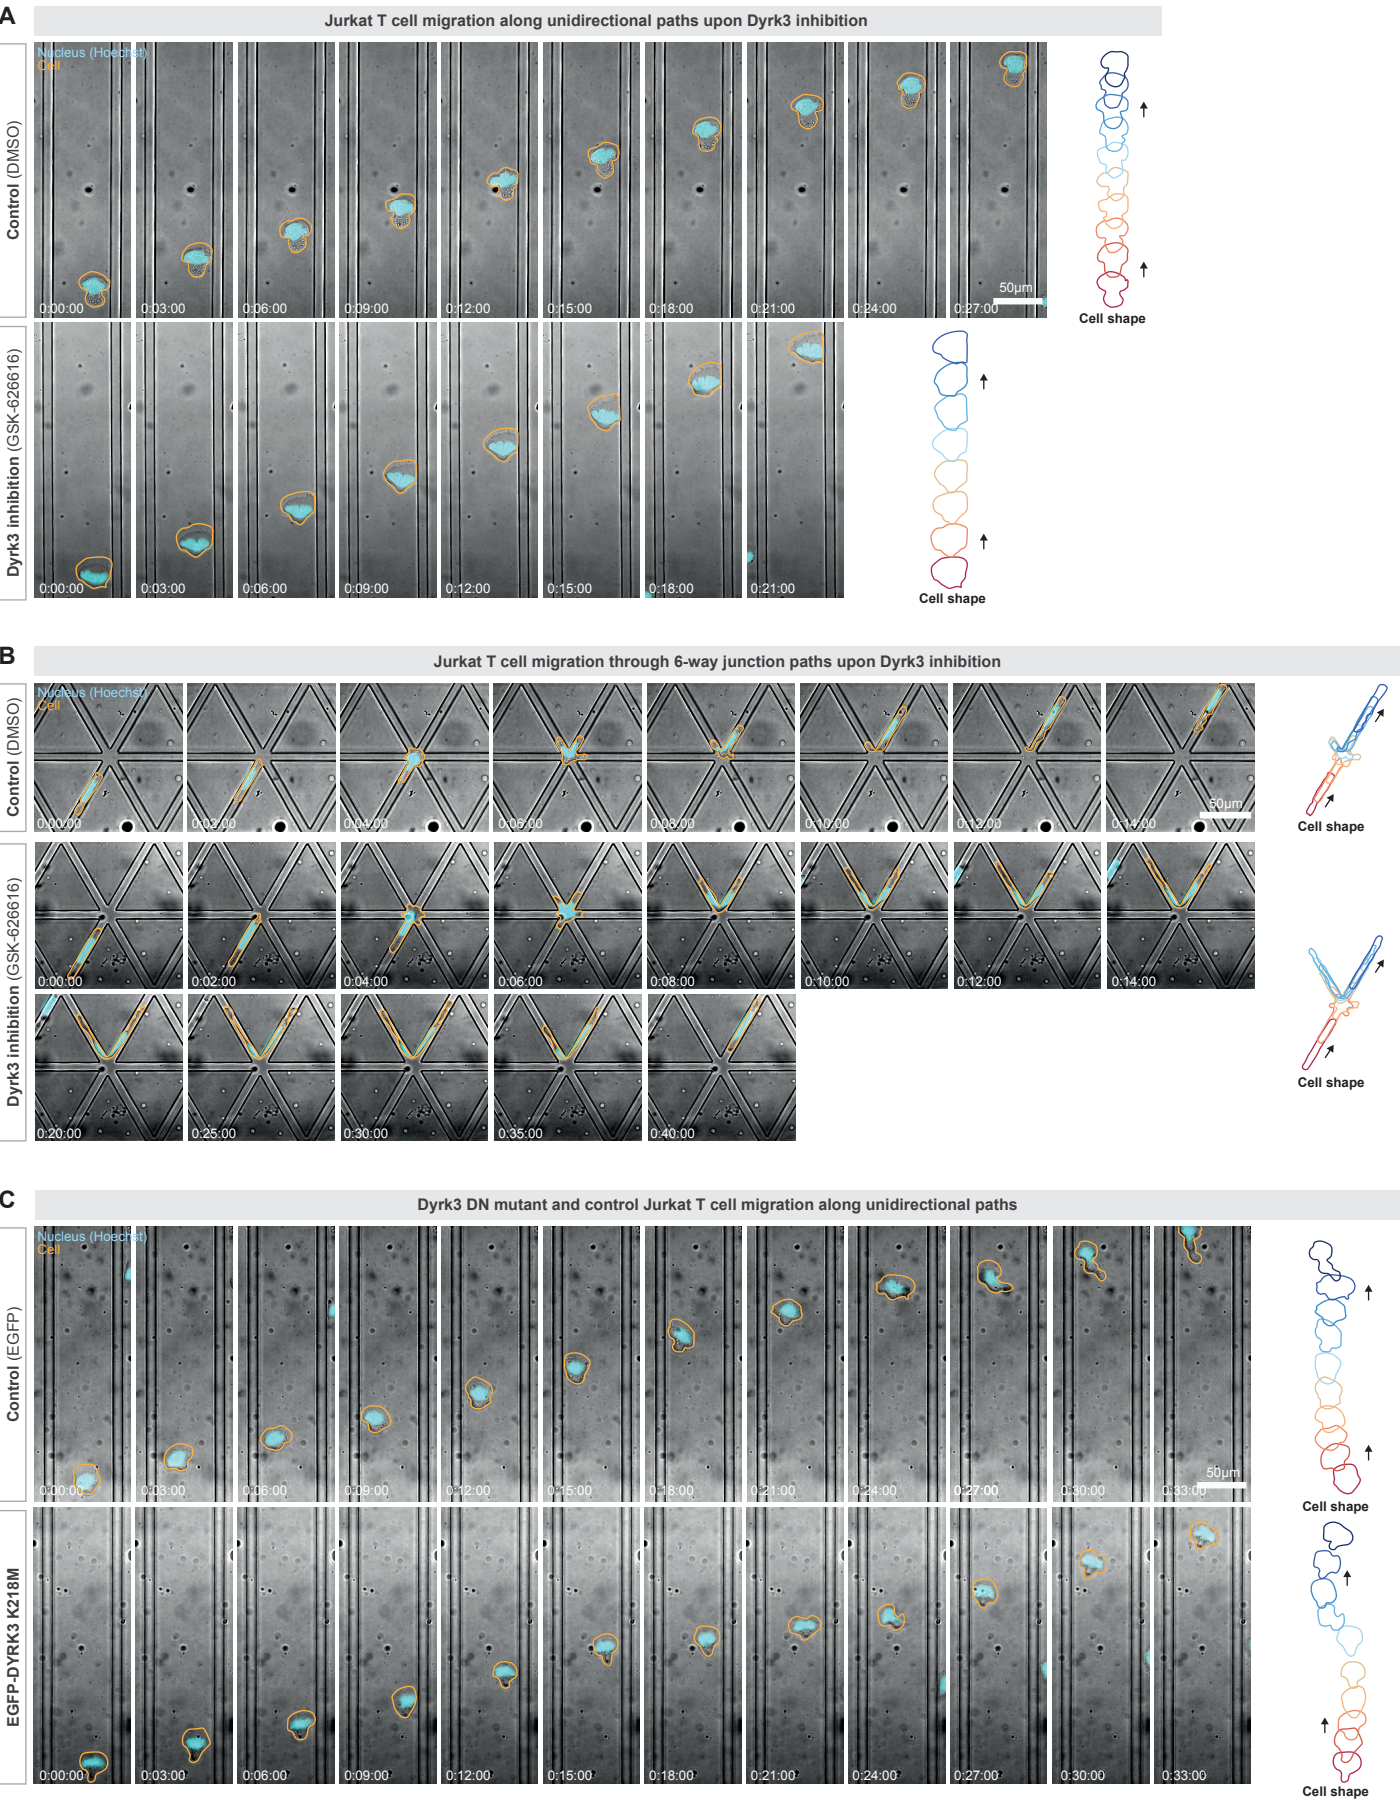

**Fig. S13.**

Jurkat T cell migration phenotypes in the presence of unstable centrosomes (nonfunctional Dyrk3). **(A)** Representative Jurkat T cell migrating along a unidirectional straight path (wide linear microchannel) in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). See Figure 6D for quantification. **(B)** Representative Jurkat T cell migrating along a 6-way path junction in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). See Figure 6D for quantification. **(C)** Representative Jurkat T cell expressing EGFP-Dyrk3 K218M or only EGFP while migrating along a unidirectional straight path (wide linear microchannel). See Figure 6F for quantification, and Figure 6E for comparison to migration through path junctions. All data show representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

**Fig. S14.** Altered cell shapes during dendritic cell and Jurkat T cell migration in 3D collagen matrices upon rendering Dyrk3 non-functional.

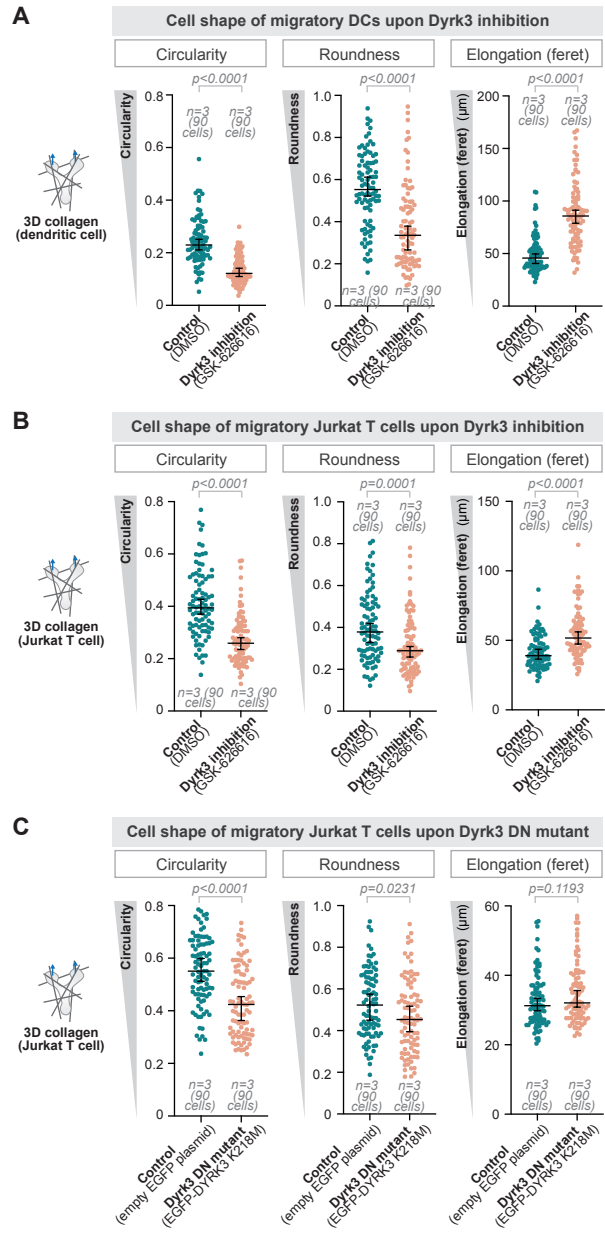

**Fig. S14.**

Altered cell shapes during dendritic cell and Jurkat T cells migration in 3D collagen matrices upon rendering Dyrk3 non-functional. **(A)** Circularity, roundness, and elongation of dendritic cells migrating in 3D collagen matrices (1.7 mg/ml) along a CCL19 chemokine gradient in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). **(B)** Circularity, roundness, and elongation of Jurkat T cells migrating in 3D collagen matrices (1.3 mg/ml) along a CXCL12 chemokine gradient in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). **(C)** Circularity, roundness, and elongation of Jurkat T cells that express a dominant-negative (DN) EGFP-Dyrk3 K218M mutant or the corresponding empty EGFP plasmid migrating in 3D collagen matrices (1.3 mg/ml) along a CXCL12 chemokine gradient. All data derive from at least three independent biological replicates.

**Fig. S15.** Dendritic cells retain their polarity upon rendering Dyrk3 non-functional.

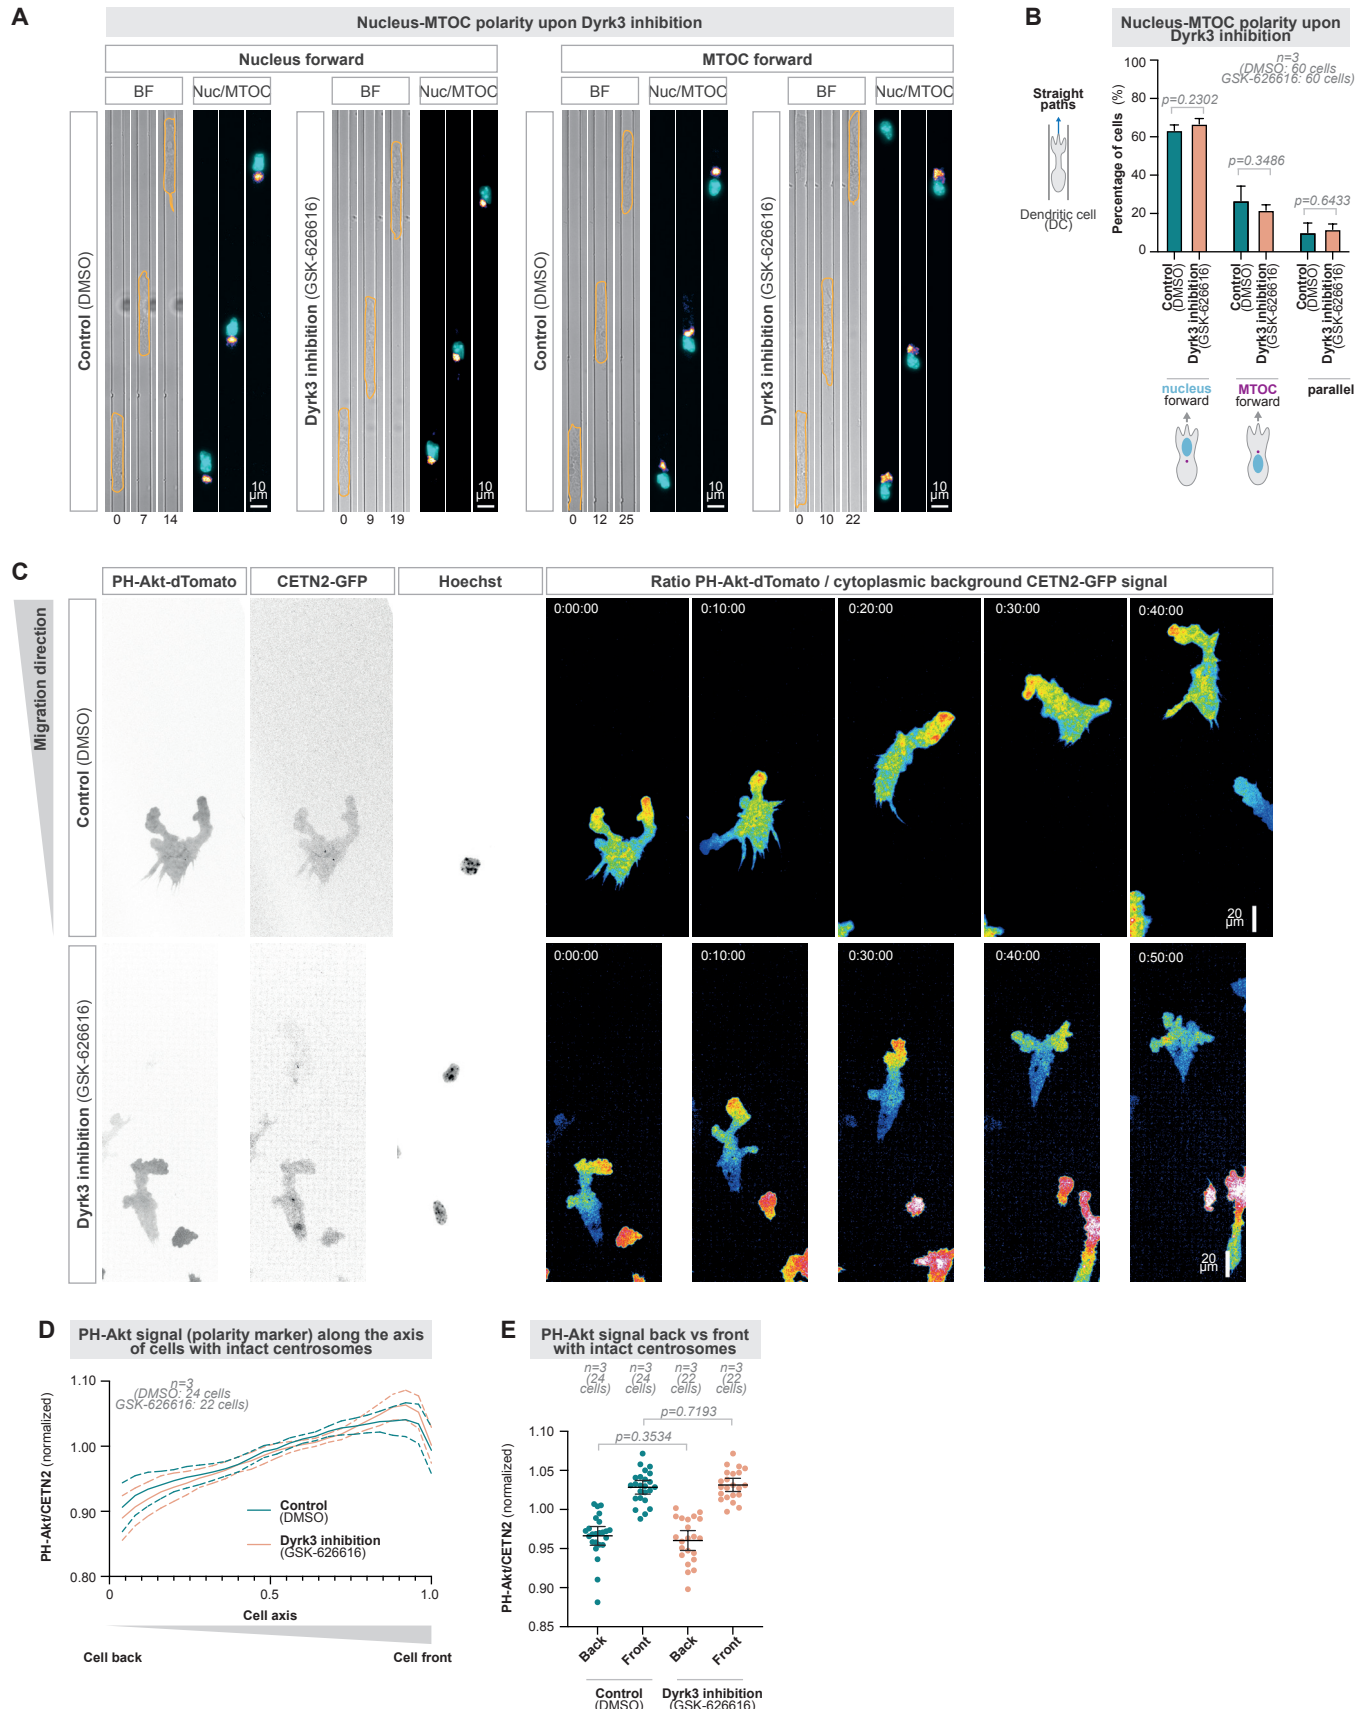

**Fig. S15.**

Dendritic cells retain their polarity upon rendering Dyrk3 non-functional. **(A)** Representative EMTB-mCherry (microtubule organizing center (MTOC) marker; fire-color coded) expressing dendritic cells (DCs) stained with Hoechst (nucleus; cyan) migrating along a unidirectional straight path (narrow linear microchannel) in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). Time is indicated in minutes. **(B)** Quantification of nucleus-MTOC axis configuration as shown in (A). **(C)** Representative CETN2-GFP (centriole pair; black) PH-Akt-dTomato (polarity marker; black) expressing DCs stained with Hoechst (nucleus; black) migrating in microenvironmental confinement ('under-agarose assay') in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). Fluorescence ratio images show the PH-Akt-dTomato signal normalized to the CETN2-GFP signal (see 'Material and Methods' for details). **(D)** Quantification of normalized PH-Akt signal distribution along the cell axis of migrating DCs with intact centrosomes as shown in (C). **(E)** As in (D), quantifying normalized PH-Akt signal in the front and back half of migrating DCs. All data derive from at least three independent biological replicates. Time is indicated as h:min:s.

**Fig. S16.** Dendritic cell race in the context of broken centrosomes shows impaired cellular navigation upon centrosome fracturing.

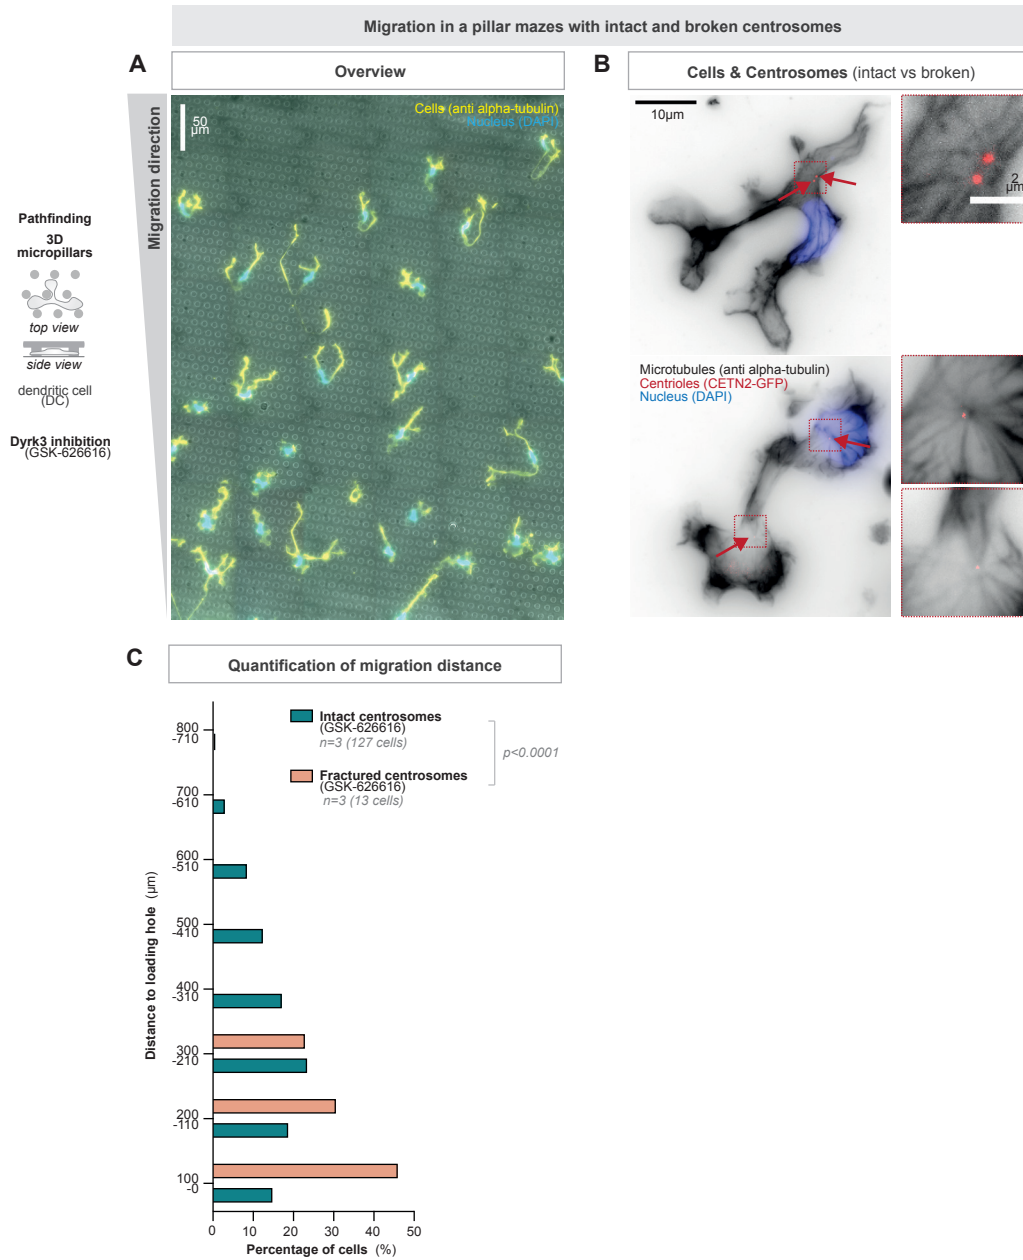

**Fig. S16.**

Dendritic cell race in the context of broken centrosomes shows impaired cellular navigation upon centrosome fracturing. **(A)** Representative overview of a 'cell race', in which cells migrate towards a CCL19 source while navigating through 3D micropillars in the presence of 5  $\mu$ M GSK-626616 (Dyrk3 inhibitor). The alpha-tubulin fluorescence is shown in an overexposed manner to show the shape of the entire cell (see (B) for normal signal intensities to visualize the microtubule network). **(B)** Immunofluorescence staining of CETN2-GFP (red, arrows) expressing dendritic cells (DCs) upon migration through 3D micropillars in the presence of 5  $\mu$ M GSK-626616 (Dyrk3 inhibitor), showing representative examples of cells with an intact and fractured centrosome. Anti-alpha-tubulin (black) and DAPI (blue) visualize the microtubule cytoskeleton and the nucleus, respectively. **(C)** Migrated distance of CETN2-GFP expressing DCs with intact or fractured centrosomes migrating through 3D micropillars in the presence of 5  $\mu$ M GSK-626616.

**Fig. S17.** Dendritic cell migration without centrioles.

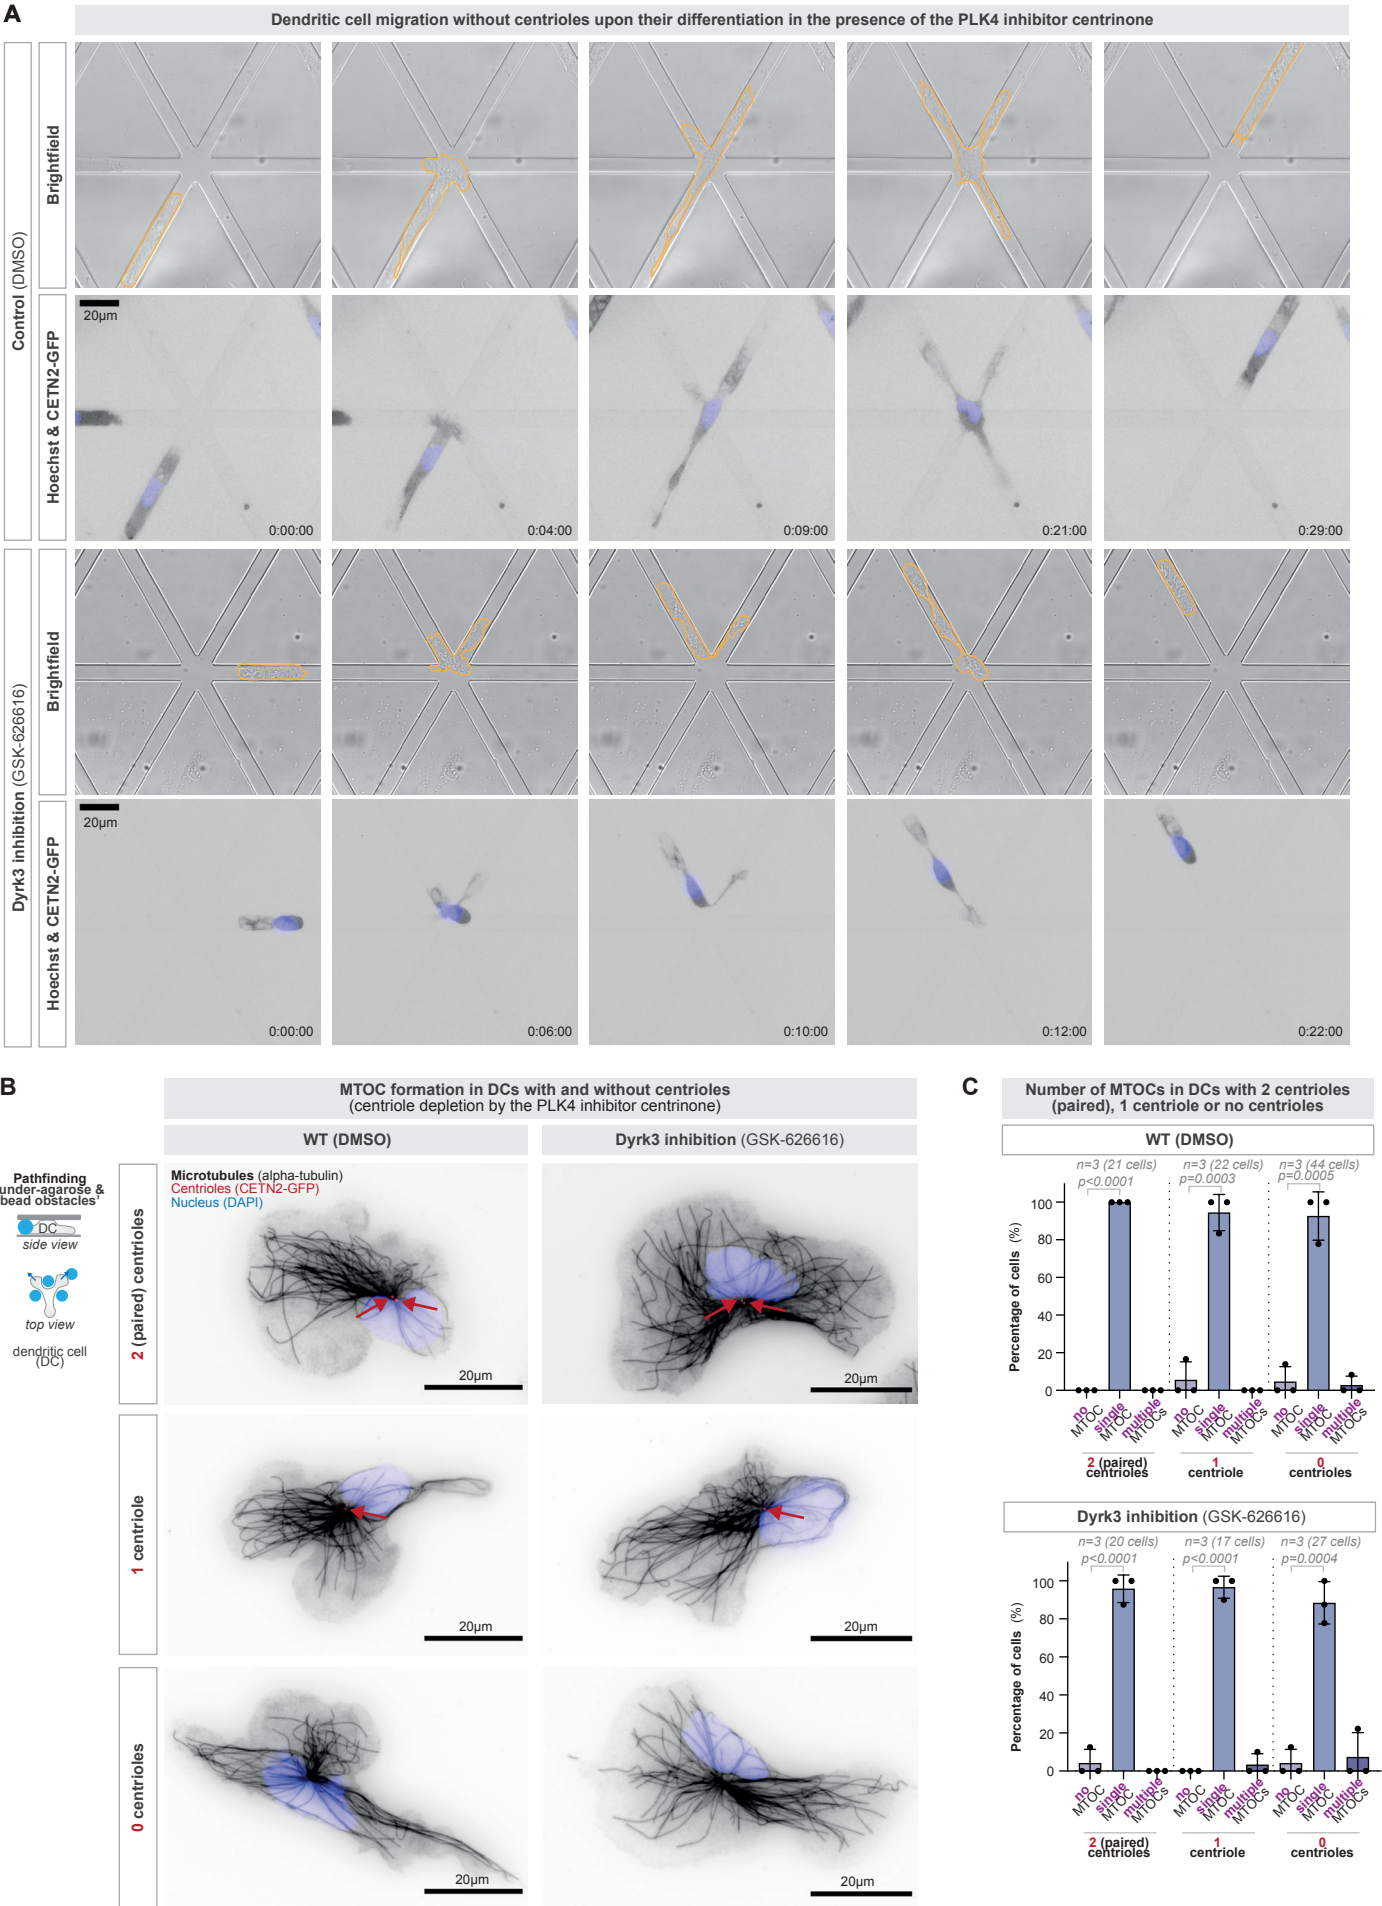

**Fig. S17.**

Dendritic cell migration without centrioles. **(A)** Representative centriole-depleted CETN2-GFP (absent centriole pair; black) expressing dendritic cells (DCs) stained with Hoechst (nucleus; blue) migrating along a 6-way path junction in the presence of 5  $\mu$ M GSK-626616 or DMSO (control). **(B)** Immunofluorescence staining of PLK4-inhibited (500 nM centrinone) CETN2-GFP (red, arrows) expressing dendritic cells (DCs) upon migration through bead-obstacles underneath an agarose layer in the presence of 5  $\mu$ M GSK-626616 or control (DMSO), showing representative examples of two paired, one or no centrioles. Anti-alpha-tubulin (black) and DAPI (blue) visualize the microtubule cytoskeleton and the nucleus, respectively. **(C)** Quantification of MTOC formation in DCs with and without centrioles in the presence of 5  $\mu$ M GSK-626616 or control (DMSO). All data show representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

### **Movie S1.**

Centrosome deformations during cellular navigation. Representative CETN2-GFP expressing dendritic cells migrating along path junctions (1st movie part) and unidirectional paths (2nd movie part) in chemokine gradient (CCL19). The pair of centrioles (CETN2-GFP) is shown in black and the nucleus (Hoechst) is shown in blue. Note the short-range transient separation of the centriole pair (red arrow) in particular during cellular path decisions at path junctions. The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

### **Movie S2.**

Rendering Dyrk3 non-functional impairs cell migration in three-dimensional collagen matrices. Representative dendritic cells (1st movie part) and Jurkat T cells (2nd and 3rd movie part) migrating in three-dimensional collagen matrices in a chemokine gradient (CCL19), either in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M) or DMSO control (1st and 2nd movie part) or in the presence of Dyrk3-K218M-GFP (3rd movie part). The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

### **Movie S3.**

Centrosome fracturing during cellular navigation upon rendering Dyrk3 non-functional. Representative CETN2-GFP dendritic cells migrating along path junctions (1st movie part) and unidirectional paths (2nd movie part) in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M) or DMSO control. The pair of centrioles (CETN2-GFP) is shown in black and the nucleus (Hoechst) is shown in blue. Note the long-range separation of the centriole pair (red arrow) during cellular path decisions in the presence of the Dyrk3 inhibitor GSK-626616. The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

### **Movie S4.**

Centrosome deformations during cellular squeezing. Representative CETN2-GFP dendritic cells migrating through 2 micrometer pores (1st movie part) and 3 micrometer pores (2nd movie part) in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M) or DMSO control. The pair of centrioles (CETN2-GFP) is shown in black; the nucleus (Hoechst) is shown in blue. Note the short-range centrosome deformations during cellular squeezing, which already occurs during translocation through 3 micrometer pores in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M). The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

### **Movie S5.**

Centrosome fracturing is mediated by forces from the actin cytoskeleton. Representative CETN2-GFP expressing dendritic cells migrating along a 3-way path junction in the presence of GSK-626616 (5  $\mu$ M; left) alone, or in co-presence of the myosin inhibitor para-nitro-Blebbistatin (25  $\mu$ M; middle) or the actin inhibitor Latrunculin A (50 nM; right). The pair of centrioles (CETN2-GFP; red arrows) is shown in black, and the nucleus (Hoechst) is shown in blue. The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min.

### **Movie S6.**

Microtubule dynamics in the presence of the Dyrk3 inhibitor GSK-626616. Representative EB3-mCherry (microtubule plus-end binding) expressing dendritic cells in a confining “under-agarose” environment in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M) or DMSO control. Growing microtubule plus end tips (EB3-mCherry) are shown in black. The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

### **Movie S7.**

Dendritic cell migration through path junctions and unidirectional paths in the presence of unstable centrosomes (non-functional Dyrk3). Representative dendritic cells migrating through wide linear paths (1st movie part), narrow linear paths (2nd movie part), 2 micrometer pores (3rd movie part), 3-way junctions (4th movie part), and 6-way junctions (5th movie part) in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M) or DMSO control. The nucleus (Hoechst) is shown in cyan. The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

### **Movie S8.**

Jurkat T cell migration through path junctions and unidirectional paths in the presence of unstable centrosomes (non-functional Dyrk3). Representative Jurkat T cells migrating through wide linear paths (1st movie part) or 6-way junctions (2nd movie part) in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M) or DMSO control, and representative Jurkat T cells expressing either EGFP (control) or a Dyrk3 mutant (EGFP Dyrk3 K218M) that are migrating through wide linear paths (3rd movie part) or 6-way junctions (4th movie part). The nucleus (Hoechst) is shown in cyan. The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min:s.

### **Movie S9.**

Cell polarity during cellular navigation upon rendering Dyrk3 non-functional. Representative EMTB-mCherry expressing dendritic cells migrating along narrow linear paths in a nucleus-forward (1st movie part) and MTOC-forward (2nd movie part) cell axis configuration in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M) or DMSO control. The nucleus (Hoechst) is shown in cyan and the MTOC (EB3-mCherry) is shown in fire-color coding. Representative PH-Akt-dTomato CETN2-GFP expressing dendritic cells shown as fluorescence ratio of the PH-Akt-dTomato signal normalized to the CETN2-GFP signal in a confining “under-agarose” environment in the presence of the Dyrk3 inhibitor GSK-626616 (5  $\mu$ M) or DMSO control (3rd movie part). The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min.

### **Movie S10.**

Dendritic cell migration without centrioles through path junctions. Representative CETN2-GFP expressing dendritic cells without centrioles migrating along a 6-way path junction in the presence of GSK-626616 (5  $\mu$ M) or DMSO (control). CETN2-GFP (note the absent centriole pair) is shown in black, and the nucleus (Hoechst) is shown in blue. The movie shows representative cells from at least three independent biological replicates. Time is indicated as h:min.

How the deposited data were processed for this re-analysis (not part of the article)

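RNA was measured in 18 libraries of bone marrow–derived DCs, 3 replicates each of 4 collagen densities (1.7, 2.6, 3.5, and 4.4 mg/ml) and 2 suspension groups. The authors deposited whole-number counts per Ensembl gene. Their methods give single-end reads of stranded mRNA libraries, alignment with STAR to GRCm38, TPM from RSEM, and differential expression with DESeq2. The TPM values were not used here. The counting tool and the treatment of reads that match several genes are not named in the paper's text, so counts of near-identical genes such as the Ear family are uncertain. Of 29875 genes, 29850 had a symbol, a GC content and an exon length in the annotation. Conditions and replicate numbers were taken from the sample labels and the densities in the paper's methods. Replicate numbers pair the libraries because libraries with the same number share a date and a lane. The titles and library names of the suspension groups contradict each other on CCL19.

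Everything computed from the deposited counts used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, and limma 3.58.1. The filter was edgeR's filterByExpr, scaling was TMM, and genes were called at an FDR of 0.1. A single fit over all 18 libraries gave 9 comparisons: any difference, collagen against suspension, the linear density trend, the 2 ends of the density series, each density against suspension, and the suspension groups against each other. Standard errors were derived from the F statistic. CPM used TMM-scaled library sizes, except for Xist, the Y-linked genes, and the floors of 3 counts with the folds against them, which used total counts, and log2 CPM used a prior count of 2. Permutation tests were two-sided, exact or with 100000 draws. Clusters were 8 groups from Ward's method on z-scored group means. Gene sets (11 sets, 22 tests) were tested with limma's camera at an inter-gene correlation of 0.01. They leave out the genes listed in fig. S2C. TPM of Dyrk3 was approximated with the union of exon lengths. The biological coefficient of variation was 49.0%, and 33.1% with the replicate block. At the depth of the libraries, 3 counts correspond to 0.11 to 0.23 CPM, and such floors cover counting error only.

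The mapping, the tests, and most alternatives were set before the data were examined. Fits with and without the replicate block, with edgeR and with DESeq2, were looked at before the final calculations were written, and the design set beforehand was kept. GC and length offsets (loess with a span of 0.5), these offsets with the replicate block, the replicate block in DESeq2, and the omission of replicate 2 at 4.4 mg/ml were chosen after seeing the data.

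Genes named by rule were Dyrk3, genes the paper names, Dyrk, Clk, and Hipk kinases, the 5 largest rises and falls past the threshold with the same sign in 3 of 3 replicates, and up to 3 genes of each gene set past the threshold. The fit was tested on simulated data with 200 changed genes in each contrast. These counts were drawn from the fit with the block, so its model held for them by construction. Without simulated replicate effects, 166 of the 200 genes with a density trend were recovered. With simulated replicate effects, 77 were recovered without the block and 172 with it. For collagen against suspension, 168 and 198 were recovered. False calls rose with the block from 1.3% to 9.9% of the genes called in the trend. For collagen against suspension they rose from 1.2% to 7.9%.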

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

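The tests on Xist were chosen after the result was seen. Dixon's outlier test was run on the 6 suspension libraries for 9 genes and the total counts, 10 items in all. Iqsec3, Dnah12, and Gm21021 have no count in any suspension library and could not be tested. Of the 10 items, 2 stood out, where chance gives about 1 in 20. Both are a library with a single count beside libraries with none: Apol8 in suspension titled without CCL19 replicate 3 and Gm34829 in suspension titled plus CCL19 replicate 3, each with a gap over range of 1. A difference of 1 count is sampling, and no biological explanation was tested. Against the floor of 3 counts, Apol8 was at least 8.24-fold higher in collagen and Gm34829 at least 2.37-fold higher.

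Xist, the transcript of the inactive X chromosome, is not discussed in the paper. It had 24.2 to 283.1 CPM in the 12 libraries of replicates 1 and 2, with a median of 131 CPM, and at most 2 counts of 4 Y-linked genes. In replicate 3 no Xist read was counted and the Y-linked genes had 52.1 to 208.4 CPM. The methods give male mice as the source of bone marrow. No library differed from the others of its replicate (0 libraries), which speaks against a single exchanged library. The highest Y-linked level in replicates 1 and 2 was 0.17% of the lowest in replicate 3, which speaks against a mixture of female and male cells. A candidate explanation that remains is that replicates 1 and 2 came from female mice or from cells of female origin. The sex is shared by all groups of a replicate and is therefore not confounded with density, but it cannot be told apart from date and lane.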

How the results depend on the processing

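The alternatives were set before the data were examined, except GC and length offsets with and without the block, the omission of the 4.4 mg/ml replicate 2 library, and the replicate block in DESeq2, which were chosen after seeing the data. The fold change of Dyrk3 in collagen against suspension kept its direction and passed the threshold in each of these alternatives in which it was run, from 1.57 to 1.77. An exception outside them is the fit with a score of eosinophil genes as a covariate, where it was 2.12 and did not pass (adjusted p = 0.122 from edgeR), and 2.45 with the block as well, where it passed (adjusted p = 0.0546). The 102 genes of fig. S2C had a rising slope in every setting run, but they had been selected on these data. Where a value moved, the cause was not tested unless stated.

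With the replicate block, 3363 genes differed among the groups (679 without), 4823 between collagen and suspension (2790), 201 in the density trend (1), 239 between 4.4 and 1.7 mg/ml (1), and 403, 2990, 2551, and 4420 at 1.7, 2.6, 3.5, and 4.4 mg/ml against suspension (5, 1090, 679, and 2054). All 679 genes were also called with the block. The genes called in collagen against suspension were 1077 higher and 1713 lower without the block and 2158 higher and 2665 lower with it, but 1339 and 1464 with GC and length offsets, 1609 and 1759 with DESeq2, 2611 and 2512 with the block and offsets, and 2709 and 2617 with the block in DESeq2, so the excess of lower genes depends on the processing. Dyrk3 then passed in the trend (0.59) and between 4.4 and 1.7 mg/ml (1.8). Of the fig. S2C genes, 100 were called among the groups (57) and 41 in the trend (1), and the cluster with Dyrk3 held 449 genes, 86 of them from fig. S2C (64 and 27). On simulated data with replicate effects the block raised recovery of a trend, and false calls rose from 1.3% to 9.9% of the genes called. Those data were drawn from the fit with the block, so they cannot show that its model holds for the real libraries.

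With DESeq2, 1978 genes differed among the groups, 109 in the trend, 127 between 4.4 and 1.7 mg/ml, and 119, 1803, and 1309 at 1.7, 2.6, and 3.5 mg/ml against suspension. Dyrk3 passed in the trend (0.58) and between 4.4 and 1.7 mg/ml (1.75), and 18 fig. S2C genes passed in the trend. With the replicate block in DESeq2, the counts were 5187 among the groups, 5326 in collagen against suspension, 839 in the trend, 902 between 4.4 and 1.7 mg/ml, 1096, 3570, 3141, and 4959 for the densities against suspension, and 258 between the suspension groups. Dyrk3 had 0.60 in the trend and 1.83 between 4.4 and 1.7 mg/ml, both past the threshold, and 101 and 92 fig. S2C genes passed among the groups and in the trend.

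With no filter on low counts, 1993 genes differed among the groups, 139 in the trend, 151 between 4.4 and 1.7 mg/ml, 79 at 1.7 mg/ml against suspension, and 10 between the suspension groups. Of the fig. S2C genes, 93 and 29 passed among the groups and in the trend, and the cluster with Dyrk3 held 386 genes. With GC and length offsets, 7 genes passed in the trend, 10 between 4.4 and 1.7 mg/ml, 15 at 1.7 mg/ml against suspension, and 2 of fig. S2C in the trend. At 3.5 mg/ml the offsets changed the split from 273 higher and 406 lower to 405 higher and 229 lower. With the replicate block and these offsets the counts were 3695 among the groups, 5123 in collagen against suspension, 702 in the trend, 927 between 4.4 and 1.7 mg/ml, and 620, 3374, 2565, and 4818 for the densities against suspension. Dyrk3 passed in the trend (0.60) and between 4.4 and 1.7 mg/ml (1.8), 99 and 73 fig. S2C genes passed, and 15 of 22 set tests passed.

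At an FDR of 0.05, 338 genes differed among the groups, 1793 in collagen against suspension, and 2, 444, 220, and 1229 at the densities against suspension, and the cluster with Dyrk3 held 27 genes, 13 of them from fig. S2C. The union of the 15 pairwise comparisons held 2667 genes. With only the libraries of the groups compared, the counts were 0 in the trend (851 at an unadjusted p under 0.05), 0 between 4.4 and 1.7 mg/ml (807), and 0 (1092), 262, and 329 at 1.7, 2.6, and 3.5 mg/ml against suspension. With suspension as 0 mg/ml, the slope passed in 3024 genes, in Dyrk3 (0.55), and in 91 fig. S2C genes, but this slope also holds the difference between collagen and suspension. Without the 4.4 mg/ml replicate 2 library and without the block, 0 genes passed in the trend (893 unadjusted), 0 between 4.4 and 1.7 mg/ml (888), 0 fig. S2C genes in the trend, and 5 set tests passed. A rotation test (fry) passed in 1 of 22 set tests, against 9 with camera and 13 with camera and the block.

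Across the 4 fits that left out replicate 1, 2, or 3 or the 4.4 mg/ml replicate 2 library, the counts ranged from 0 (729 unadjusted) to 612 among the groups, from 631 to 2958 in collagen against suspension, from 0 to 0 in the trend (313 to 1226 unadjusted), from 0 to 0 between 4.4 and 1.7 mg/ml (365 to 1306 unadjusted), from 0 (519 unadjusted) to 6 at 1.7 mg/ml, from 0 (1615 unadjusted) to 1318 at 2.6 mg/ml, from 0 (1371 unadjusted) to 781 at 3.5 mg/ml, and from 1.1e+02 to 1615 at 4.4 mg/ml. Dyrk3 at 4.4 mg/ml against suspension ranged from 2.43 to 2.63 and missed the threshold without replicate 2 (adjusted p = 0.103 from edgeR, against 0.0082 and 0.0171 without replicates 1 and 3), and it passed without the 4.4 mg/ml replicate 2 library. The fig. S2C genes ranged from 0 to 45 among the groups and from 0 to 0 in the trend, and the number of set tests that passed ranged from 5 to 15. Without replicate 1 the cluster with Dyrk3 held 38 genes. Without replicates 2 or 3 no gene was called among the groups, so clusters could not be made. Collagen against suspension uses every library, so restricting the fit cannot move it and was not run.

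Sets that did not pass in either setting changed the direction of their test in 12 cases. In the density trend, the mean slope of the actin protrusion and contractility set was −0.0042 with the replicate block and −0.00443 with fry, and ranged from −0.0469 (without replicate 3, reversed) to 0.0315 over the fits that left out libraries. Cell cycle ranged from −0.14 to −0.0333 (without replicate 2, where the direction of the rank-based test reversed), hypoxia and glycolysis from −0.0509 (without replicate 2, reversed) to 0.371, the integrated stress response from −0.05003 (without replicate 2, reversed, as without the 4.4 mg/ml replicate 2 library at −0.0363) to 0.168, and the NRF2 response from −0.00108 (without replicate 2, reversed) to 0.10. The integrated stress response was 0.00788 with GC and length offsets and 0.0197 with fry, with a reversed test direction, and Dyrk, Clk, and Hipk kinases were at −0.00333 with the block and offsets, also reversed. In collagen against suspension, cell cycle ranged from −0.313 to −0.122 (without replicate 3, with a reversed test direction). Among the values for single genes, sets, and kinase or named-gene counts over the alternatives, 38 no longer passed, 67 newly passed, and 16 counts moved.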

Differences from the paper's values

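The paper's values were read by eye from its figures, and TPM was approximated here from counts and exon lengths. The cluster with Dyrk3 held 64 genes here and about 100 in fig. S2B, read by eye. With DESeq2's size factors in edgeR it held 75 genes and with k-means in place of Ward's method 86 genes, and neither then differed from the paper's value. The replicate block (449), no filter on low counts (386), a minimum of 1 CPM in 3 libraries (62), an FDR of 0.05 (27), and the omission of replicate 1 (38) did not close the gap.

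The median log2 TPM of Dyrk3 was 0.88 in suspension against the paper's value of about −0.38 in fig. S2D, read by eye. It was 1.88 against about 0.33 at 1.7 mg/ml, 2.50 against about 1.2 at 2.6 mg/ml, 2.59 against about 1.2 at 3.5 mg/ml, and 3.26 against about 1.8 at 4.4 mg/ml, each of the paper's values read by eye from fig. S2D. At 1.7 mg/ml the omission of replicate 1 (1.09) or replicate 2 (1.07) moved the median toward the paper's value but did not reach it. It then counted as no difference because the SD of the 2 libraries left was 1.18 and 1.15, which is wider than the gap. The omission of replicate 3 (1.90) did not close the gap. In the other groups the omission of a replicate did not close it. The other alternatives do not enter TPM. After these values had been seen, the medians were also compared as differences from suspension, which were derived from the same readings. These were 1.00 against the paper's about 0.71 at 1.7 mg/ml, 1.62 against about 1.6 at 2.6 mg/ml, 1.71 against about 1.5 at 3.5 mg/ml, and 2.38 against about 2.1 at 4.4 mg/ml in fig. S2D, each within the spread between replicates.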

Other observations

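The tests of sample exchange and library size for replicate 2 at 4.4 mg/ml, of GC and length offsets on the trend, of covariation among eosinophil genes, and of the CCL19 labels were chosen after the result was seen, as were the splits with the block for each density against suspension and some of the splits for sets.

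Other splits of the libraries were made by exchanging libraries within replicates, so that every split keeps the replicates balanced over groups and none follows the date or lane. The real split, counted among them, was the only 1 of 100 with as many genes for any difference (679, next 457) and for collagen against suspension (2790, next 745). For the density trend it gave 1 gene (next 0), a count too small to tell. With the block the real split was the only 1 of 100 for any difference (3363, next 2157), collagen against suspension (4823, next 2634), and the density trend (201, next 65). At 1.7, 3.5, and 4.4 mg/ml against suspension it was 1 of 27 splits each, without and with the block. At 1.7 mg/ml without the block this again rests on a small count (5 genes, next 0). At 2.6 mg/ml, 2 of 27 splits gave as many genes without and with the block. The other split gave 1462 against 1090 genes, and 3913 against 2990 with the block, so that count cannot be told apart from chance. That split exchanged the 2.6 mg/ml libraries of replicates 1 and 2 with those of suspension titled without CCL19. For 4.4 against 1.7 mg/ml (1 of 4 splits) and for the suspension groups (4 of 4, with 0 genes called and 855 at an unadjusted p under 0.05) the number of splits is too small to tell.

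Of 22 set tests, 9 passed, and 13 with the replicate block. For each set that passed, the splits within replicates that gave as small a p in the same direction are given, the real one included, without and with the block. Over the collagen densities the type I interferon response had a mean slope of 0.39 on the log2 scale per mg/ml with 19 of 20 genes rising (adjusted p = 6.292e-07 from limma's camera; block 0.45, adjusted p = 3.990e-15), with 2 and 2 of 100 splits. The p53 targets passed in the trend at 0.13 (adjusted p = 0.0774 from camera; block 0.13, adjusted p = 0.0566), with 4 and 4 of 100. The immediate early genes (0.36, 18 of 20 genes, adjusted p = 1.383e-06 from camera; block 0.33, adjusted p = 6.900e-08) had 11 and 10 of 100 such splits, so this trend cannot be told apart from chance. The heat shock response (0.20, 12 of 13 genes, adjusted p = 0.00134 from camera; block 0.20, adjusted p = 2.241e-04) had 3 and 7 of 100, so by this count its trend differs from chance without the block and not with it.

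In collagen against suspension, the heat shock response was higher by 1.01 (13 of 13 genes, adjusted p = 2.825e-06 from camera; block 1.04, adjusted p = 7.478e-08), with 2 and 2 of 100 splits. The NRF2 response was higher by 0.64 (13 of 13 genes, adjusted p = 0.00296 from camera; block 0.69, adjusted p = 2.789e-05), with 6 and 3 of 100, so here too the outcome depends on the block. The immediate early genes were higher by 0.34 (adjusted p = 0.0527 from camera; block 0.42, adjusted p = 0.0156), with 30 and 26 of 100, which cannot be told apart from chance. With the block but not in the same fit without it, hypoxia and glycolysis passed in the trend (40 of 100 splits) and in collagen (32 of 100), and the Dyrk, Clk, and Hipk kinases (15 of 100) and the type I interferon response (37 of 100) in collagen, none of which can be told apart from chance. Some of these also passed in other alternatives, as the kinases did with GC and length offsets (adjusted p = 0.0122 from camera) and without replicate 1 (adjusted p = 0.00747). Camera's p is two-sided, and when splits in either direction are counted, the p53 targets had 12 and 13 of 100 and the heat shock trend 6 and 9, so neither trend can then be told apart from chance. The NRF2 response had 7 and 3, and the interferon trend and heat shock in collagen stayed at 2 and 2. A rotation test passed only for the heat shock response in collagen against suspension (adjusted p = 0.0054 from fry). The 7 set results given with a value in this and the last paragraph also passed with GC and length offsets, without and with the block, among them the interferon trend (adjusted p = 1.165e-06 from camera without it) and heat shock in collagen (adjusted p = 3.927e-06). The sets were written before the data were examined. They leave out the genes listed in fig. S2C, so the kinase set does not hold Dyrk3. The set results therefore do not cover the listed genes.

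The centrosome set was lower in both comparisons, with a mean log2 change of −0.28 in collagen against suspension (11 of 37 genes higher, adjusted p = 0.0487 from camera; block −0.31, adjusted p = 0.0296) and a mean slope of −0.09 (8 of 37 genes rising, adjusted p = 0.0508; block −0.07, adjusted p = 0.0566). Within replicates, 22 of 100 splits in collagen against suspension and 19 of 100 in the trend gave as small a p in the same direction, and 19 of 100 in each with the block, so the direction cannot be told apart from chance. With GC and length offsets and no block the trend did not pass (adjusted p = 0.111 from camera). Among single genes the paper names, Akna (−1.003, adjusted p = 0.00311 from edgeR), Ccdc88b (−1.07, adjusted p = 0.00153), Cep250 (−1.24, adjusted p = 0.0156), and Pcnt (−0.74, adjusted p = 0.0266) were lower in collagen than in suspension, each in 3 of 3 replicates. Other centrosomal genes and proteins that the paper names did not pass: Nin (−0.40, adjusted p = 0.523 from edgeR), Tubg1 (−0.30, 0.322), Cep120 (0.04, 0.911), Clasp1 (0.12, 0.738), Pcm1 (0.17, 0.744), Ndrg1 (0.37, 0.437), Cetn2 (0.38, 0.413), Slc9a3r1 (0.40, 0.162), and Plk4 (0.65, 0.214).

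The library of replicate 2 at 4.4 mg/ml lay at 70.0 on the first principal component (35.2% of the variance), where replicate 1 spans 40.5 to 72.9 and the other replicate 2 libraries −48.9 to −9.51. Of 1526 genes that part replicates 1 and 2 in the other conditions, 32.2% were nearer replicate 2 in this library, against 82.5% to 94.0% in the other replicate 2 libraries, each on its own list of 629 to 775 genes found the same way with its own condition left out. Its total of 13878626 counts lies within the range of replicate 2, which speaks against depth. Its deviations from the mean of all libraries correlated with GC content (Spearman's rho 0.363) and exon length (−0.212) across genes. Both lay outside the range of the other replicate 2 collagen libraries (−0.262 to 0.0022 and 0.161 to 0.243) and near 1.7 mg/ml replicate 1 (0.319 and −0.315). In replicate 2, suspension titled plus CCL19 had 0.403 and −0.151, and suspension titled without CCL19 had −0.289 and 0.457. The GC value therefore lies within replicate 2 as a whole, and the length value does not. The offsets brought the values of the 4.4 mg/ml library to −0.0332 and 0.0044, and this library stayed at 60.8. Smooth trends with GC content or length therefore do not account for its position, while other technical differences were not tested. With 32.2% of genes nearer replicate 2, a mixed sample is a candidate explanation that remains, and a biological one was not tested. An exchange with a replicate 1 library has no partner, as 4.0% to 16.1% of genes were nearer replicate 2 in the replicate 1 libraries. The eosinophil score of this library (1.44) also lies within that of the other replicate 2 collagen libraries (1.13 to 1.46) and outside that of the replicate 1 collagen libraries (0.23 to 0.57). Without this library the trend with the block fell from 201 to 45 genes, 33 of them shared. No other library was left out with the block, so the fall is not shown to be specific to this one. With GC and length offsets and the block the trend passed in 702 genes.

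Genes of eosinophils, another bone marrow–derived cell, were lower in collagen than in suspension: 9 of 9 tested genes passed, with a median log2 change of −3.05. Of the largest falls, Ear1 (−5.06), Ccr3 (−3.51), and Ear6 (−3.40) are on that list, and the Ear genes can share reads. Their deviations from condition and replicate correlated with a mean r of 0.54, where 95% of 1000 random lists of similar expression stayed under 0.15, which is consistent with a varying share of eosinophils or their RNA. With the score of these genes as a covariate, collagen against suspension passed in 321 genes in place of 2790, less than the share set beforehand as the mark of such a cause. All 6 suspension libraries had a higher score than every collagen library, so the covariate also takes up the contrast itself and the fall in number cannot separate the causes. Dyrk3 did not fall with the covariate (2.12, standard error 0.63), but its adjusted p was then 0.122 from edgeR and it no longer passed. With the covariate and the block 1043 genes passed in place of 4823, and Dyrk3 was 2.45 and passed (adjusted p = 0.0546 from edgeR). Loss of eosinophils from the gels, a change of the DCs, or both may underlie part of the genes called in this comparison.

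Over the 102 genes of fig. S2C, the difference between the 2 suspension columns as read from the figure correlated with the difference by sample titles at −0.84 across genes, which are not independent replicates. Of the 720 orders of the columns, the order by titles with the suspension groups exchanged ranked 1 (correlation 0.971) and the order by titles ranked 3 (0.931). The library names give the same CCL19 states as the figure's columns, opposite to the titles. Either the titles may be exchanged, or the library names together with the figure's column labels. The correlation does not show which.

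The 5 largest rises in collagen against suspension that passed the threshold, Apol8, Iqsec3, Dnah12, Gm34829, and Gm21021, had at most 1 count in any suspension library. Against the floor of 3 counts Iqsec3 was at least 4.99-fold higher, Dnah12 at least 4.01-fold higher, and Gm21021 at least 1.76-fold higher. These folds are means over 12 collagen libraries, and the 3 genes had 0 counts in at least 1 of them. At 1.7 mg/ml their means of 0.069, 0.061, and 0.035 CPM were under the floor of 0.163, as was Dnah12 at 3.5 mg/ml (0.115), and at 4.4 mg/ml they were 2.70, 2.34, and 0.804. Apol8 likewise had 0.161 CPM at 1.7 mg/ml and 3.42 at 4.4 mg/ml.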
